# Knockout of thyroid hormone receptor alpha a (*thraa*) enhances cardiac regeneration in zebrafish through metabolic and hypoxic regulation

**DOI:** 10.1186/s12964-025-02350-5

**Published:** 2025-07-16

**Authors:** Man Yee Cheung, Chunmei Jiang, Imtiaz Ul Hassan, Hui Wang, Donghao Guo, Daniel Wuyang Dio, Huan Yan, Jianmin Sun, Xufeng Qi, Dongqing Cai, Wei Ge, Sheue-yann Cheng, Wai-Yee Chan, Hui Zhao

**Keywords:** Thyroid hormone, Metabolism, Hypoxia, Heart regeneration, Inflammation, Cardiomyocytes, Zebrafish

## Abstract

**Background:**

Thyroid hormone (TH) signaling drives cardiomyocyte (CM) maturation in endothermic animals. Elevated TH levels, coupled with increased basal metabolism, promote CM cell cycle exit and polyploidization, thus limiting heart regenerative potential. However, a comprehensive understanding of TH and its receptors, thyroid hormone receptors (TRs), orchestrating with other regulatory processes for heart regeneration, such as the hypoxia signaling pathway and post-injury metabolic switches, remains elusive.

**Results:**

Here, we investigated the molecular mechanisms of TH signaling in heart regeneration using a time-course sequencing experiment. We assessed heart regeneration capacity in *thyroid hormone receptor alpha a* (*thraa*) mutant zebrafish, which carry an 8-bp insertion that leads to truncation of the *Thraa* protein and impaired TH signaling. The *thraa* + 8 bp mutant zebrafish exhibited an enhanced heart regenerative response. Our study showed that, in *thraa*^+/–^ mutants, a transiently augmented inflammatory response and an extended CM proliferative window are associated with metabolic switches across different phases. Moreover, we found that *thraa* transcriptionally regulates *hypoxia-inducible factor 3 subunit alpha* (*hif3a*), and its knockout in zebrafish impairs heart regeneration.

**Conclusions:**

In conclusion, our study highlights the role of TH signaling via *thraa* in modulating zebrafish heart regeneration through metabolic regulation, inflammation, cardiac tissue regeneration, and its interplay with *hif3a*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-025-02350-5.

## Introduction

The limited regenerative capacity of the adult human heart results in irreversible damage following ischemic heart disease (IHD). Acute myocardial infarction (AMI) or myocardial injury leads to adverse cardiac remodeling and heart failure due to the heart’s restricted regenerative potential. During long-term cardiac remodeling, persistent inflammation, pathological hypertrophy in cardiomyocytes (CMs), and unresolved fibrosis are commonly observed in the failing heart. Common complications in patients with AMI include impaired diastolic and systolic function, an increased risk of arrhythmias, and post-infarction pericarditis [1].

Interestingly, cardiac regenerative capacity has been shown to be developmentally regulated [2]. Several studies have reported that mammalian species, including humans, exhibit a transient ability to regenerate damaged heart tissue during fetal and early neonatal stages, but this regenerative potential rapidly diminishes after birth [3–10]. The mouse model (*M. musculus*) has been extensively studied and demonstrates a well-defined regenerative window for cardiac tissue repair following ischemic injury, with this regenerative potential lost by postnatal day 7 [3, 11, 12]. In contrast, some non-mammalian vertebrates, such as amphibians and teleost fish, retain robust cardiac regenerative abilities throughout adulthood. Axolotl (*A. mexicanum*), Iberian ribbed newt (*P. waltl*), eastern newt (*N. viridescens*), and zebrafish (*D. rerio*) are capable of regenerating heart tissue without scarring after ventricular resection or cryoinjury [13–17]. Interestingly, some species exhibit distinct regenerative potential compared to their evolutionary relatives. For example, the western clawed frog (*X. tropicalis*) and surface-dwelling form of Mexican tetra (*A. mexicanus*) demonstrate regenerative potential in the adult stage, while the African clawed frog (*X. laevis*), blind cave form of Mexican tetra (*A. mexicanus*), and Medaka Japanese rice fish (*O. latipes*) exhibit limited or incomplete heart regenerative potential [18–22].

Emerging evidence suggests that TH signaling plays a critical role in heart regeneration, indicating that the loss of regenerative capacity in adult mammals is an evolutionary trade-off associated with endothermy [23]. During development, increasing circulating TH levels and TH-dependent metabolic rates enable thermoregulation in endothermic species, allowing them to maintain a constant body temperature and adapt to their habitats. Meanwhile, this hormonal shift rewires mitochondrial function and myocardial energy metabolism, resulting in terminal differentiation, polyploidization, and permanent exit from cell cycle in CMs, processes that impair heart regeneration. These effects on CM phenotype indicate that TH signaling plays a pivotal role in the transition from a regenerative to a non-regenerative state. Numerous studies have also reported a strong correlation between myocardial metabolic state and regenerative capacity [24–35]. In particular, metabolic reprogramming, characterized by a shift from oxidative phosphorylation (OXPHOS) to glycolysis, is a key hallmark of heart regeneration, reflecting the metabolic characteristics of early development and tissue repair [36, 37].

In addition to TH, hypoxia regulates metabolic reprogramming in the ischemic myocardium, where oxygen supply is limited [38, 39]. Hypoxia-inducible factors (HIFs), a family of transcription factors, are activated to trigger an adaptive metabolic response under hypoxic conditions, mitigating reactive oxygen species (ROS) production and protecting cells from oxidative stress. Specifically, HIF1α, upon activation, dimerizes with HIF1β to mediate metabolic adaptation by promoting a transition from oxidative to glycolytic metabolism, altering mitochondrial function, and selectively utilizing metabolic substrates [40, 41]. Many metabolic genes have been identified as HIF1 targets, including glucose transporter protein type 1 (GLUT1), hexokinase 2 (HK2), phosphofructokinase-1 (PFK1), and pyruvate kinase M2 (PKM2) [42]. Additionally, HIF3α, another member of the HIF protein family, also exhibits oxygen-dependent transcriptional activity [43]. In zebrafish, Hif3a has been demonstrated to share similar metabolic transcriptional targets with Hif1a [44], suggesting their coordinated roles in cardiac repair and regeneration through metabolism.

Despite the established roles of TH signaling, hypoxia, and metabolic reprogramming in heart regeneration, the molecular mechanisms orchestrating their interplay, particularly through thyroid hormone receptor alpha (TRα), remain largely unexplored. The active form of TH, triiodothyronine (T3), binds to nuclear thyroid hormone receptors (TRs), which regulate gene expression via thyroid hormone response elements (TREs). Previous research has shown that ligand-bound TRα transcriptionally regulates mitochondrial genes in mouse hearts, highlighting the role of TH/TRα signaling axis in regulating myocardial metabolism [23]. However, the mechanisms by which TRα-mediated TH signaling interacts with hypoxia and metabolic reprogramming during heart regeneration remain poorly understood. To address this gap, we investigated the role of TH signaling, particularly through TRα, in coordinating various biological processes in heart regeneration.

In this study, we focused on *thyroid hormone receptor alpha a* (*thraa*), the predominant TR isoform in the zebrafish heart, to study the role of TH signaling in heart regeneration using integrated transcriptomic, histological, and functional approaches. We employed a *thraa* mutant zebrafish model to disrupt TH signaling and conducted a time-course RNA-Seq analysis following cardiac injury [45]. Our findings revealed that reduced TH signaling enhances heart regeneration, as evidenced by reduced fibrotic scar area and improved functional recovery. Additionally, *thraa*^+/−^ mutants exhibited a transiently augmented inflammatory response and an extended CM proliferative window, suggesting that TH signaling modulates different injury responses. Notably, we observed significant alterations in the expression of HIF genes, highlighting an interplay between TH signaling and the hypoxic response. Furthermore, we identified *hif3a* as a downstream transcriptional target of *thraa*, and validation experiments using *hif3a*^+/−^ mutant zebrafish confirmed its crucial role in heart regeneration.

Collectively, our results highlight the coordination of TH signaling, hypoxia, and metabolic reprogramming during zebrafish heart regeneration. These insights enhance our understanding of the molecular mechanisms that govern the post-injury response. Furthermore, this study underscores that precise regulation and moderate reduction of TH signaling could serve as a therapeutic strategy to enhance cardiac repair in patients with myocardial injury.

## Results

### Loss of *thraa* impairs body development but enhances heart regeneration in zebrafish

TH is known as a master regulator of development and metabolism, and its homeostasis is essential for maintaining normal physiological function. Clinical studies have shown that mutations in TRα or hypothyroidism can lead to growth retardation, developmental delays, coarse facial features, and constipation [46–48]. At the molecular level, TR mutations cause TH resistance by disrupting receptor-mediated transcriptional regulation. To investigate the role of TRα in zebrafish, we used a *thraa* (ENSDARG00000000151) mutant line, generated by Han *et al.*, which carries an 8-bp insertion causing a frameshift mutation in the ligand-binding domain (LBD) (Fig. 1A, B) [49]. This mutation abolishes TH binding to TRα and impairs downstream transcriptional regulation. Consistent with the TH-resistant phenotype, *thraa* knockout (KO) mutants exhibited developmental and cardiac defects [45, 49]. Our findings revealed that *thraa* mutants exhibited reduced body weight, while heart weight and the heart-to-body weight ratio showed no significant changes (Supplementary Fig. S1A-C). Notably, homozygous mutants (*thraa*^−/−^) displayed structural cardiac abnormalities, such as a thinner myocardial wall and reduced trabeculation in the ventricle (Supplementary Fig. S1D-F). To further investigate the cardiac phenotype, we performed bulk RNA-Seq on adult mutant hearts, comparing *thraa*^−/−^ mutants with WT to elucidate the transcriptomic effects of *thraa* KO (Supplementary File 1). 

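The deposited values come from 4 libraries of adult heart RNA, 2 from WT and 2 labelled homozygous for the *thraa* mutation, each prepared from tissue pooled from at least 5 fish. The sample titles name the whole heart, whereas the protocol describes ventricles. The authors aligned paired reads of 150 bases to GRCz11 with STAR and estimated expected counts per gene with RSEM, without normalization. The genes are listed by Ensembl identifier, and the symbols given here come from the annotation, where paralogs can share a symbol. Counts on genes totalled 13656671 and 13916882 in WT, and 16532401 and 16136094 in the libraries labelled *thraa*-/-. The counts were rounded, normalized by the TMM method and tested with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment over the 15793 genes that passed its filter on low counts. Levels are counts scaled by the normalized library size (CPM), as mean ± SD of the 2 libraries of a group. An exact permutation test of 2 libraries against 2 cannot reach a p-value under 0.05, so every adjusted p-value comes from a model fitted across genes. *thraa* (THRA, ENSDARG00000000151) itself was counted in each library, with 99 and 80.5 counts in WT and 202 and 143 counts in the hearts labelled *thraa*-/-. Its level was 5.95 ± 0.894 CPM in WT and 11.5 ± 2.5 CPM in the hearts labelled *thraa*-/-, a log2 fold change of 0.95 (standard error 0.22, edgeR adjusted p = 0.016), with both of those hearts above both WT libraries. On log2(TPM + 1), the same change was 0.51 with a limma adjusted p of 0.074. Counts summed over a gene do not show the insertion, so the genotype of these libraries rests on their labels. At the paper's cutoffs, an absolute log2 fold change of at least 0.585 and an adjusted p-value under 0.05, 1526 genes were higher and 1507 lower in the hearts labelled *thraa*-/-. When libraries were scaled by total counts alone, the median log2 fold change of all tested genes decreased by 0.25, and 944 genes were higher and 2891 lower. With DESeq2, 1303 genes were higher and 924 lower, and 2043 of these were among the genes called by edgeR.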

Gene Ontology (GO) term analysis revealed altered angiogenesis, immune system development, and cardiac muscle development in *thraa*^−/−^ mutants (Supplementary Fig. S1G, Supplementary File 2). Additionally, the expression of CM maturation marker genes, such as *myh7ba*, *tcap*, *tpm3*, and *mef2ca*, was significantly reduced in *thraa*^−/−^ mutant hearts (Supplementary Fig. S1H). 

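Lists of genes were tested with camera at a preset correlation of 0.01 between genes, adjusted over the 48 lists, and medians of log2 fold changes are given relative to the median of all tested genes. The lists under the GO terms hold genes that the study picked from these hearts, so their counts adjusted over the list alone are not independent evidence. Of the 58 angiogenesis genes, 21 were differentially expressed and higher in the hearts labelled *thraa*-/- and 26 were lower, and 53 passed when adjusted over the list alone. Their median was −0.17, and camera did not call the list (adjusted p = 0.65). Its direction reversed when libraries were scaled by total counts (adjusted p = 0.88). The unshifted median of −0.19 became −0.33 without WT replicate 1. Among 59 genes of muscle structure development, 23 were higher, 26 lower and 54 changed when adjusted over the list alone, with a median of −0.04 and an adjusted p of 0.75 from camera, while fry gave 0.022. Without single libraries, the unshifted median of −0.06 ranged from −0.14 to 0.05. The 43 genes of muscle cell differentiation had 15 higher and 21 lower members, 40 of them past the threshold adjusted over the list alone, and a median of −0.62, with an adjusted p of 0.43 from camera and 0.014 from fry. Without WT replicate 1, the unshifted median of this list went from −0.64 to −0.32. For immune cells, a list of 14 leukocyte genes fixed without reference to these samples had 6 differentially expressed genes, each lower in the hearts labelled *thraa*-/-, and the same number when adjusted over the list alone. Its median was −1 (camera adjusted p = 0.0042), and 12 of its genes were lower. Some of its genes are paralogs that share a symbol, so they are not all separate markers. The 30 cardiomyocyte genes had 3 higher and 3 lower members, 20 past the threshold adjusted over the list alone, and a median of 0.19 (camera adjusted p = 0.17). By fry the cardiomyocyte list was called higher in the hearts labelled *thraa*-/- (adjusted p = 0.023). Of the 10 lists that camera called in these hearts, all 10 were called in the same direction by fry. None was called with a correlation estimated for each list, where 5 lists had an unadjusted p under 0.05 and the leukocyte list an adjusted p of 0.57.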

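*myh7ba* (ENSDARG00000076075) was present at 938 ± 6.83 CPM in WT and 564 ± 38.5 CPM in the hearts labelled *thraa*-/-, a log2 fold change of −0.73 (standard error 0.09, edgeR adjusted p = 0.00087). The level of *tcap* (ENSDARG00000007344) dropped from 422 ± 30.9 to 68.9 ± 2.25 CPM, a log2 fold change of −2.61 (standard error 0.11, edgeR adjusted p = 3.4e-06). *tpm3* (ENSDARG00000005162) was higher in the hearts labelled *thraa*-/-, with 145 ± 7.34 CPM against 93.7 ± 7.99 CPM in WT (log2 fold change 0.63, standard error 0.11, edgeR adjusted p = 0.0043). The annotation gives the symbol MEF2C to 2 identifiers, and the files do not tell which is *mef2ca*. ENSDARG00000029764 had 103 ± 27.2 CPM in WT and 59.2 ± 4.35 CPM in the hearts labelled *thraa*-/- (log2 fold change −0.79, standard error 0.18, edgeR adjusted p = 0.022), a change that came to −0.50 in the least extreme of the fits without 1 library. ENSDARG00000009418 had 28 ± 0.658 and 30.8 ± 0.91 CPM (log2 fold change 0.14, edgeR adjusted p = 0.45), and its direction reversed when libraries were scaled by total counts, to −0.11. For each of these 5 identifiers, both libraries of one group lay above both of the other.

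**Figure D1:**
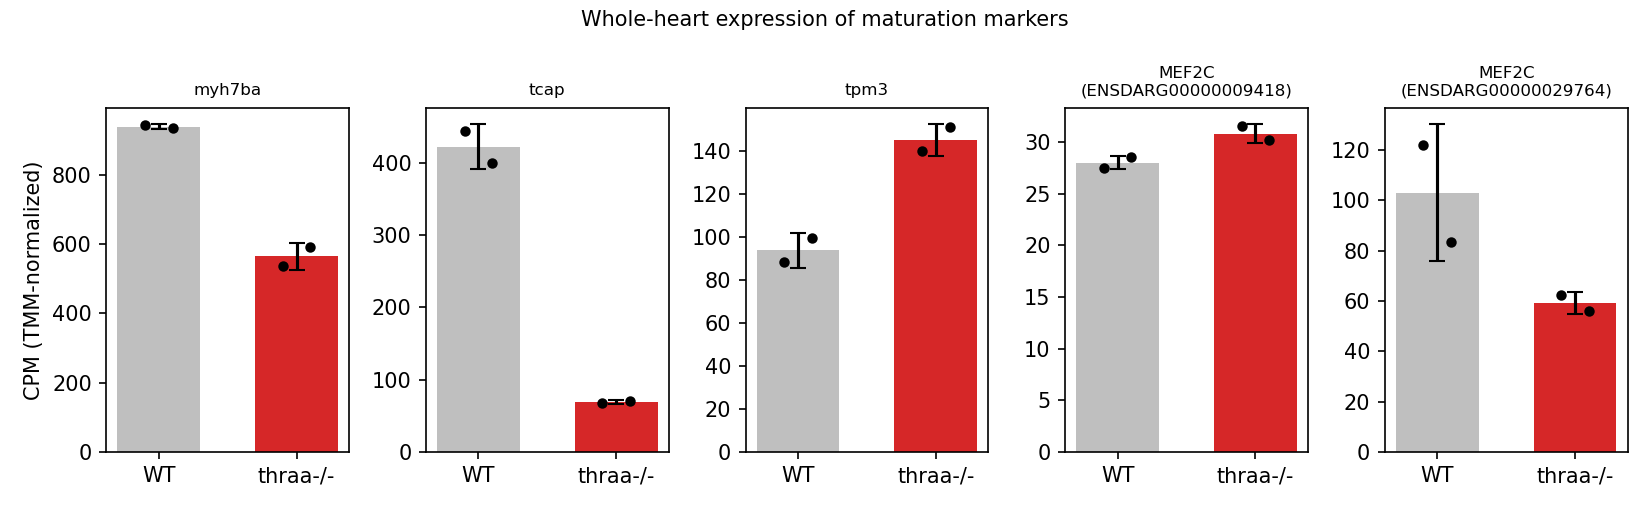
Levels in CPM of *myh7ba*, *tcap*, *tpm3* and both MEF2C identifiers in WT hearts and hearts labelled *thraa*-/-; bars are means, points are the 2 libraries of a group and error bars are SD. The bars of *tcap* stand at 422 and 68.9 CPM.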

Notably, *thraa* itself is involved in regulating cardiac muscle cell differentiation.

**Fig. 1:**
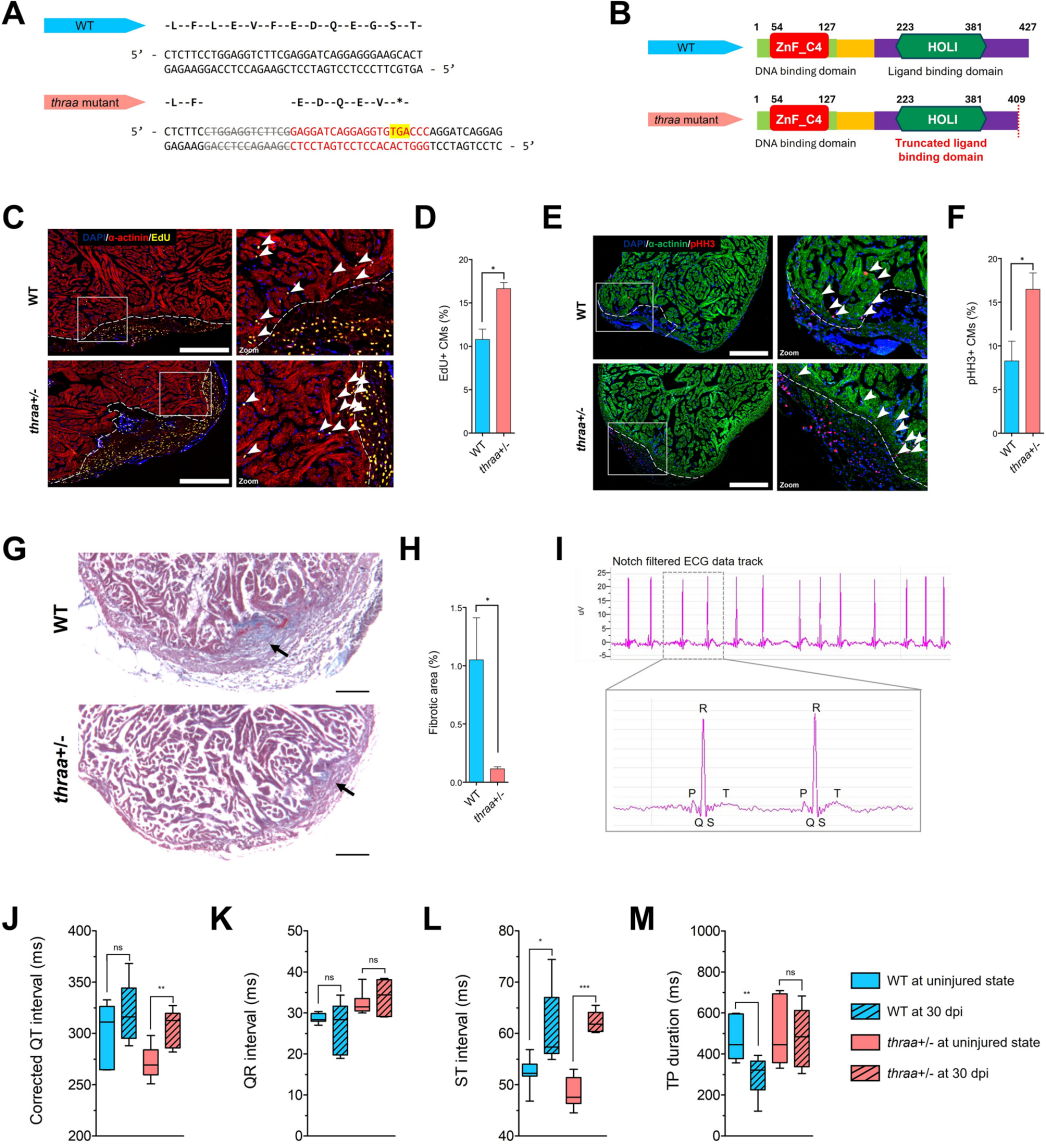
Loss of *thraa* impairs body development but enhances heart regeneration in zebrafish. (**A**) The design of *thraa* KO model in zebrafish. The amino acid (upper) and genomic (lower) sequences of both WT and *thraa* mutants. *thraa* mutants carry an early stop codon (highlighted in yellow). (**B**) Schematic diagram of the protein domain of *thraa* gene in both WT and *thraa* KO model. *thraa* mutants carry a truncated ligand-binding domain at the C-terminal. (**C**) Representative immunofluorescence images of heart sections from WT and *thraa*^*+/−*^ mutants at 7 dpi. Section images show EdU^+^ cells (yellow), α-actinin (red), and nuclei stained with DAPI (blue). Arrows in zoomed images indicate the EdU^+^ proliferating cardiomyocytes in the injured zone. Scale bar, 200 μm. (**D**) Quantification of EdU^+^ cardiomyocytes in WT and *thraa*^+/−^ mutants as shown in (**C)**. Results are shown in mean ± s.e.m; *n* = 3 in each group. (**E**) Representative immunofluorescence images of heart sections from WT and *thraa*^*+/−*^ mutants at 15 dpi. Section images show pHH3^+^ cells (red), α-actinin (green), and nuclei stained with DAPI (blue). Arrows in zoomed images indicate the pHH3^+^ proliferating cardiomyocytes in the injured zone. Scale bar, 200 μm. **(F)** Quantification of pHH3^+^ cardiomyocytes in WT and *thraa*^+/−^ mutants as shown in (**E)**. Results are shown in mean ± s.e.m; *n* = 3 in each group. **(G)** Representative images of Masson’s trichrome staining on heart sections show fibrosis of WT and *thraa*^*+/−*^ mutants at 30 dpi. Scale bar, 100 μm. (**H**) Quantification of fibrotic area in WT and *thraa*^+/−^ mutants as shown in **(G)**. Results are shown in mean ± s.e.m; *n* = 6 (WT) and 5 (*thraa*^+/−^ mutants). **(I)** Representative images of the Notch filtered zebrafish ECG signal track. P, Q, R, S, and T waves of ECG cycles are labelled in the zoomed ECG signal track. (**J-M**) Quantification of ECG signals in both WT and *thraa*^+/−^ mutants at uninjured state and 30 dpi. Quantification of corrected QT interval (**J**), QR interval (**K**), ST interval (**L**), and TP duration (**M**). *n* = 7 (uninjured WT), 7 (WT at 30 dpi), 8 (uninjured *thraa*^+/−^ mutants), and 6 (*thraa*^+/−^ mutants at 30 dpi). Box-and-whisker plots show the median with the central line, upper and lower quartiles with the edges of the box, and minimum and maximum values with whiskers. ns, *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by two-tailed unpaired Student’s *t*-test (**D**, **F**, **H**) or unpaired *t*-test with Welch’s correction (**J-M**)

To assess the role of *thraa* in heart regeneration, we first examined the regenerative response of both *thraa*^+/−^ and *thraa*^−/−^ mutants following cardiac injury. Unexpectedly, most *thraa*^−/−^ mutants died within 1 day post-injury (dpi) (survival rate: 14.3%), suggesting that complete loss of TRα-mediated TH signaling is lethal after cardiac injury (Supplementary Fig. S1I). Therefore, we focused on *thraa*^+/−^ mutants, which showed a comparable survival rate to WT (survival rates: 97.6% in WT; 100% in *thraa*^+/−^ mutants). We next evaluated whether the regenerative response was altered in *thraa*^+/−^ mutants by assessing CM proliferation, size of fibrotic scar, and functional recovery as indicators of regeneration. *thraa*^+/−^ mutants exhibited an increased number of proliferating CMs at both 7 dpi and 15 dpi, particularly in the border zone (Fig. 1C-F). Additionally, at 30 dpi, *thraa*^+/−^ mutants showed a smaller fibrotic scar area (Fig. 1G-H). Furthermore, we assessed cardiac functional recovery using electrocardiography (ECG) at 30 dpi (Fig. 1I). Parameters reflecting ventricular electrical conduction, including corrected QT interval, ST interval, and TP duration, were analyzed. Both *thraa*^+/−^ mutants and WT demonstrated prolonged QT and ST intervals after injury, suggesting incomplete recovery of ventricular depolarization and repolarization at 30 dpi (Fig. 1J-L). Notably, TP duration, which reflects the time required for ventricular relaxation, was shortened in WT but remained unchanged in *thraa*^*+/−*^ mutants compared to their respective uninjured states (Fig. 1M). Given that fibrotic scar impairs electrical conductivity and mechanical relaxation, the shortened TP duration in WT likely reflects impaired ventricular relaxation due to persistent scar, consistent with the results shown in Fig. 1G-H.

Taken together, these findings suggest that the partial loss of TH signaling via *thraa* enhances cardiac regeneration in zebrafish, as evidenced by increased CM proliferation, reduced fibrotic scar area, and improved ventricular relaxation after injury.

### Temporal transcriptomic profiles uncover cardiac injury response in zebrafish

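The time-course files hold 24 libraries in 12 groups of 2, from WT and *thraa* mutant hearts without injury and at 8 h, 1, 3, 7 and 15 days after resection of the ventricular apex. Each library was prepared from tissue pooled from at least 5 fish, the apex in uninjured hearts and the injured zone after resection, so a difference between these tissues enters each comparison with uninjured hearts. The labels say only that the gene is knocked out, and the paper gives the mutant fish as *thraa*+/-. Expected counts per gene were made as for the whole hearts and totalled between 13692204 and 18775025 per library, with a median of 15244355. After the filter on low counts, 17837 genes were modelled together in the 12 groups. Each time point after injury was compared with the uninjured group of the same genotype, *thraa*+/- with WT at each of the 6 time points, and the injury response of *thraa*+/- with that of WT through the interaction of the factors. The level of *thraa* (THRA, ENSDARG00000000151) did not separate the genotypes: in uninjured hearts it was 3.87 CPM in *thraa*+/- and 5.16 CPM in WT, a log2 fold change of −0.41 (standard error 0.28, edgeR adjusted p = 0.28). At 8 hpi and 1, 3, 7 and 15 dpi the log2 fold changes were 0.24, 0.28, 0.40, 0.20 and 0.12, with edgeR adjusted p-values from 0.30 to 0.79. On log2(TPM + 1), the uninjured value reversed to 0.27 and that at 8 hpi to −0.17. In WT, *thraa* was lower at 3 dpi than in uninjured hearts (log2 fold change −0.95, standard error 0.27, edgeR adjusted p = 0.0026), and −0.15 when libraries were scaled by total counts. The normalization matters more here than in the whole hearts. Scaled by total counts instead of TMM, the median log2 fold change of all tested genes against uninjured hearts rose by 0.52, 0.59, 0.80, 0.84 and 0.51 in WT from 8 hpi to 15 dpi, and by 0.48, 0.60, 0.77, 0.89 and 0.41 in *thraa*+/-. The medians of lists over time are therefore given relative to the median of all tested genes. Between the genotypes, the shift stayed between −0.10 and 0.04.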

To elucidate the molecular mechanisms underlying the enhanced regenerative process in *thraa*^+/−^ mutants, we conducted a time-course bulk RNA-Seq experiment over a 15-day period to characterize the regenerative response and the role of TH signaling at different stages (Fig. 2A). The PCA plot was generated to visualize temporal transcriptomic changes across all samples (Fig. 2B). Notably, samples from the uninjured state and 15 dpi clustered together, suggesting that *thraa*^+/−^ mutants and WT hearts were nearly, but not fully, recovered from cardiac injury. This finding aligns with the unresolved fibrotic scar and impaired ventricular contractile function at 30 dpi in both genotypes.

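The first 3 principal components of log2 CPM held 28.8%, 24.1% and 10.1% of the variance over the 24 libraries. The distance in log2 CPM from the centre of the uninjured group to that of the 15 dpi group was 131 in WT and 115 in *thraa*+/-. The distances to the other time points were between 163 and 197. The 2 libraries of a group lay between 55.5 and 89.2 apart. Over all tested genes, the 15 dpi groups were thus farther from the uninjured groups than replicates were from each other. Their distance was 67.5% of the largest in WT and 58.4% in *thraa*+/-. Of log2(TPM + 1) and the 500 most variable genes, the latter moved these shares most, to 57.8% and 43.6%. The paper's plot shows 3 components. On the first 3 components alone, the distance to 15 dpi was 77.2 in WT and 73.1 in *thraa*+/-. The distances to the other time points on these components were between 140 and 183. No test was made on the distances.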

**Fig. 2:**
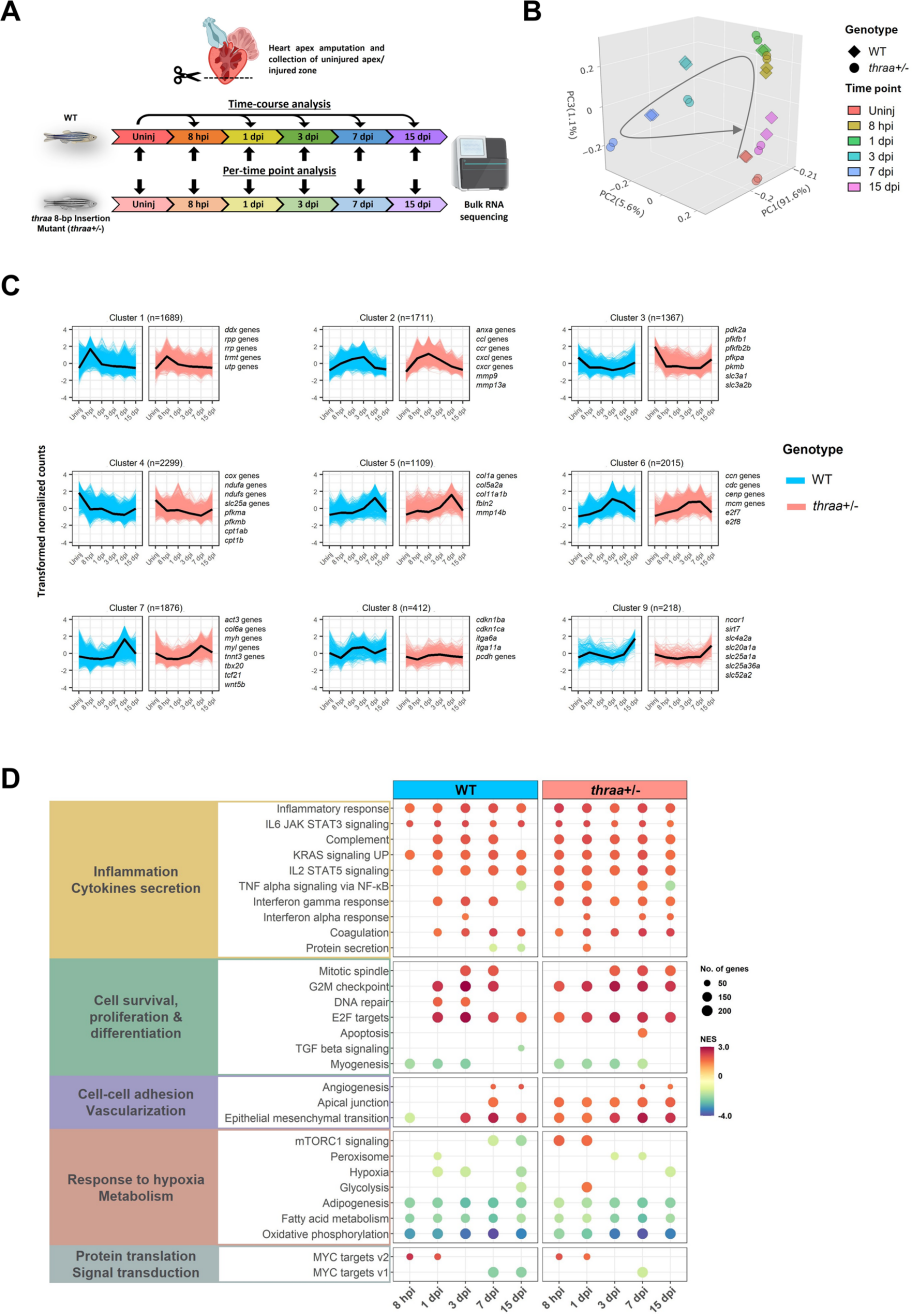
Temporal transcriptomic profiles uncover cardiac injury response in zebrafish. (**A**) Schematic diagram shows the experimental design of the time-course experiment studying heart regeneration by bulk RNA-Seq. Uninj: uninjured state; hpi: hours post injury; dpi: days post injury. Figure was created using BioRender. (**B**) 3D PCA plot of the time-course transcriptome profiles in WT and *thraa*^+/−^ mutants. Arrow illustrates the trajectory of samples from uninjured state to 15 dpi. (**C**) The hierarchical clustering of identified DEGs. DEGs were identified through time-course analysis in both WT and *thraa*^+/−^ mutants. Nine clusters were identified by the expression patterns of genes. Highlighted genes in each cluster are labelled. *n* = number of genes in cluster. (**D**) Results of GSEA on HALLMARK gene set for both WT and *thraa*^*+/−*^ through time-course analysis. NES: normalized enrichment score. +NES: upregulation; -NES: downregulation. HALLMARK gene sets are categorized according to their function and enriched genes

We analyzed the RNA-Seq data using two strategies: time-course analysis and per-time point analysis (Fig. 2A). We first identified differentially expressed genes (DEGs) through both time-course and per-time point analyses (Supplementary File 3–5). Time-course DEG analysis revealed remarkable transcriptomic changes at 7 dpi in both genotypes compared to their respective uninjured states, highlighting 7 dpi as a critical stage in heart regeneration (Supplementary Fig. S2A, B). 

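At 8 hpi, 1, 3, 7 and 15 dpi in WT, 5166, 4560, 6278, 6736 and 3335 genes passed an absolute log2 fold change of at least 1 and an adjusted p-value under 0.05 against uninjured hearts. In *thraa*+/- the numbers were 5435, 5471, 5690, 6505 and 2119. At 7 dpi, 4318 genes were higher and 2418 lower in WT, and 3987 were higher and 2518 lower in *thraa*+/-. The share of higher genes depended on the normalization: at 7 dpi it was 64.1% in WT and 61.3% in *thraa*+/- after TMM, and 91.6% and 91.7% after scaling by total counts. At the other time points in WT it was 57.0%, 57.7%, 59.0% and 60.6% after TMM and between 82.5% and 89.5% with total counts, and in *thraa*+/- the ranges were 54.9% to 66.3% and 80.2% to 90.7%. With DESeq2, 6362 genes passed at 7 dpi in WT, 6160 of them shared with edgeR, and 6231 in *thraa*+/-, 6124 of them shared. The order in WT changed among genes with at least 10 counts in every library, where 3605 passed at 3 dpi and 3576 at 7 dpi, and with limma on log2(TPM + 1), where 4774 and 4672 did. With the filter on 10 counts in *thraa*+/-, 7 dpi had the highest number, 3496.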

Surprisingly, per-time point analysis revealed that the uninjured state exhibited the most pronounced transcriptomic differences between *thraa*^+/−^ mutants and WT (Supplementary Fig. 2C, D). 

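Between *thraa*+/- and WT, 2046 genes were differentially expressed in uninjured hearts, 1014 higher and 1032 lower in *thraa*+/-. After injury the numbers were 1881 at 8 hpi (1227 higher and 654 lower), 1354 at 1 dpi (874 and 480), 1529 at 3 dpi (933 and 596), 1114 at 7 dpi (524 and 590) and 1401 at 15 dpi (734 and 667). Scaled by total counts, the share of higher genes crossed the middle at 7 dpi, from 47.0% to 50.7%, and at 15 dpi, from 52.4% to 42.0%. The uninjured hearts also had the highest number with DESeq2, 1853 genes, 1765 of them shared with edgeR, and with at least 10 counts in every library, 987 genes. The number that depended least on other groups, from fits of only the compared libraries, was 1771 in uninjured hearts and 1704 at 3 dpi. The distance between the centres of the genotypes was 118 in uninjured hearts and from 91.3 to 111 after injury. On log2(TPM + 1), the distance was larger at 8 hpi (60.8) and 3 dpi (62.7) than in uninjured hearts (58.4). With the 500 most variable genes it was larger at 1, 3 and 15 dpi (44.7, 65.2 and 44.9) than in uninjured hearts (43.5). Among the genes with the strongest differences in uninjured hearts, *nlrc11* was at least 37-fold lower and *si:ch211-209l18.4* at least 70-fold higher in *thraa*+/-, each against libraries with no more than 3 counts.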

Consistent with the observations in *thraa*^−/−^ mutants shown in Supplementary Fig. 1G, partial loss of TH signaling in *thraa*^+/−^ mutants was sufficient to induce significant transcriptomic changes.

To further characterize regenerative response using transcriptomic profiles, DEGs from both *thraa*^+/−^ mutants and WT were clustered based on expression patterns. Using k-means clustering, nine gene clusters with distinct temporal expression patterns were identified (Fig. 2C, Supplementary File 6). Clusters 1 and 2 showed strong post-injury upregulation, encompassing genes involved in ribosomal biogenesis (e.g., ribonucleases and ribosomal RNA processing genes) and inflammatory response (e.g., chemokine ligands and receptors). 

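Among 10 *utp* genes of ribosome biogenesis, 8 were differentially expressed and higher at 8 hpi in WT and 3 in *thraa*+/-. Their median log2 fold change relative to all tested genes was 1.5 in WT and 0.79 in *thraa*+/-. For the 7 *rrp* genes the medians were 1.47, with 6 genes higher, and 0.91. For the *utp* genes in WT, the unshifted median rose from 1.59 with TMM to 2.11 when libraries were scaled by total counts, and the relative one did not move by more than the replicate spread. Chemokine ligands moved in both directions at 8 hpi in WT: 4 of 17 *cxcl* genes were higher and 3 lower, with a relative median of 0.52. Of 22 *ccl* genes, 6 were higher and 8 lower, with a relative median of −0.85. In *thraa*+/-, the relative medians of these families were 0.43 and 0.24, and without single libraries the unshifted ones ranged from 0.48 to 0.83 and from 0.05 to 0.54. The *cxcl* value in WT rests on single libraries, as its unshifted median ranged from 0.06 to 1.49 when each library was left out in turn, and that of *ccl* from −1.28 to −0.11. At later times in WT most changes were upward. At 3 dpi, 11 *cxcl* genes were higher and 1 lower (relative median 2.29), and 6 *ccl* genes were higher and 1 lower (0.23). At 7 dpi, 11 *cxcl* genes were higher and 0 lower (1.86), and 7 *ccl* genes were higher and 1 lower (0.53). Of the receptors in WT, 7 *cxcr* genes had relative medians of 1.39 at 8 hpi and 1.90 at 7 dpi, and 10 *ccr* genes −0.07 and 1.88. No test was made on these families.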

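At 7 dpi in WT, 14 of 15 *ndufa* genes, 8 of 8 *ndufs* genes and 15 of 21 *cox* genes were differentially expressed and lower than in uninjured hearts. Their median log2 fold changes relative to all tested genes were −2.04, −2.03 and −1.75, and that of 5 *cpt* genes was −1.43. In *thraa*+/-, the relative medians were −1.90, −2.09, −1.39 and −1.78. The unshifted median of the *ndufa* genes in WT was −1.82 with TMM and −0.97 when libraries were scaled by total counts. At 8 hpi and 15 dpi in WT, the relative medians were −1.16 and −1.06 for *ndufa*, −1.15 and −0.97 for *ndufs* and −1.26 and −0.94 for *cox*. Those of *cpt* were −0.36 and −0.20, with 0 genes called lower at either time. Scaled by total counts, the unshifted *cpt* medians at these times were 0.23 and 0.40. The symbol PFKM belongs to 2 identifiers. ENSDARG00000014179 was lower at each time point in WT, with log2 fold changes of −2.42, −2.27, −2.29, −2.39 and −1.23. ENSDARG00000060797 had −0.35, −0.69, −1.91, −1.56 and −1.34, and its value at 8 hpi reversed to 0.17 when libraries were scaled by total counts. In *thraa*+/-, the first had −1.53, −0.54, −1.32, −1.95 and −0.98, and the scaling by total counts reversed its value at 1 dpi to 0.07.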

Clusters 3 and 4 were consistently downregulated over time, primarily comprising metabolism-related genes, such as *pfkm*, *cpt*, *cox*, *ndufs*, and *ndufa*. Clusters 5 to 7 exhibited delayed transcriptional activation starting at 3 dpi, including genes associated with extracellular matrix (ECM) remodeling (e.g., *col5a2a*, *col11a1b*, *col1a*), cell cycle regulation (e.g., *e2f7*, *e2f8*, *ccn*, *cenp*), and cardiac muscle structure (e.g., *myh*, *myl*, *tnnt3*). 

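*col5a2a* (COL5A2, ENSDARG00000031678) had log2 fold changes of −0.24 (0.28 when libraries were scaled by total counts) at 8 hpi and 0.23 at 1 dpi in WT, then 2.60 at 3 dpi, 3.14 at 7 dpi and 1.00 at 15 dpi. *col11a1b* (ENSDARG00000009014), which had no more than 3 counts in uninjured libraries, was at least 290-fold higher at 3 dpi (edgeR adjusted p = 2.8e-32) and at least 750-fold higher at 7 dpi in WT, but it already rose at least 7.1-fold at 1 dpi (edgeR adjusted p = 4.6e-08). In *thraa*+/- it was at least 210-fold higher at 3 dpi. *col1a2* (COL1A2, ENSDARG00000020007) was lower at 8 hpi (−2.26) and higher at 3 dpi (2.51) and 7 dpi (3.55) in WT. In *thraa*+/- the values at those times were −1.21, 2.88 and 4.18. *e2f7* (E2F7, ENSDARG00000008986) had log2 fold changes in WT of 1.19 at 1 dpi (edgeR adjusted p = 0.080), 2.81 at 3 dpi (standard error 0.50, edgeR adjusted p = 4.9e-06) and 2.47 at 7 dpi. *e2f8* (E2F8, ENSDARG00000057323) was higher from 1 dpi on, with 1.86 (edgeR adjusted p = 0.00051), 3.41 at 3 dpi and 2.51 at 7 dpi. Of 14 *cenp* genes, 13 were differentially expressed and higher at 3 dpi in WT and 11 in *thraa*+/-, with relative medians of 3.31 and 3.25. At 1 dpi 8 of the *cenp* genes were already higher in each genotype, with a relative median of 1.43 in each. Muscle genes rose later. *tnnt3* (TNNT3, ENSDARG00000068457) changed by −0.31 at 3 dpi (edgeR adjusted p = 0.69) and 7.31 at 7 dpi (standard error 0.28, edgeR adjusted p = 5.7e-22) in WT, and its value at 3 dpi reversed to 0.48 when libraries were scaled by total counts. In *thraa*+/- the value at 7 dpi was 4.96 (standard error 0.32, edgeR adjusted p = 7.7e-16). The other identifier with this symbol, ENSDARG00000030270, was at least 19-fold higher at 7 dpi in WT.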

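Of 34 integrin genes (*itg*), 21 were differentially expressed and higher at 7 dpi than in uninjured hearts in WT and 2 lower, with a median log2 fold change of 1.84 relative to all tested genes. In *thraa*+/- 21 were higher and 1 lower, with a relative median of 2.14. Of 30 protocadherin genes (*pcdh*), 9 were higher and 1 lower in each genotype, with relative medians of 0.55 in WT and 1.15 in *thraa*+/-. At 8 hpi, 1, 3 and 15 dpi the relative medians of *itg* were 0.34, 0.76, 1.53 and 0.37 in WT and 1.19, 1.04, 1.88 and 0.69 in *thraa*+/-. Those of *pcdh* were −0.05, −0.36, −0.14 and −0.09 in WT and 0.39, −0.09, 0.28 and 0.59 in *thraa*+/-. Several of these values rest on single libraries. When each library was left out in turn, the unshifted *pcdh* medians of *thraa*+/- ranged from 0.02 to 0.71 at 8 hpi and from 0.06 to 0.70 at 3 dpi. At 15 dpi the unshifted value of 0.63 fell to between 0 and 0.30. For *itg* in WT at 8 hpi the range was 0.20 to 0.65.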

Cluster 8, containing genes related to cell-cell adhesion (e.g., integrin and protocadherin genes), exhibited modest expression changes over 15 days. Cluster 9, enriched with solute carrier genes (e.g., *slc4a2a*, *slc20a1a*, *slc25a1a*), showed an exclusive upregulation at 15 dpi.

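Over 288 tested genes whose symbol begins with *slc*, 40 were differentially expressed and higher and 29 lower at 15 dpi in WT, with a relative median of 0.04. In *thraa*+/-, 29 were higher and 18 lower, with a relative median of 0.10. *slc25a1a* (ENSDARG00000057110) was highest at 15 dpi in WT, with a log2 fold change of 1.98 (standard error 0.15, edgeR adjusted p = 1.1e-14), after 0.87, 0.96, 0.57 and 0.63 at the earlier times. In *thraa*+/- it had −0.64, −0.92, −0.53 and −0.88 at the earlier times, of which those at 3 and 7 dpi reversed when libraries were scaled by total counts, to 0.24 and 0.01. At 15 dpi in *thraa*+/- it had 0.30 (edgeR adjusted p = 0.085). Each of the other genes named belongs to a pair of identifiers with the same symbol. For SLC4A2, ENSDARG00000028173 had 0.45 at 15 dpi in WT (standard error 0.06, edgeR adjusted p = 1.7e-07) after lower values at every earlier time, and 0.13 in *thraa*+/- (edgeR adjusted p = 0.12), although at 8 hpi in WT its −0.36 became 0.16 when libraries were scaled by total counts. ENSDARG00000052330 was higher at 8 hpi (2.34), 1 dpi (1.32), 3 dpi (2.33) and 7 dpi (2.42) in WT and had 0.25 at 15 dpi (edgeR adjusted p = 0.78). Leaving out single libraries moved that last value between −1.14 and 0.93. For SLC20A1, ENSDARG00000010641 fell by 1.37 on the log2 scale at 15 dpi in WT and had −0.43 in *thraa*+/-, reversed to 0.02 on log2(TPM + 1). ENSDARG00000020114 had 0.21 in WT (edgeR adjusted p = 0.023) and 1.5 in *thraa*+/- (standard error 0.08, edgeR adjusted p = 2e-19).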

Gene set enrichment analysis (GSEA) and GO term analysis further revealed diverse injury-responsive processes in both *thraa*^+/−^ mutants and WT, including inflammatory response, cell proliferation and differentiation, vascularization, and metabolism (Fig. 2D, Supplementary Fig. S3A-D, Supplementary File 7–10). We found that inflammatory responses, cell proliferation, and metabolic alterations persisted throughout the 15-day post-injury period in both *thraa*^+/−^ mutants and WT. 

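Over time, 50 lists were tested with camera, adjusted over 250 tests in each genotype. For immune cells, 19 leukocyte genes chosen without reference to these samples had medians relative to all tested genes of 0.77, 2.04, 2.40, 1.74 and 1.00 in WT from 8 hpi to 15 dpi. The list was called from 1 dpi (camera adjusted p = 8.3e-07) to 15 dpi (9.6e-06), and at 8 hpi by fry (4.8e-06) but not by camera (0.14). In *thraa*+/- the medians were 3.17, 3.58, 3.4, 3.35 and 1.21, called at each time, with camera adjusted p-values of 3.7e-10 at 8 hpi and 4.6e-08 at 15 dpi. For 77 cell cycle genes, chosen in the same way, the WT medians were −0.20, 1.48, 3.35, 2.07 and 0.87, and 30 genes were still differentially expressed and higher at 15 dpi (camera adjusted p = 1.5e-06). The *thraa*+/- medians were 0.84, 1.44, 3.63, 2.95 and 1.18, with 41 genes higher at 15 dpi (camera adjusted p = 4.2e-12). In metabolism, the 154 genes of oxidative phosphorylation (OXPHOS) listed by the paper were still lower at 15 dpi, with relative medians of −0.94 in WT (camera adjusted p = 2.1e-25) and −0.77 in *thraa*+/- (2.3e-30). Of the 163 calls that camera made in WT and the 169 in *thraa*+/-, each was also made in the same direction by fry. With a correlation estimated for each list, the calls numbered 120 and 133, and neither 15 dpi OXPHOS call was among them.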

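Of the genes that the paper lists for mTORC1 signaling and glycolysis, *hk2* (HK2, ENSDARG00000101482), *slc2a3a* (ENSDARG00000013295), *slc2a3b* (ENSDARG00000037861) and *fkbp2* (FKBP2, ENSDARG00000044540) were each higher in *thraa*+/- than in WT at 8 hpi, in both libraries against both. *hk2* had 143 ± 9.18 CPM in *thraa*+/- and 88.9 ± 1.75 CPM in WT at 8 hpi (log2 fold change 0.69, standard error 0.08, edgeR adjusted p = 1.2e-09). The log2 fold changes of *slc2a3a*, *slc2a3b* and *fkbp2* were 1.57, 0.87 and 0.60. In uninjured hearts *hk2* was lower in *thraa*+/- (−2.5, standard error 0.15, edgeR adjusted p = 3e-17), and against the uninjured *thraa*+/- hearts it rose by 5.39 at 8 hpi and 4.36 at 1 dpi. The wider list of 38 glycolytic genes did not rise in *thraa*+/- relative to all tested genes: its relative median was −0.14 at 8 hpi (6 genes differentially expressed and higher, 8 lower, camera adjusted p = 0.39) and −0.32 at 1 dpi (0.21). Without that reference the direction depended on the scaling. The mean z score of log2 CPM went from 0.62 in uninjured hearts to 0.52 and 0.48 with TMM. With total counts it went from 0.06 to 0.55 and 0.64, and on log2(TPM + 1) from 0.10 to 0.56 and 0.57. Compared with WT, the list was higher in *thraa*+/- at 8 hpi (median log2 fold change 0.24, camera adjusted p = 0.010) and 1 dpi (0.14, 0.041), calls that were not made with an estimated correlation.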

Notably, in *thraa*^+/−^ mutants, the mTORC1 signaling pathway and glycolysis were upregulated at early time points, with several metabolism-related genes (*hk2*, *slc2a3a*, *slc2a3b*, *fkbp2*, *g6pd*) being upregulated in the mTORC1 signaling pathway, suggesting an interplay between mTORC1 signaling and glycolysis in mediating post-injury metabolic shifts under TH signaling deficiency (Fig. 2D).

Overall, our time-series transcriptomic profiles delineate the temporal regulation of injury-responsive processes in both genotypes over a 15-day period. Particularly, the transition from 3 dpi to 7 dpi marks a shift from an inflammatory to a reparative phase, as evidenced by the activation of distinct gene sets. Moreover, this study provides insights into how zebrafish temporally coordinate multiple biological processes to achieve heart regeneration.

### Deficiency of TH signaling modulates the inflammatory response during heart regeneration

To precisely understand the role of TH signaling via *thraa* in zebrafish heart regeneration, we conducted a per-time point analysis along with splines clustering [50]. Notably, *thraa*^+/−^ mutants exhibited a distinct inflammatory response compared to WT, as evidenced by clusters of various inflammation-related genes (Fig. 3A, Supplementary File 11). 

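The left inflammation cluster in the paper's list, 521 tested genes, had median log2 fold changes between *thraa*+/- and WT of −0.45 in uninjured hearts, 1.25 at 8 hpi, 0.22 at 1 dpi, −0.35 at 3 dpi, 0.19 at 7 dpi and −0.51 at 15 dpi. At 8 hpi, 363 of its genes were differentially expressed and higher in *thraa*+/- and 12 lower, and 424 passed when adjusted over the list alone (camera adjusted p = 8.7e-39). The right cluster, 573 tested genes, had medians of 0.23 at 8 hpi (camera adjusted p = 0.024), 1.53 at 1 dpi (3.6e-43), 1.77 at 3 dpi (1.6e-24), 0.17 at 7 dpi (0.098) and 0.00 at 15 dpi (0.67). At 1 dpi 350 genes were higher and 9 lower, with 468 adjusted over the list alone, and at 3 dpi 320 were higher and 47 lower, with 448. With genes at the limit of detection set to their bound, the 3 dpi median was 1.46. The median at 8 hpi rests partly on 1 library, being 0.15 without *thraa*+/- replicate 2, as does that at 7 dpi, which was 0.00 without *thraa*+/- replicate 2. The 15 dpi direction of the right cluster reversed, without a call, when libraries were scaled by total counts. The study chose both clusters on these samples, so the counts are not independent evidence. Over the 50 lists and 6 time points, camera made 100 calls between the genotypes. Of these, 96 were made in the same direction by fry and 49 calls were made with an estimated correlation.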

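In WT, the left cluster of inflammation genes had its highest level at 3 dpi, where the mean z score of its log2 CPM was 0.98 ± 0.01 (SD, n = 2), against 0.52 at 1 dpi and −0.48 at 8 hpi. In *thraa*+/- the levels were 0.60 ± 0.04 at 8 hpi, 0.78 ± 0.01 at 1 dpi and 0.64 at 3 dpi. The highest level in *thraa*+/- was thus earlier but not above that of WT. The position of the highest *thraa*+/- level was not stable: scaled by total counts, the levels at 1 and 3 dpi were 0.70 and 0.72. The right cluster peaked at 8 hpi in WT (0.60 ± 0.02) and at 1 dpi in *thraa*+/- (1.44 ± 0.01). The independent list of 19 leukocyte genes had 0.71 ± 0.13 at 8 hpi in *thraa*+/- and −0.60 ± 0.06 in WT, whose highest level was 0.94 at 3 dpi. In *thraa*+/-, its levels from 8 hpi to 7 dpi stayed between 0.53 and 0.71 and the highest moved to 7 dpi on log2(TPM + 1). No test was made on the levels.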

The differential expression of genes involved in inflammation and immune cell recruitment suggests an augmented and earlier peak of the inflammatory response in *thraa*^+/−^ mutants. GSEA and GO term analysis further revealed a profound inflammatory response in *thraa*^+/−^ mutants, particularly at 8 h post-injury (hpi), while this response was attenuated during the reparative phase starting from 3 dpi (Fig. 3B, C, Supplementary Fig. S4A, B and Supplementary File 12, 13). 

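The list of 19 leukocyte genes holds no gene picked for its values here. Its genes were matched from 13 symbols, 2 of them shared by several identifiers, so paralogs of the same marker count more than once. At 8 hpi, 13 of them were differentially expressed and higher in *thraa*+/- than in WT, 18 passed when adjusted over the list alone, and the median log2 fold change was 1.76 (camera adjusted p = 1.1e-13). In uninjured hearts the list was lower in *thraa*+/- (−0.72, 6 genes lower, camera adjusted p = 2.8e-06). At 1 dpi the median was 0.19 (0.15), or 0.10 without WT replicate 1. At 3 dpi it was −0.39 (camera adjusted p = 0.014), at 7 dpi 0.30 (0.024) and at 15 dpi −0.63 (1.2e-06). The calls at 3 and 7 dpi were not made with an estimated correlation (0.23 and 0.27), and the 7 dpi median was 0.11 without WT replicate 1. Because the lists already differed before injury, the injury response itself was compared: against WT, the leukocyte response of *thraa*+/- was larger by a median of 2.19 at 8 hpi, 0.79 at 1 dpi and 1.06 at 7 dpi. The left inflammation cluster differed in its response by 1.68 at 8 hpi (camera adjusted p = 6e-36) and −0.07 at 15 dpi (0.52).

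**Figure D2:**
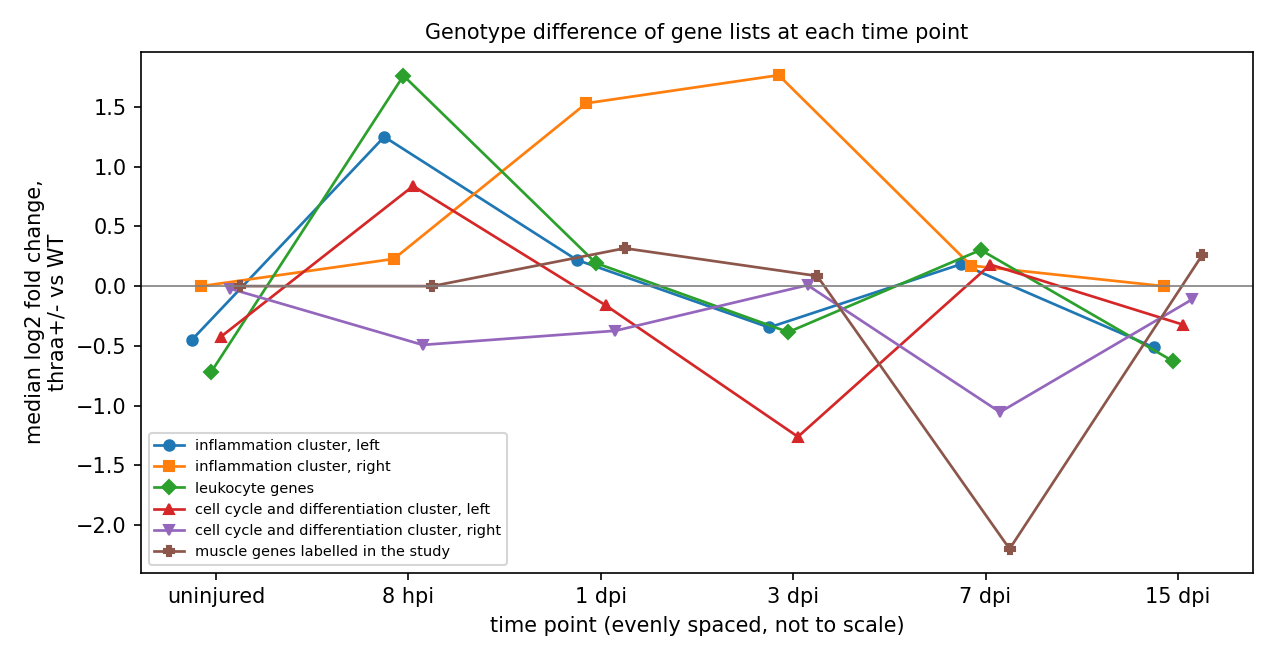
Median log2 fold change of *thraa*+/- against WT at the 6 time points for the inflammation clusters, the leukocyte genes, the cell cycle clusters and the muscle genes labelled in the study. Points above 0 are higher in *thraa*+/-; the left inflammation cluster lies at 1.25 at 8 hpi and −0.51 at 15 dpi.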

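For 17 genes that the paper labels under TNF-α signaling via NF-κB, the median log2 fold change of *thraa*+/- against WT was 0.28 at 8 hpi, with 1 differentially expressed gene, and camera did not call the list (adjusted p = 0.34), whereas fry did (0.00096). Without WT replicate 1 the median was 0.07. It was 0.53 at 1 dpi (5 genes higher, 13 adjusted over the list alone, camera adjusted p = 0.00012), −0.88 at 3 dpi (1.3e-05), 0.13 at 7 dpi (−0.12 without *thraa*+/- replicate 2) and −0.27 at 15 dpi. For 8 genes under IL-6 signaling, the median was 0.22 at 8 hpi (camera adjusted p = 0.086, fry 3.2e-05), 0.24 at 1 dpi (0.087) and −1.03 at 3 dpi (1.6e-06). The uninjured *thraa*+/- hearts started lower, with medians of −0.47 (camera adjusted p = 0.026) and −0.49 (0.086), the first −0.86 without *thraa*+/- uninjured replicate 1.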

Among the upregulated pathways, TNF-α and IL-6 signaling showed the most rapid and pronounced activation (Fig. 3B and S5A, B). To confirm the augmented inflammatory response in *thraa*^+/−^ mutants, we performed RT-qPCR analysis on both *thraa*^+/−^ mutants and WT at 8 hpi and 15 dpi (Fig. 3D, E). At 8 hpi, expression levels of inflammation-related genes, such as *tnfa*, *il6*, and *nfkbiab*, were elevated in *thraa*^+/−^ mutants, while these genes were downregulated at 15 dpi, indicating a relatively mild inflammatory response in *thraa*^+/−^ mutants during the late reparative phase.

**Fig. 3:**
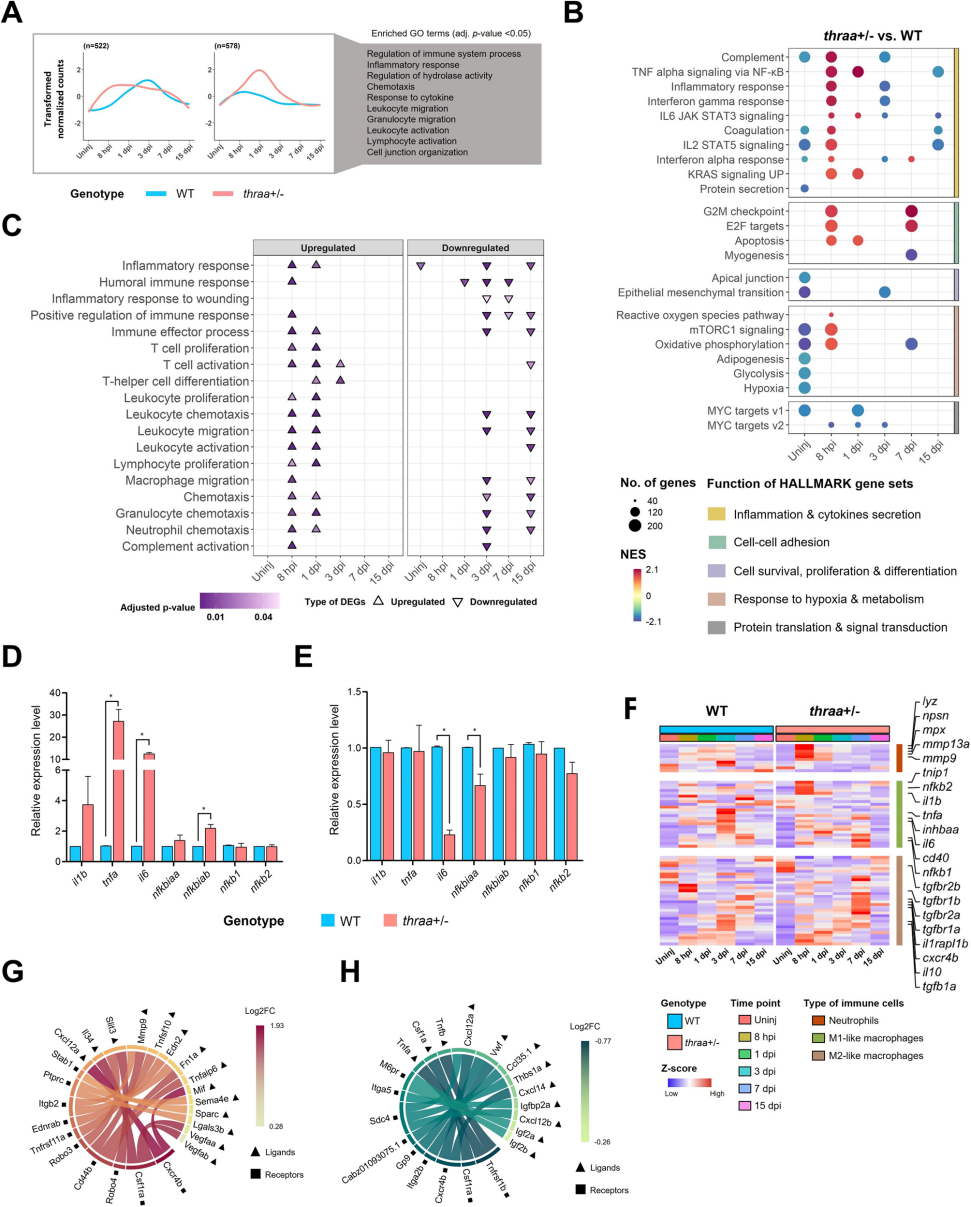
Deficiency of TH signaling modulates the inflammatory response during heart regeneration. (**A**) Line plots show the differential expression patterns of 2 gene clusters involved in inflammation. The lines in plots show the averaged expression patterns of clustered genes in both WT and *thraa*^*+/−*^ mutants. Enriched GO terms in biological process with adjusted *p*-value < 0.05 are listed along. *n* = number of genes in cluster. (**B**) Results of GSEA on HALLMARK gene set by *thraa*^*+/−*^ mutants vs. WT. NES: normalized enrichment score. +NES: upregulation in *thraa*^+/−^ mutants; -NES: downregulation in *thraa*^+/−^ mutants. (**C**) Distribution of enriched inflammation-related GO terms in upregulated and downregulated DEGs by *thraa*^+/−^ mutants vs. WT. (**D-E)** RT-qPCR analysis of selected genes in inflammation at 8 hpi (**D**) and at 15 dpi (**E**). *n* = 2 for both WT and *thraa*^+/−^ mutants at 8 hpi; *n* = 3 for both WT and *thraa*^+/−^ mutants at 15 dpi. Results are shown in mean ± s.e.m; * *P* < 0.05. Statistical significance was calculated by two-tailed unpaired Student’s *t*-test. **(F)** Heatmap shows the expression of marker genes indicating the recruitment of neutrophils and macrophages. (**G-H)** Ligand-receptor interaction analysis of the upregulated genes at 8 hpi (**G**) and downregulated genes at 15 dpi (**H**). Circle plots show the top ranked ligand-receptor pairs connected with ribbon. The color of circular ring represents the log_2_FC of genes by *thraa*^+/−^ mutants vs. WT

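At 8 hpi, the 77 cell cycle genes had a median log2 fold change of 0.70 between *thraa*+/- and WT, with 29 differentially expressed and higher in *thraa*+/- and 35 adjusted over the list alone (camera adjusted p = 8.5e-06). The median ranged from 0.52 to 0.94 when each library was left out in turn. Of 14 genes that the paper labels under the G2M and E2F pathways, 10 were differentially expressed and higher at 8 hpi, the same number adjusted over the list alone, with a median of 1.5 (camera adjusted p = 0.0041, and 0.074 with an estimated correlation).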

We also observed enhanced cell cycle activity (G2M and E2F pathways) in *thraa*^+/−^ mutants at 8 hpi (Fig. 3B). This implies that activated and recruited immune cells undergo active proliferation at the injury site during the early inflammatory phase and thus contribute to the stronger inflammatory response in *thraa*^+/−^ mutants. In addition to the proliferative activity of recruited immune cells, their pro- and anti-inflammatory phenotypes also shape the inflammatory outcomes. To investigate this, we inferred immune cell composition at the injured site using a panel of marker genes (Fig. 3F) [51–53]. Neutrophils and macrophages, as primary responders in inflammation, can switch their transcriptomic signatures to adopt either pro- or anti-inflammatory properties through polarization. 

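At 8 hpi, *lyz* (ENSDARG00000057789) had 72.9 ± 19.9 CPM in *thraa*+/- and 6.53 ± 0.772 CPM in WT, a log2 fold change of 3.48 (standard error 0.20, edgeR adjusted p = 1.5e-12). *mmp9* (MMP9, ENSDARG00000042816) had 210 ± 7.28 and 66.6 ± 2.68 CPM (1.65, standard error 0.08, edgeR adjusted p = 3.1e-20), and *mmp13a* (ENSDARG00000012395) 153 ± 14.8 and 27 ± 0.818 CPM (2.51, standard error 0.14, edgeR adjusted p = 3.5e-17). *tnip1* (TNIP1, ENSDARG00000015653) had 137 ± 0.699 and 87.8 ± 11.6 CPM, a smaller change of 0.64 (edgeR adjusted p = 4.6e-09). *il1b* (ENSDARG00000098700) had 60.2 ± 1.4 CPM in *thraa*+/- and 14.6 ± 1.22 CPM in WT (2.04, standard error 0.14, edgeR adjusted p = 2.2e-15). The counts of *tnfa* (ENSDARG00000009511) were 10 and 11 in *thraa*+/- and 6 and 5 in WT, and its log2 fold change of 0.92 (standard error 0.61, edgeR adjusted p = 0.27) was not called. *il6* (ENSDARG00000102318) had 17 and 8 counts in *thraa*+/- and 10 and 15 in WT, a log2 fold change of −0.02 (standard error 0.72, edgeR adjusted p = 1) that ranged from −0.57 to 0.37 when single libraries were left out. Except for *il6*, both *thraa*+/- libraries were above both WT libraries. The 9 M1-like macrophage genes of the paper had a median of 0.02 with a camera adjusted p of 0.14 and a fry adjusted p of 1.6e-05.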

In *thraa*^+/−^ mutants, we observed elevated expression of pro-inflammatory neutrophil markers (e.g., *lyz*, *mmp9*, *mp13a*) and M1-like macrophage markers (e.g., *tnip1*, *tnfa*, *il1b*, *il6*) at 8 hpi. As regeneration progresses, M1-like macrophages transition to M2-like phenotype with anti-inflammatory properties, facilitating inflammation resolution. Notably, marker genes of M2-like macrophages (e.g., *tgfb1a*, *tgfbr1a/1b*, *tgfbr2a/2b*, *il10*) were significantly upregulated in *thraa*^+/−^ mutants at 7 dpi, indicating that inflammation started to resolve. These findings revealed the differences in immune cell populations and dynamic shifts in their polarization states, contributing to the transiently amplified inflammatory response in *thraa*^+/−^ mutants.

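*tgfb1a* (ENSDARG00000041502) had 36.8 ± 3.74 CPM in *thraa*+/- and 27.9 ± 0.507 CPM in WT at 7 dpi, a log2 fold change of 0.40 (standard error 0.10, edgeR adjusted p = 0.0035), and both *thraa*+/- libraries were above both WT libraries. The receptors were close to the limit of detection or did not change. For TGFBR1, ENSDARG00000017494 had 13 and 14 counts in *thraa*+/- and 4 and 9 in WT (log2 fold change 0.92, standard error 0.81, edgeR adjusted p = 0.48), and ENSDARG00000042259 had 13 and 1 against 8 and 1 counts (0.54, standard error 0.96, edgeR adjusted p = 0.76), from −2.08 to 2.47 without single libraries. For TGFBR2, ENSDARG00000034541 had −0.23 (standard error 0.09, edgeR adjusted p = 0.056), and ENSDARG00000059363 had −0.03 (edgeR adjusted p = 0.97), reversed to 0.01 when libraries were scaled by total counts. *il10* did not pass the filter on low counts. The 8 tested genes of the paper's M2 list had a median log2 fold change of −0.02 at 7 dpi, with 1 gene higher and 1 lower at an adjusted p-value under 0.05, 3 adjusted over the list alone, and camera adjusted p = 0.86.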

Ligand-receptor interaction analysis further revealed distinct inflammatory modulation between *thraa*^+/−^ mutants and WT (Fig. 3G, H). 

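For 12 ligand and receptor genes that the paper names, the median log2 fold change of *thraa*+/- against WT was 0.79 at 8 hpi, with 9 genes higher at an adjusted p-value under 0.05 and 9 adjusted over the list alone (camera adjusted p = 7.2e-05). At 15 dpi it was −0.61, with 8 genes lower and 1 higher, 9 adjusted over the list alone (camera adjusted p = 0.00069). The study chose these genes on the same samples, so the counts are not independent evidence. In the TNF family, *tnfb* (ENSDARG00000013598) had 5.73 ± 0.632 CPM in *thraa*+/- and 2.01 ± 1.07 CPM in WT at 8 hpi (log2 fold change 1.51, standard error 0.29, edgeR adjusted p = 6.6e-05), and 0.993 and 4.58 CPM at 15 dpi (−2.13, edgeR adjusted p = 2.4e-06).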

Several ligand-receptor pairs with inflammation-modulating functions, including those in the Tumor Necrosis Factor (TNF) family, were upregulated at 8 hpi but downregulated at 15 dpi. 

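*cxcl12a* (CXCL12, ENSDARG00000037116) had 27.6 ± 1.43 CPM in *thraa*+/- and 15.8 ± 0.0102 CPM in WT at 8 hpi (log2 fold change 0.81, standard error 0.09, edgeR adjusted p = 2e-09), and 47.6 ± 2.06 and 60.5 ± 2.85 CPM at 15 dpi (−0.34, standard error 0.08, edgeR adjusted p = 6e-04). Its largest difference, −1.63, was in uninjured hearts (edgeR adjusted p = 1.1e-18). The symbol CXCR4 belongs to 2 identifiers. ENSDARG00000041959 followed the ligand, with log2 fold changes of 0.82 at 8 hpi (standard error 0.11, edgeR adjusted p = 4.1e-08) and −0.49 at 15 dpi (standard error 0.10, edgeR adjusted p = 0.00013). ENSDARG00000057633 had 0.31 at 8 hpi (edgeR adjusted p = 0.42), where the libraries overlapped, and 1.17 at 15 dpi (edgeR adjusted p = 0.019), between 0.65 and 1.99 when single libraries were left out.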

Of note, the *cxcl12a*-*cxcr4b* chemokine signaling pair, found at both 8 hpi and 15 dpi, is known to regulate inflammation in AMI by promoting immune cell infiltration and enhancing TNFα expression [54, 55]. These findings highlight the role of ligand-receptor interactions in contributing to the altered inflammatory response in *thraa*^+/−^ mutants during both inflammatory and reparative phases.

Collectively, these findings demonstrate that *thraa*^+/−^ mutants, characterized by reduced TH signaling, exhibit an earlier and amplified inflammatory response following cardiac injury. The post-injury inflammatory response was significantly augmented, as evidenced by strong upregulation of inflammation-modulatory pathways and altered transcriptomic signatures of immune cells. However, the enhanced inflammatory response was transient and decreased during the late reparative phase.

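At 15 dpi, *lyz* (ENSDARG00000057789) was lower in *thraa*+/- than in WT, with 8.43 against 28.1 CPM and a log2 fold change of −1.73 (edgeR adjusted p = 4.7e-07), and *mmp13a* (ENSDARG00000012395) had 1.18 ± 1 against 8.36 ± 0.124 CPM (−2.93, edgeR adjusted p = 7.8e-11). *il1b* (ENSDARG00000098700) was lower by the same comparison (−1.58, edgeR adjusted p = 0.00019), and *tnfa* (ENSDARG00000009511) was at least 3.3-fold lower (edgeR adjusted p = 0.00071). *mmp9* (MMP9, ENSDARG00000042816) did not differ (0.10, edgeR adjusted p = 0.61). The left inflammation cluster had 29 differentially expressed genes higher and 124 lower at 15 dpi, with 308 adjusted over the list alone and a camera adjusted p of 5.2e-14. From the early increase of inflammatory pathways and markers and their later decrease, the paper concludes that *thraa*+/- mutants mount an earlier and amplified inflammatory response that is transient.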

### Attenuation of TH signaling enhances heart regeneration by extending the time window for cardiomyocyte proliferation

In addition to the inflammatory response, replacing dead or damaged cardiac tissue is another crucial event of heart regeneration. Successful regeneration involves replacing fibrotic tissue with newly formed and functional cardiac muscle, thereby restoring cardiac function. In addition to the gene clusters discussed previously, two additional gene clusters, identified through the splines clustering method, exhibited distinct responses in cell proliferation and muscle cell differentiation between *thraa*^+/−^ mutants and WT (Fig. 4A, Supplementary File 11).

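The left cell cycle and differentiation cluster, 291 tested genes, was lower in *thraa*+/- at 3 dpi, with a median log2 fold change of −1.26 and 177 differentially expressed genes, each lower (212 adjusted over the list alone, camera adjusted p = 2.9e-36). At 8 hpi it was higher (0.84, 114 genes higher and 25 lower, 167 adjusted over the list alone, camera adjusted p = 6.2e-06), and at 7 dpi its median was 0.18 (0.90), or 0.11 without *thraa*+/- replicate 2. The right cluster, 338 tested genes, was lower at 7 dpi, with a median of −1.06 and 169 differentially expressed genes, each lower (253 adjusted over the list alone, camera adjusted p = 1.6e-37). It was also lower at 8 hpi (−0.49, camera adjusted p = 0.00086, and 0.12 with an estimated correlation), or −0.87 without *thraa*+/- replicate 1. Both clusters were chosen on these samples, so the counts are not independent evidence. The right cluster had its highest level at 7 dpi in both genotypes, a mean z score of 1.79 in WT and 0.69 in *thraa*+/-.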

**Fig. 4:**
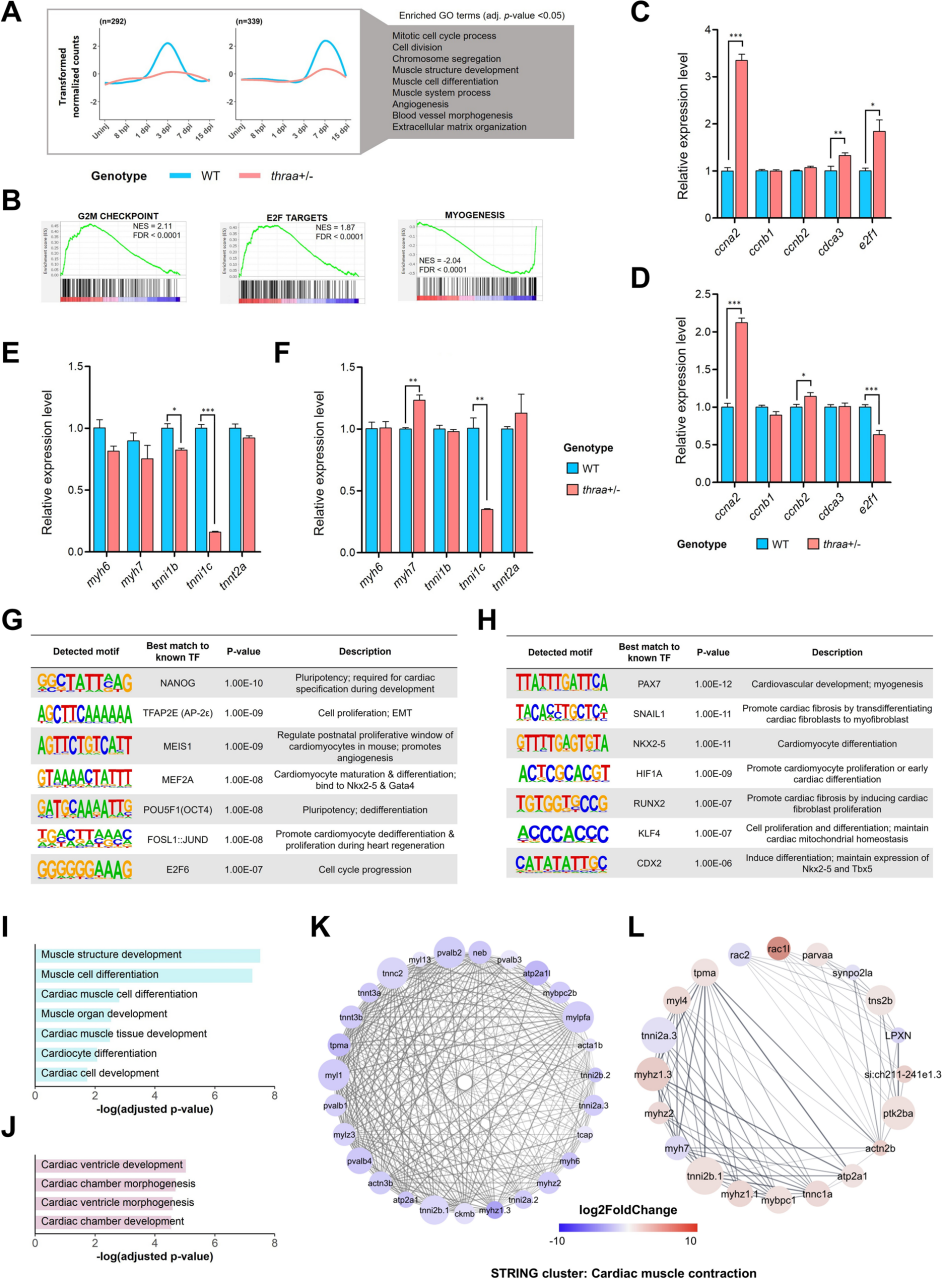
Attenuation of TH signaling enhances heart regeneration by extending the time window for cardiomyocyte proliferation. (**A**) Line plots show the differential expression patterns of 2 gene clusters involved in regenerative processes. The lines in plots show the averaged expression patterns of clustered genes in both WT and *thraa*^*+/−*^ mutants. Enriched GO terms in biological process with adjusted *p*-value < 0.05 are listed along. *n* = number of genes in cluster. (**B**) Selected enrichment plots of GSEA as shown in Fig. 3B by *thraa*^+/−^ mutants vs. WT at 7 dpi. (**C-D**) RT-qPCR analysis of selected genes in cell cycle regulation at 3 dpi **(C**) and at 7 dpi (**D**). *n* = 6 (WT at 3 dpi), 9 (*thraa*^+/−^ mutants at 3 dpi), 6 (WT at 7 dpi) and 5 (*thraa*^+/−^ mutants at 7 dpi). (**E-F**) RT-qPCR analysis of selected genes in cardiomyocyte differentiation at 7 dpi (**E**) and at 15 dpi (**F**). *n* = 3 for both WT and *thraa*^+/−^ mutants at 7 dpi and 15 dpi. In (**C-F**), results are shown in mean ± s.e.m; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001. Statistical significance was calculated by two-tailed unpaired Student’s *t*-test. (**G-H**) Motif enrichment analysis of upregulated (**G**) and downregulated (**H**) DEGs at 7 dpi by *thraa*^+/−^ mutants vs. WT. The function of best matched transcription factors is described in table. (**I-J**) Selected enriched GO terms of downregulated DEGs at 7 dpi (**I**) and upregulated DEGs at 15 dpi (**J**) by *thraa*^+/−^ mutants vs. WT. (**K-L**) PPI network of STRING cluster with cardiac muscle contraction function. PPI network of downregulated DEGs at 7 dpi (**K**) and upregulated DEGs at 15 dpi (**L**) by *thraa*^+/−^ mutants vs. WT. The node color represents the log_2_FC of genes

As shown in Fig. 1C-F, *thraa*^+/−^ mutants exhibited enhanced CM proliferation at both 7 dpi and 15 dpi compared to WT. 

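At 7 dpi, the 77 cell cycle genes had a median log2 fold change of 0.37 between *thraa*+/- and WT (camera adjusted p = 0.0016), with 1 gene differentially expressed and higher, 1 lower, and 23 past the threshold adjusted over the list alone. The muscle genes labelled in the study, 30 tested genes of which most are skeletal muscle genes, had a median of −2.20, with 26 differentially expressed and lower and 29 adjusted over the list alone (camera adjusted p = 3.3e-22). An independent list of 34 skeletal muscle genes had a median of −0.75, with 10 lower and 18 adjusted over the list alone (camera adjusted p = 1.2e-06). For 30 cardiomyocyte genes, 2 were higher, 3 lower, 21 passed adjusted over the list alone, and the median was −0.26 (camera adjusted p = 0.00034).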

Consistently, GSEA analysis revealed that CM proliferation was favored over muscle cell differentiation in *thraa*^+/−^ mutants at 7 dpi (Figs. 3B and 4B, Supplementary File 12). Notably, CM proliferation peaked at 3 dpi in WT, whereas in *thraa*^+/−^ mutants, the proliferative window was extended to 7 dpi, suggesting that more CMs proliferate in response to injury (Supplementary Fig. S6A). 

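The mean z score of the cell cycle genes was 1.48 ± 0.02 (SD, n = 2) at 3 dpi in WT and 0.59 ± 0.04 at 7 dpi. In *thraa*+/- it was 1.32 ± 0.01 at 3 dpi and 0.83 at 7 dpi. The level was highest at 3 dpi in both genotypes and under each scaling tried, and the level at 7 dpi was higher in *thraa*+/- than in WT by more than the spread of the replicates. The injury response of these genes at 7 dpi was larger in *thraa*+/- than in WT by a median of 0.47 (camera adjusted p = 0.011), and by −0.02 at 3 dpi. Without *thraa*+/- uninjured replicate 2, the 3 dpi value was 0.26. The 14 genes under the G2M and E2F pathways had a median log2 fold change of 0.39 against WT at 7 dpi, with 5 genes higher at an adjusted p-value under 0.05 and 5 adjusted over the list alone (camera adjusted p = 0.014). The libraries come from whole tissue and do not separate cardiomyocytes from other cells.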

As expected, in WT, CM differentiation (myogenesis) peaked at 7 dpi following the proliferation peak, indicating that newly proliferated cells differentiate into functional CMs for regeneration (Supplementary Fig. S6B). In contrast, *thraa*^+/−^ mutants showed no clear CM differentiation peak, with only a few myogenic genes upregulated at 15 dpi (Supplementary Fig. S6B). This suggests that CM differentiation in *thraa*^+/−^ mutants may occur after 7 dpi due to the prolonged proliferative window and inverse relationship between proliferation and differentiation [56]. 

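In WT at 7 dpi, 26 of the 30 muscle genes labelled in the study were differentially expressed and higher than in uninjured hearts and 2 lower, with a relative median of 6.68 (camera adjusted p = 4.5e-10). With genes at the limit of detection set to their bound, the unshifted median was 5.82. The 30 cardiomyocyte genes were lower at the same time, with a relative median of −1.64. Of the labelled muscle genes, 21 had under 1 CPM in uninjured WT hearts, and all 21 were called higher at 7 dpi. The 34 skeletal muscle genes that the study did not label had a relative median of 0.20 at 7 dpi in WT, with 12 called higher and 8 lower (camera adjusted p = 0.88). Of these genes, 12 were under 1 CPM in uninjured WT hearts, 10 of which were called higher, and 2 of the other 22 were. Genes chosen for a low starting level tend to rise: outside these lists, 2182 of 4982 genes under 1 CPM were called higher (43.8%), and 2095 of 12761 at 1 CPM or more.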

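In *thraa*+/- at 7 dpi, 24 of these 30 genes were higher than in uninjured hearts and 1 lower, with a relative median of 3.63 (camera adjusted p = 8.5e-06). At 15 dpi, 20 were higher and 1 lower, with a relative median of 2.51. Their mean z score was highest at 7 dpi in *thraa*+/- (0.98 ± 0.01, SD, n = 2), followed by 0.81 ± 0.03 at 15 dpi, against 1.96 ± 0.01 and 0.53 ± 0.06 in WT. The difference between the injury responses at 7 dpi had a median of −2.35.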

To validate these findings, we examined the expression of marker genes for cell proliferation and CM differentiation at various time points (Fig. 4C-F). As expected, positive cell cycle regulators were upregulated in *thraa*^+/−^ mutants at 3 and 7 dpi, with *ccna2* showing the strongest induction (Fig. 4C, D). Additionally, all CM differentiation markers showed downregulation in *thraa*^+/−^ mutants at 7 dpi, with *tnni1c* showing consistent downregulation until 15 dpi (Fig. 4E, F). However, one of the examined differentiation markers, *myh7*, was significantly upregulated at 15 dpi.

Transcription factor (TF) analysis further revealed the upstream regulators contributing to the altered regenerative response at 7 dpi (Fig. 4G, H). Specifically, an imbalanced transcriptional program between proliferation and differentiation was observed in *thraa*^+/−^ mutants. Upregulated genes were regulated by TFs modulating CM proliferation (e.g., AP-2*ε*, MEIS1, FOSL1::JUND, E2F6) and pluripotency (e.g., NANOG, OCT4), while downregulated genes were regulated by TFs associated with cardiovascular development, CM differentiation, and cell identity (e.g., PAX7, HIF1A, NKX2.5, KLF4, CDX2). This implies that upstream TFs in *thraa*^+/−^ mutants favor CM proliferation over differentiation at 7 dpi.

Interestingly, despite the extended CM proliferative window and delayed CM differentiation in *thraa*^+/−^ mutants at 7 dpi, we observed enhanced cardiac tissue regeneration at 15 dpi. In line with the GSEA analysis, GO term analysis revealed that muscle cell differentiation and cardiac cell development were negatively enriched in *thraa*^+/−^ mutants at 7 dpi (Fig. 4I, Supplementary File 13). However, processes related to cardiac chamber and ventricular development became positively enriched at 15 dpi (Fig. 4J, Supplementary File 13). Additionally, STRING-based protein-protein interaction (PPI) networks further support this notion, as evidenced by an opposing expression trend of cardiac muscle contraction genes between 7 and 15 dpi in *thraa*^+/−^ mutants (Fig. 4K, L). 

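The 29 muscle genes that the paper shows in its network at 7 dpi (Fig. 4K) had a median log2 fold change of −2.20 between *thraa*+/- and WT, with 25 differentially expressed and lower (camera adjusted p = 7.3e-23). The study chose them on these samples. Among them, *tnnt3* (TNNT3, ENSDARG00000068457) had 22 ± 0.435 CPM in *thraa*+/- and 106 ± 4.64 CPM in WT. For the cardiac gene *myh7* (MYH7, ENSDARG00000079782), the levels were 9790 ± 67.7 and 12200 ± 162 CPM. The genes from the skeletal muscle lists that had under 1 CPM in uninjured WT hearts were, in *thraa*+/- at 7 dpi, at a median of 21.4% of the WT level in the labelled list and 27.2% in the independent list. All 30 genes of the cardiomyocyte list, without this limit on the level, were at 83.6%. The 22 independent skeletal muscle genes with 1 CPM or more in uninjured WT hearts were at 86.3%. Outside the muscle and cardiomyocyte lists, the 4982 genes under 1 CPM were at 98.3%.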

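At 15 dpi, the 30 cardiomyocyte genes had a median log2 fold change of 0.09 between *thraa*+/- and WT, with 5 differentially expressed and higher and 2 lower, and camera did not call the list (adjusted p = 0.22), whereas fry did (2e-05). The independent skeletal muscle list had 0.18 (camera adjusted p = 0.50), and the labelled muscle genes 0.26 (9 higher and 1 lower, camera adjusted p = 0.024, and 0.11 with an estimated correlation), or 0.47 without WT replicate 1.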

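The 25 contraction genes of the 15 dpi network (Fig. 4L) had a median log2 fold change of −0.50 at 7 dpi, with 3 differentially expressed and higher and 10 lower (camera adjusted p = 0.0016), and of 1.22 at 15 dpi, with 17 higher and 4 lower (camera adjusted p = 1.1e-05). Without *thraa*+/- replicate 1 the value at 7 dpi was −1.21. The genes of the 7 dpi network had 0.28 at 15 dpi, with 10 higher and 1 lower (camera adjusted p = 0.016, and 0.16 with an estimated correlation), or 0.51 without WT replicate 1. Both networks were drawn from genes differentially expressed in these samples, so these counts are not independent evidence.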

At 15 dpi, cardiac muscle contraction genes exhibited higher expression levels in *thraa*^+/−^ mutants compared to WT. These results indicate that *thraa*^+/−^ mutants achieve enhanced replacement of damaged cardiac tissue and improved functional recovery by 15 dpi.

In summary, these findings demonstrate that *thraa*^+/−^ mutants exhibit an altered regenerative response during the late reparative phase, particularly during 7 dpi to 15 dpi, characterized by an extended proliferative window in CMs and enhanced cardiac ventricular development and contraction. These changes collectively suggest that reduced TH signaling enhances cardiac tissue replenishment and contributes to improved regenerative outcomes by 15 dpi.

### Heart regeneration is characterized by diverse and dynamic metabolic reprogramming

Myocardial metabolic reprogramming is recognized as a protective adaptation following ischemic injury, shifting from aerobic to anaerobic pathways under the hypoxic condition in ischemic myocardium. Additionally, it has been previously reported that TH primarily regulates metabolism, contributing to differential injury responses and regenerative outcomes [23]. However, a comprehensive understanding of various metabolic pathways that respond to cardiac injury remains elusive. Therefore, in this study, we elucidated how reduced TH signaling influences these pathways in response to cardiac injury and further delineated the dynamic and stage-specific changes in diverse metabolic pathways.

The per-time point GSEA analysis revealed that OXPHOS activity is altered in *thraa*^+/−^ mutants at 8 hpi and 7 dpi, correlating with the peak of transiently intensified inflammatory response and the extended CM proliferative window (Fig. 3B, Supplementary File 12). 

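The 154 OXPHOS genes had a median log2 fold change of 0.18 between *thraa*+/- and WT at 8 hpi (camera adjusted p = 0.0032), with 51 genes higher and 7 lower at an adjusted p-value under 0.05, of which 5 and 1 also passed the cutoff on the fold change, and 63 adjusted over the list alone. With an estimated correlation, the adjusted p was 0.69. The direction depends on 1 library: without *thraa*+/- replicate 2 the median was −0.03, and without *thraa*+/- replicate 1 it was 0.38. At 7 dpi the median was −0.17 (camera adjusted p = 2.6e-05), with 41 genes lower and 8 higher at an adjusted p-value under 0.05, 3 of the lower ones past the cutoff on the fold change, and between −0.20 and −0.12 when single libraries were left out. Neither fry (0.061) nor camera with an estimated correlation (0.58) called it.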

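Between these times, the median of the 154 OXPHOS genes in *thraa*+/- against WT was −0.11 at 1 dpi (camera adjusted p = 0.0027) and 0.15 at 3 dpi (0.0039). In uninjured hearts it was −0.22 (camera adjusted p = 0.0068), and at 15 dpi −0.08 (0.30, or 0.0078 when libraries were scaled by total counts). The injury response differed by a median of 0.39 at 8 hpi (camera adjusted p = 2.8e-05), 0.37 at 3 dpi (1.3e-05) and 0.06 at 7 dpi (0.88, reversed when libraries were scaled by total counts). Without *thraa*+/- replicate 2, the value at 8 hpi was 0.19.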

Compared to WT, *thraa*^+/−^ mutants exhibited a higher OXPHOS activity during the early inflammatory phase, while its activity was relatively lower during the reparative phase. This suggests that reduced TH signaling exerts differential regulation across these phases of cardiac regeneration.

Next, we explored the temporal regulation of various metabolic pathways to further investigate the metabolic shifts and the changes in mitochondrial function by mapping our time-course transcriptomic data to the mitoXplorer 2.0 database (Fig. 5A, B, Supplementary File 14) [57]. 

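At 8 hpi, 1, 3, 7 and 15 dpi in WT, the medians of the 154 OXPHOS genes relative to all tested genes were −1.02, −0.82, −1.68, −1.97 and −0.94. Those of 37 FAO genes were −0.94, −0.93, −1.52, −1.60 and −0.46, and those of 20 TCA cycle genes −0.84, −1.09, −1.95, −1.88 and −0.84. Camera called each list lower at each time, with adjusted p-values at 7 dpi of 1.2e-33, 5.2e-14 and 8.8e-10. The FAO call at 15 dpi (camera adjusted p = 3.9e-05) was lost when libraries were scaled by total counts (0.30). In *thraa*+/- the medians were −0.65, −0.65, −1.19, −1.84 and −0.77 for OXPHOS, −0.64, −0.89, −1.22, −1.78 and −0.39 for FAO, and −0.55, −0.97, −1.58, −1.91 and −0.57 for the TCA cycle. How far these pathways predominated before injury depended on the scaling. With TMM, 129 of the OXPHOS genes had their highest level in uninjured hearts in WT and 125 in *thraa*+/-, and with total counts alone 90 and 61. Of the FAO genes, 29 and 23 did so with TMM, and 8 and 12 with total counts. The TCA cycle in WT depended little on the scaling, with 15 of 20 genes with TMM and 13 with total counts, against 16 and 10 in *thraa*+/-.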

Fatty acid oxidation (FAO), along with the closely linked OXPHOS and TCA cycle, predominated in the uninjured state, but their activity sharply declined following cardiac injury, underscoring their central role in myocardial metabolism and sensitivity to injury (Supplementary Fig. S7A-C). Similarly, glycolytic genes exhibited a comparable downward expression trend (Supplementary Fig. S7D). 

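For 38 glycolytic genes, the relative medians were −0.55, −0.61, −1.42, −1.32 and −1.17 in WT from 8 hpi to 15 dpi, each called lower, with camera adjusted p-values from 0.00075 at 8 hpi to 1e-12 at 15 dpi. In uninjured WT hearts, 24 of them had their highest level with TMM and 11 with total counts. In *thraa*+/- the list was lower from 3 dpi, with relative medians of −1.07 (camera adjusted p = 4.8e-07), −1.05 and −0.66. The unshifted median of *thraa*+/- at 8 hpi, −0.09, was −0.20 without *thraa*+/- replicate 2.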

Notably, these metabolic pathways exhibited a plateau between 8 hpi and 1 dpi, followed by a further reduction. Oxidative pathways, including FAO, OXPHOS, and the TCA cycle, reached their lowest activity at 7 dpi. 

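The OXPHOS and FAO lists had their lowest median at 7 dpi in both genotypes, where 124 OXPHOS genes were differentially expressed and lower and 2 higher in WT, and 130 lower and 3 higher in *thraa*+/-. The FAO values at 3 and 7 dpi were close in WT, with mean z scores of −0.63 and −0.77, or −0.39 and −0.38 when libraries were scaled by total counts and −0.44 and −0.42 on log2(TPM + 1). The TCA cycle had close values at those times in WT, with medians of −1.95 and −1.88 and mean z scores of −0.84 and −0.86, and was lowest at 7 dpi in *thraa*+/-. Between 8 hpi and 1 dpi, the OXPHOS median rose in WT and stayed level in *thraa*+/-, while the TCA cycle median fell in both genotypes. With a correlation estimated for each list, OXPHOS at 7 dpi was called in WT (adjusted p = 0.048) and *thraa*+/- (0.046), and its other values in WT were not (0.066 to 0.14).

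**Figure D3:**
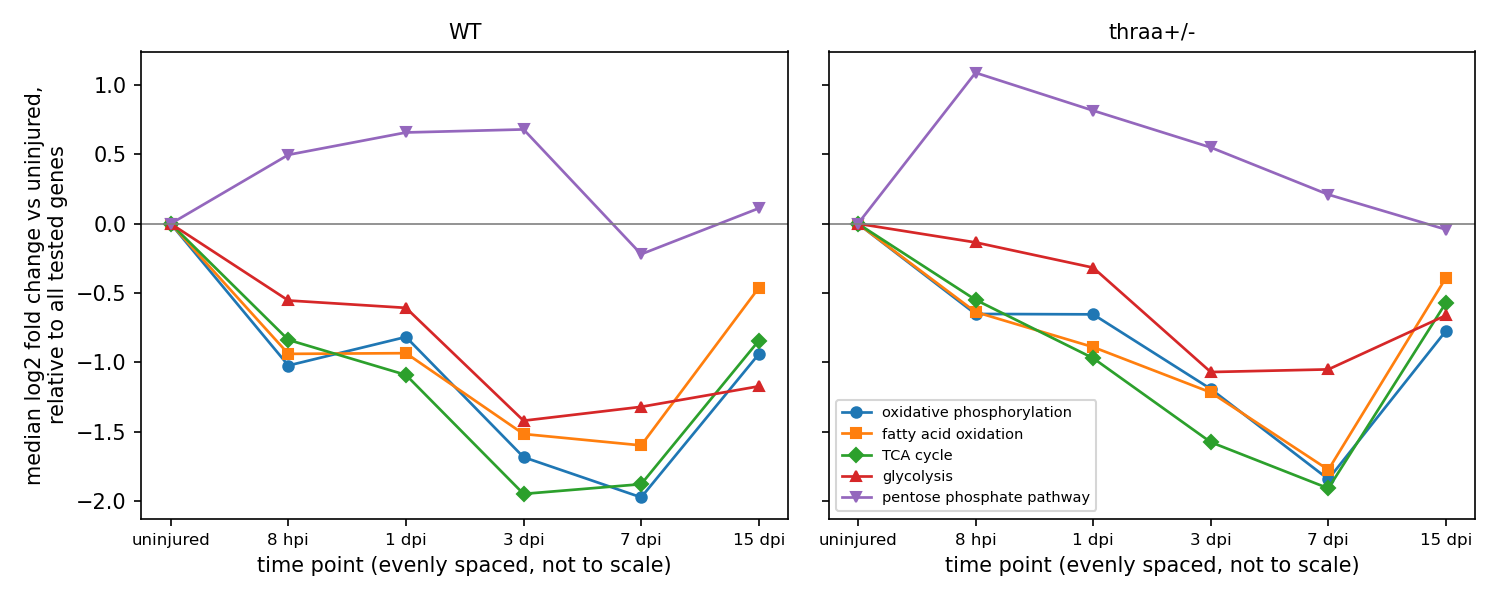
Median log2 fold change against uninjured hearts, relative to the median of all tested genes, for OXPHOS, FAO, TCA cycle, glycolysis and the pentose phosphate pathway at 8 hpi and 1, 3, 7 and 15 dpi in WT and *thraa*+/-. OXPHOS lies at its lowest value at 7 dpi, −1.97 in WT and −1.84 in *thraa*+/-.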

The plateau phase and the timing of the lowest activity level align with the peak of the inflammatory response and cardiac tissue regeneration, respectively, suggesting that these injury responses occur within a distinct metabolic microenvironment. Until 15 dpi, we observed a partial restoration of myocardial energy metabolism through the reactivation of these oxidative metabolic pathways. Surprisingly, glycolysis exhibited its lowest activity at 3 dpi and showed no significant gene upregulation at later time points, underscoring its distinct regulatory dynamics in myocardial metabolism, particularly during the late reparative phase.

**Fig. 5:**
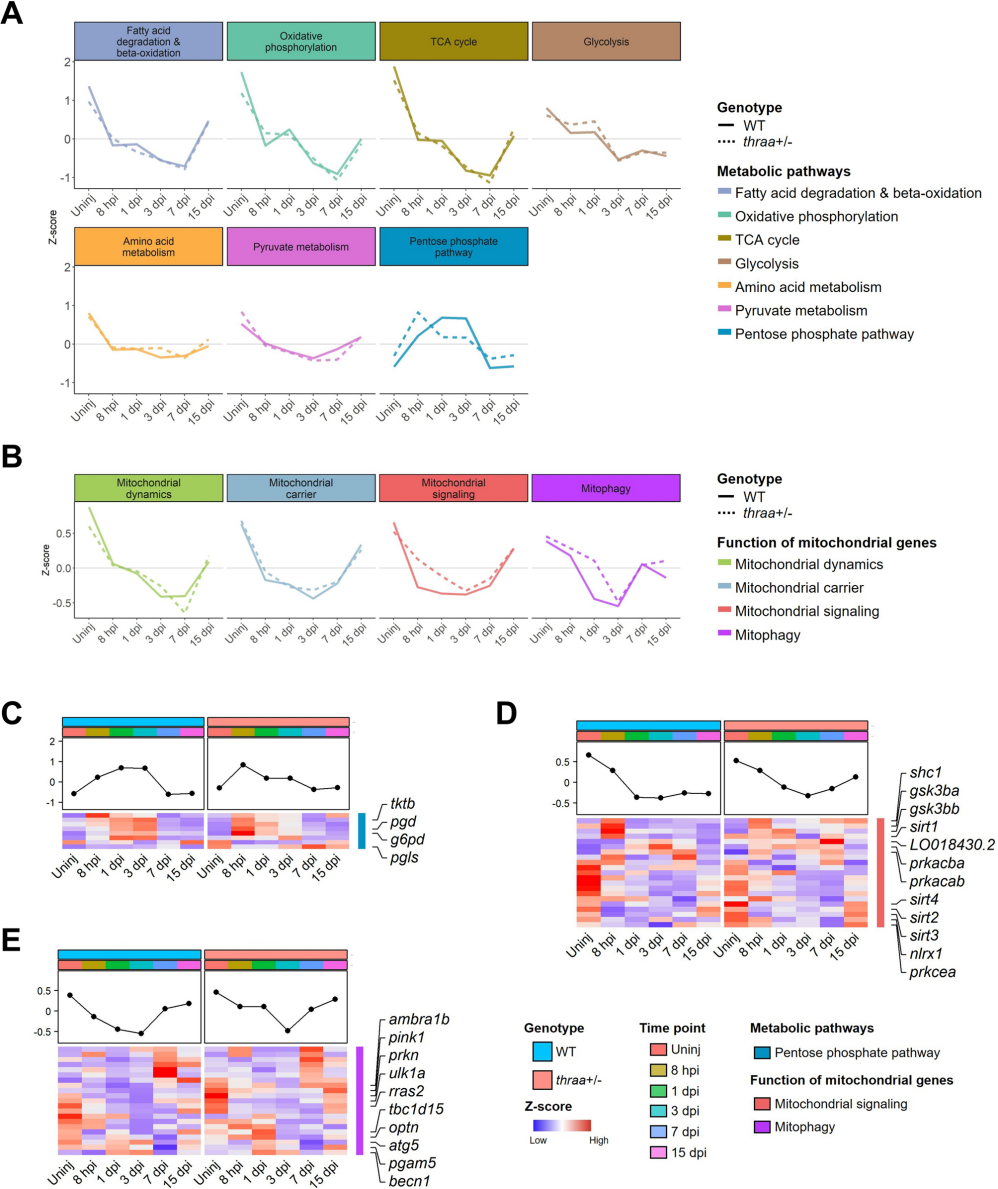
Heart regeneration is characterized by diverse and dynamic metabolic reprogramming. (**A-B**) The line plots show the averaged expression patterns of genes categorized by metabolic pathways (**A**) and mitochondrial function (**B**) in both WT and *thraa*^+/−^ mutants. (**C-E**) Heatmaps show the expression of genes in pentose phosphate pathway (**C**), mitochondrial signaling (**D**), and mitophagy (**E**) as shown in Fig. 5A and B

Additionally, amino acid and pyruvate metabolism are two other pathways that may contribute to myocardial energy metabolism by fueling metabolites, such as acetyl-CoA and α-ketoglutarate, to the TCA cycle for ATP production (Supplementary Fig. S7E, F), indicating their roles in supporting basal metabolism in the heart. However, they are less prominent than oxidative metabolic pathways, as only about half of their genes show high expression at homeostasis. Similarly, they exhibited reduced metabolic activity in response to cardiac injury, with no restoration of activity observed until 15 dpi.

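Of 83 tested amino acid metabolism genes, 44 (53.0%) had their highest level in uninjured hearts in each genotype, and of 26 pyruvate metabolism genes 10 (38.5%) in WT and 18 (69.2%) in *thraa*+/-. Scaled by total counts, these numbers were 24, 25, 9 and 12, so the shares depend on the normalization.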

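Relative to all tested genes, the amino acid metabolism list had medians of −0.89, −0.71, −0.99, −0.81 and −0.52 in WT from 8 hpi to 15 dpi, and −0.63, −0.78, −0.88, −1.02 and −0.36 in *thraa*+/-. At 15 dpi camera still called it lower in WT (adjusted p = 1.2e-05) and *thraa*+/- (1.5e-05). The pyruvate metabolism medians were −0.99, −0.78, −1.23, −0.87 and −0.45 in WT and −0.76, −1.07, −1.33, −1.14 and −0.48 in *thraa*+/-. At 15 dpi in WT the latter list was called by fry (7.5e-07) but not by camera (0.11), and its unshifted median of −0.37 was −0.12 without WT uninjured replicate 1. In both lists and genotypes the 15 dpi median was closer to 0 than at the other times.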

Surprisingly, the pentose phosphate pathway (PPP) was the only pathway strongly upregulated upon cardiac injury, particularly through the increased expression of *tktb*, *pgd*, and *g6pd* (Fig. 5C). Moreover, the peak in differential expression of PPP between *thraa*^+/−^ mutants and WT resembles that observed in the inflammatory response, as shown in Fig. 3A, suggesting an interplay between PPP and inflammatory modulation mediated by TH signaling [58].

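The 6 tested genes of the pentose phosphate pathway (PPP) had relative medians of 0.50, 0.66, 0.68, −0.22 and 0.11 in WT and 1.09, 0.82, 0.55, 0.21 and −0.04 in *thraa*+/-. Camera called the list higher at 1 dpi in WT (adjusted p = 0.024) and at no time in *thraa*+/- (0.089 at 8 hpi). By fry it was called higher in WT at 8 hpi, 1 and 3 dpi and in *thraa*+/- at every time, with 0.043 at 15 dpi. At 15 dpi in WT, the unshifted median of 0.19 became −0.03 without WT replicate 2. *pgd* (PGD, ENSDARG00000015343) had 0.46, 1.03, 1.28, −0.09 and −0.25 in WT, the last 2 of which reversed to 0.76 and 0.26 when libraries were scaled by total counts, and 2.01, 1.39, 1.16, 0.67 and 0.13 in *thraa*+/-. The only identifier matched to *tktb* (ENSDARG00000029689) is listed as TKT, a symbol that does not tell *tktb* from a paralog. It was lower: −1.05 at 8 hpi (edgeR adjusted p = 0.032) and −2.25 at 3 dpi in WT, and −3.12 and −1.93 in *thraa*+/-.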

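Between *thraa*+/- and WT, the PPP list had a median log2 fold change of 0.50 at 8 hpi, which camera did not call (adjusted p = 0.21) and fry did (2.6e-05), and the medians at the other times were between −0.22 and 0.14. Without *thraa*+/- replicate 2 the 8 hpi median was 0.25. *pgd* (PGD, ENSDARG00000015343) was higher in *thraa*+/- at 8 hpi, with 163 ± 26.2 CPM against 84.6 ± 1.45 CPM (log2 fold change 0.95, standard error 0.08, edgeR adjusted p = 9.4e-13). At 3 dpi it had −0.71 (edgeR adjusted p = 1.6e-09). The identifier listed as TKT (ENSDARG00000029689) was lower at 8 hpi, with 6 and 5 counts in *thraa*+/- and 18 and 24 in WT (−1.91, standard error 0.55, edgeR adjusted p = 0.0056).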

Apart from energy production, mitochondria also shape the local microenvironment after injury by releasing damage-associated molecular patterns (DAMPs) during apoptosis, thereby modulating inflammation and CM survival and proliferation [24, 59–61]. We therefore checked the expression level of genes related to mitochondrial function and identified disrupted mitochondrial activities in *thraa*^+/−^ mutants (Fig. 5B). Genes involved in mitochondrial dynamics, transport, and signaling were significantly downregulated in *thraa*^+/−^ mutants after cardiac injury (Fig. 5D, Supplementary Fig. S7G, H). 

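In *thraa*+/-, the relative medians from 8 hpi to 15 dpi were −0.32, −0.48, −0.71, −1.17 and −0.34 for 61 genes of mitochondrial dynamics, −0.63, −0.71, −0.89, −1.08 and −0.48 for 37 mitochondrial carriers, and −0.17, −0.41, −0.51, −0.50 and −0.14 for 20 genes of mitochondrial signaling. Camera called the dynamics and carrier lists at each time, with adjusted p-values at 7 dpi of 1.1e-07 and 0.00086. It called signaling at 3 dpi (0.017) and 7 dpi (0.028), calls that were lost when libraries were scaled by total counts (0.19 and 0.22), as was that of dynamics at 8 hpi (0.040 against 0.26). WT hearts showed the same decline, with 7 dpi medians of −1.15, −1 and −0.64 (camera adjusted p = 8.7e-08 for dynamics and 0.011 for signaling). Compared directly between the genotypes, the dynamics list had medians of 0.07 at 8 hpi (camera adjusted p = 0.27), 0.12 at 3 dpi (0.073) and −0.11 at 7 dpi (0.14). Without uninjured *thraa*+/- replicate 1, the unshifted dynamics median at 1 dpi, −0.48, was −0.29.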

The sharp decline in these genes mirrors that observed in oxidative metabolic pathways, suggesting the central regulatory role of mitochondria in these processes. 

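*gsk3ba* (GSK3B, ENSDARG00000017803) had 38.3 ± 1.06 CPM in *thraa*+/- and 43.3 ± 0.765 CPM in WT at 8 hpi, a log2 fold change of −0.18 (standard error 0.10, edgeR adjusted p = 0.19), with both *thraa*+/- libraries below both WT libraries. *gsk3bb* (ENSDARG00000052468) had 17 and 12 counts in *thraa*+/- and 23 in each WT library (−0.67, standard error 0.56, edgeR adjusted p = 0.40), a difference that was not called.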

In mitochondrial signaling, *thraa*^+/−^ mutants exhibited reduced expression of *gsk3ba* and *gsk3bb* at 8 hpi, inhibition of which is known to improve myocardial dysfunction (Fig. 5D) [62]. Moreover, particularly in *thraa*^+/−^ mutants, we noticed that a group of sirtuin genes (i.e., *sirt1*/*2*/*3*/*4*), known for their cardioprotective functions, were highly expressed at 15 dpi [63]. 

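At 15 dpi, the log2 fold changes between *thraa*+/- and WT were 0.25 for *sirt1* (SIRT1, ENSDARG00000068064; standard error 0.11, edgeR adjusted p = 0.098), −0.02 for *sirt2* (SIRT2, ENSDARG00000011488; 0.93), 0.24 for *sirt3* (SIRT3, ENSDARG00000035819; 0.28) and 0.54 for *sirt4* (SIRT4, ENSDARG00000010415; standard error 0.21, edgeR adjusted p = 0.055). The *sirt3* value was between 0.08 and 0.40 when single libraries were left out. Against uninjured *thraa*+/- hearts, the changes at 15 dpi were −0.18, 0.06, −0.14 and −0.41, with edgeR adjusted p-values of 0.25, 0.62, 0.54 and 0.12. Scaled by total counts they were 0.24, 0.48, 0.28 and 0, and only *sirt2* had an adjusted p-value under 0.05 (1.8e-05).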

Mitophagy, a process that maintains mitochondrial homeostasis, has been shown to promote heart regeneration in zebrafish by inducing CM proliferation, and modulating collagen deposition and resolution [64]. 

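At 1 dpi, *tbc1d15* (TBC1D15, ENSDARG00000057218) had 44.6 ± 0.996 CPM in *thraa*+/- and 32.6 ± 0.478 CPM in WT (log2 fold change 0.45, standard error 0.09, edgeR adjusted p = 0.00031). The values of *atg5* (ATG5, ENSDARG00000023396), *pgam5* (PGAM5, ENSDARG00000035608) and *becn1* (BECN1, ENSDARG00000079128) were −0.02, −0.01 and 0.05, with edgeR adjusted p-values of 0.94, 0.97 and 0.87. The directions of *atg5* and *pgam5* reversed on log2(TPM + 1), to 0.04 and 0.05. The level of the whole mitophagy list at 1 dpi, as mean z score, was −0.03 ± 0.11 in *thraa*+/- and −0.44 ± 0.11 in WT. Scaled by total counts, it was 0.14 and −0.32. In uninjured hearts the levels were already 0.44 and 0.16, and no test was made on the levels.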

Our data further revealed that several mitophagy-related genes (e.g., *tbc1d15*, *atg5*, *pgam5*,* becn1*) were highly expressed in *thraa*^+/−^ mutants at 1 dpi, indicating the role of mitophagy in regulating the post-injury inflammatory microenvironment (Fig. 5E) [65].

Taken together, our findings demonstrate that TH signaling differentially regulates metabolic pathways, particularly OXPHOS and PPP, across inflammatory and reparative phases, while also governing mitochondrial turnover and function, thereby enhancing heart regeneration in *thraa*^+/−^ mutants.

### Disruption of *thraa* affects hypoxic response and its target *hif3a* is required for heart regeneration

Hypoxia can reprogram cellular metabolism in the heart following ischemic injury, reducing oxygen consumption, reactive oxygen species (ROS) production, and the resulting oxidative stress within the ischemic tissue microenvironment, leading to a beneficial effect in heart regeneration in both mice and zebrafish [66, 67]. HIF1α, an identified TH-dependent gene, plays a role in the transcriptional regulation of mitochondrial metabolism and cell cycle progression in the heart [68–71]. In the context of the uninjured adult zebrafish heart, our data showed that complete KO of *thraa* significantly reduced the expression of *hif1aa*, while increasing the expression of *hif2ab* and *hif3a* (Supplementary Fig. S8A). These findings suggest that TH signaling via *thraa* regulates the transcription of all three HIFα family members in the zebrafish heart.

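In the 4 whole-heart libraries, *hif1aa* (ENSDARG00000006181) had 37.6 ± 3.39 CPM in WT and 17.1 ± 3.77 CPM in the hearts labelled *thraa*-/-, a log2 fold change of −1.13 (standard error 0.17, edgeR adjusted p = 0.0021). The other paralog of this gene, *hif1ab* (HIF1A, ENSDARG00000034293), had 175 ± 8.94 and 217 ± 2.92 CPM (0.31, edgeR adjusted p = 0.050). *hif2aa* and *hif2ab* share the symbol EPAS1. ENSDARG00000057671, with 119 ± 14.5 CPM in WT, was higher in the hearts labelled *thraa*-/- (0.82, edgeR adjusted p = 0.0015), and ENSDARG00000008697 had 81.6 ± 7.95 and 114 ± 6.2 CPM (0.48, edgeR adjusted p = 0.016). *hif3a*, listed as *hif1al* (ENSDARG00000100826), had 99.2 ± 19.1 and 316 ± 24.1 CPM (1.67, standard error 0.14, edgeR adjusted p = 0.00014). For each identifier, both libraries of one group were above both of the other. From these changes the paper proposes that TH signaling through *thraa* regulates the transcription of the HIFα family in the zebrafish heart.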

We next hypothesized that the differential transcriptional response of HIFs could also be observed in *thraa*^+/−^ mutants following cardiac injury. 

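Between *thraa*+/- and WT, *hif3a*, listed as *hif1al* (ENSDARG00000100826), had log2 fold changes of 0.95 in uninjured hearts, 0.25 at 8 hpi, 0.03 at 1 dpi, 0.29 at 3 dpi, 0.35 at 7 dpi and 0.54 at 15 dpi, where the levels were 138 ± 0.528 CPM in *thraa*+/- and 95.3 ± 1.58 CPM in WT. Of the pair of EPAS1 identifiers, ENSDARG00000008697 had 0.84 in uninjured hearts, −0.47 at 8 hpi and 1.56 at 15 dpi (47.5 ± 6.05 against 16.1 ± 0.335 CPM), and ENSDARG00000057671 had 0.69, −0.53 and 0.63. *hif1aa* (ENSDARG00000006181) had 1.16 in uninjured hearts, −0.58 at 8 hpi (from −0.88 to −0.33 without single libraries) and 0.09 at 15 dpi, the last reversed to −0.02 when libraries were scaled by total counts. *hif1ab* (HIF1A, ENSDARG00000034293) had −0.29, −0.03 and 0.47 at those times. The edgeR adjusted p-values at 15 dpi were 1.7e-07 for *hif1al*, 5.5e-12 and 1.8e-09 for the EPAS1 identifiers, 0.72 for *hif1aa* and 8.3e-07 for *hif1ab*.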

As expected, both transcriptomic profiles and RT-qPCR analysis revealed a disrupted hypoxic response in *thraa*^+/−^ mutants, characterized by altered expression patterns of all HIF genes (Fig. 6A, B). Notably, we observed a 6-fold increase in *hif3a* expression at 15 dpi (Fig. 6B). Furthermore, our RT-qPCR data demonstrated that *hif3a* expression is regulated by *thraa* in a dosage-dependent manner (Supplementary Fig. S8B). To support this, we identified hormonal regulation and binding of TRα to the Hif3a promoter in mouse hearts, indicating that TRα binding suppresses Hif3a expression (Supplementary Fig. S8C) [23, 72]. Together, these findings support our hypothesis that *thraa* directly regulates *hif3a* transcription, contributing to the heart regenerative response in zebrafish.

**Fig. 6:**
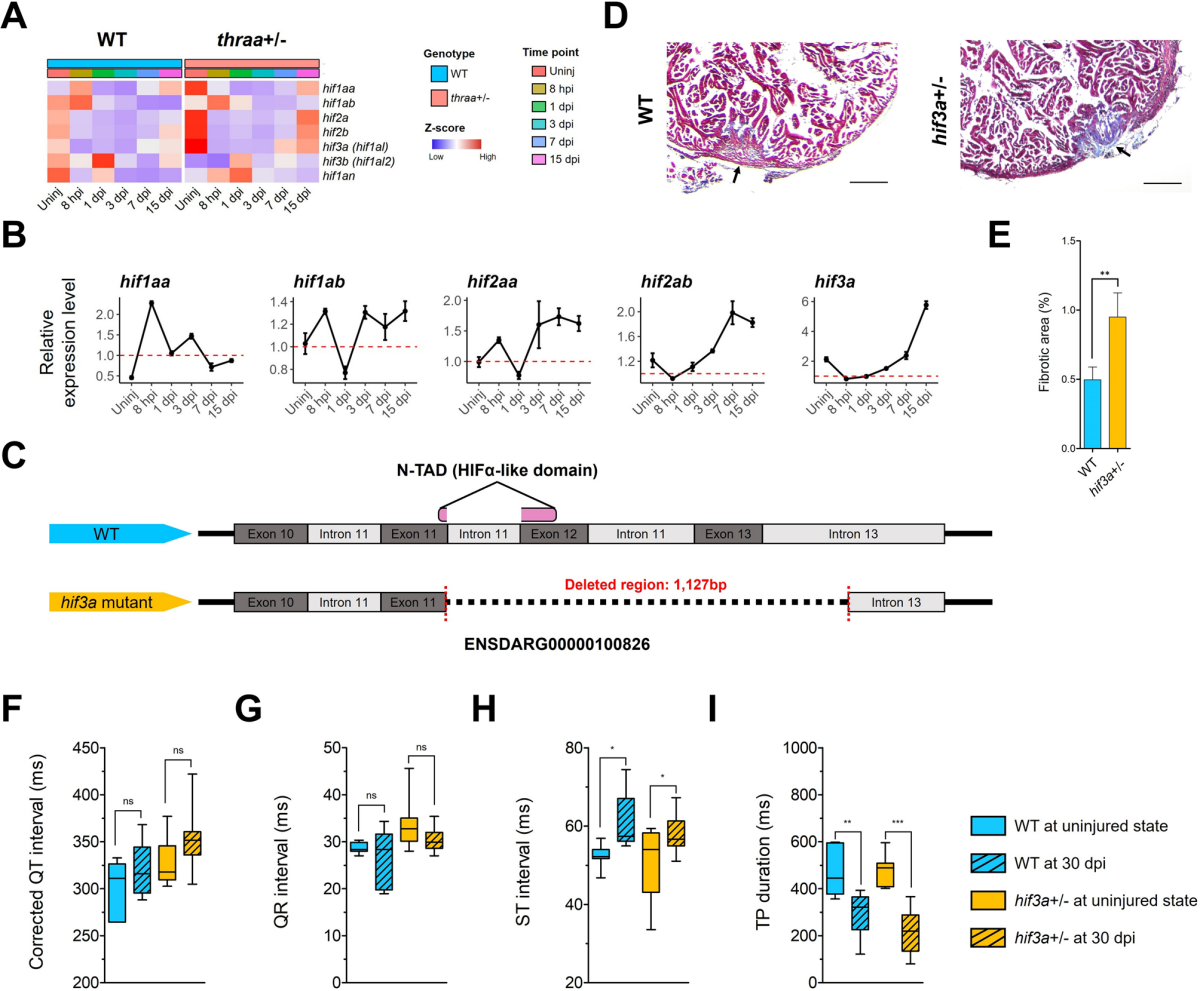
Disruption of *thraa* affects hypoxic response and its target *hif3a* is required for heart regeneration. (**A**) Heatmap shows the expression of hypoxia genes in transcriptomic profiles in both WT and *thraa*^+/−^ mutants. (**B**) RT-qPCR analysis of selected hypoxia genes. The red dashed line indicates the normalized relative expression level of WT at 1. Results are shown in mean ± s.e.m; *n* = 3 at each time point for both WT and *thraa*^+/−^ mutants. (**C**) The design of *hif3a* KO model in zebrafish. >1 kb of genomic sequences was deleted by CRISPR/Cas9 spanning from exon 11 to intron 13. The deleted region covers the region translating N-TAD (HIFα-like domain) in Hif3α protein. (**D**) Representative images of Masson’s trichrome staining on heart sections show fibrosis of WT and *hif3a*^*+/−*^ mutants at 30 dpi. Scale bar, 100 μm. (**E**) Quantification of fibrotic area in WT and *hif3a*^+/−^ mutants as shown in (**D**). Results are shown in mean ± s.e.m; *n* = 7 for WT and *n* = 7 for *hif3a*^+/−^ mutants. (**F-I**) Quantification of ECG signals in both WT and *hif3a*^+/−^ mutants at the uninjured state and 30 dpi. corrected QT interval (**F**), QR interval (**G**), ST interval (**H**) and TP duration (**I**). *n* = 7 (uninjured WT), 7 (WT at 30 dpi), 10 (uninjured *hif3a*^+/−^ mutants), and 6 (*hif3a*^+/−^ mutants at 30 dpi). Box-and-whisker plots show the median with the central line, upper and lower quartiles with the edges of box, and minimum and maximum values with whiskers. ns, *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by two-tailed unpaired Student’s *t*-test (**E**) or unpaired *t*-test with Welch’s test (**F-I**)

HIF3α is thought to be a negative regulator of both HIF1α and HIF2α actions, either by triggering a unique transcriptional program or in a dominant-negative manner [44]. Unlike HIF1α and HIF2α, HIF3α contains only a single transactivation domain at the N-terminus (N-TAD) and lacks a C-terminal transactivation domain (C-TAD). These distinctive domain features are conserved across species (Supplementary Fig. S8D). Therefore, we hypothesized that elevated HIF3α expression may aid in resolving the hypoxic response by inhibiting or modulating the transcriptional activation of hypoxia-response elements (HREs). To test this hypothesis, we generated *hif3a* (ENSDARG00000100826) KO mutant zebrafish to investigate its role in heart regeneration (Fig. 6C). The *hif3a* mutants carry a > 1 kb deletion in the genomic region encoding the sole HIFα-like transactivation domain (N-TAD), resulting in disrupted transcript splicing of *hif3a* (Supplementary Fig. S8E, F). In this mutant line, we observed a clear phenotypic difference between *hif3a*^−/−^ mutants and WT, with *hif3a*^−/−^ mutants exhibiting a significantly enlarged atrium compared to WT (Supplementary Fig. S8G-I).

We evaluated the role of *hif3a* in heart regeneration by examining fibrotic scar area in *hif3a*^+/−^ mutants at 30 dpi. We observed a larger fibrotic scar area in *hif3a*^+/−^ mutants compared to WT (Fig. 6D, E), suggesting that *hif3a* expression, particularly during the late reparative phase, is essential for effective heart regeneration. To assess the functional recovery, we performed ECG analysis at 30 dpi in both *hif3a*^+/−^ mutants and WT (Fig. 6F-I). Consistent with observations in *thraa*^+/−^ mutants, *hif3a*^+/−^ mutants were not fully recovered from cardiac injury, as evidenced by altered ventricular conduction parameters. Additionally, the ECG revealed a greater reduction in TP duration in *hif3a*^+/−^ mutants compared to WT, suggesting more impaired ventricular relaxation due to persistent scarring.

Together, these findings underscore the critical role of *hif3a* in zebrafish heart regeneration and its functional link with *thraa*. Upregulation of *hif3a* appears to be necessary for orchestrating the regenerative response in zebrafish.

## Discussion

Heart regeneration, a biological process that reverses myocardial damage caused by acute myocardial infarction (AMI), fails to happen in adult humans. As a result, AMI often leads to heart failure. Moreover, regenerative potential varies significantly across species and developmental stages [73]. In 2019, Hirose *et al.* introduced a novel concept to elucidate the role of the TH/TRα signaling axis in basal metabolism and its correlation with heart regenerative outcomes [23]. Their study demonstrated that adult mice with CM-specific inactivation of TRα exhibit reduced basal oxidative metabolism (i.e., OXPHOS and TCA cycle) while retaining regenerative potential through promoting CM proliferation and fibrotic scar resolution. These data suggest that attenuation of TH/TRα signaling has a beneficial effect on heart regeneration in mice. In addition to the findings of Hirose *et al.*, our study extended the understanding of the TH/TRα signaling axis and further elaborated its underlying molecular mechanisms in response to cardiac injury. In our study, we employed *thraa* and *hif3a* mutant zebrafish and performed a time-course experiment to elucidate how TH/TRα signaling orchestrates the inflammatory response and cardiac tissue regeneration via metabolic regulation, as well as the interaction between TH/TRα signaling and hypoxia via HIF3α (Fig. 7).

**Fig. 7:**
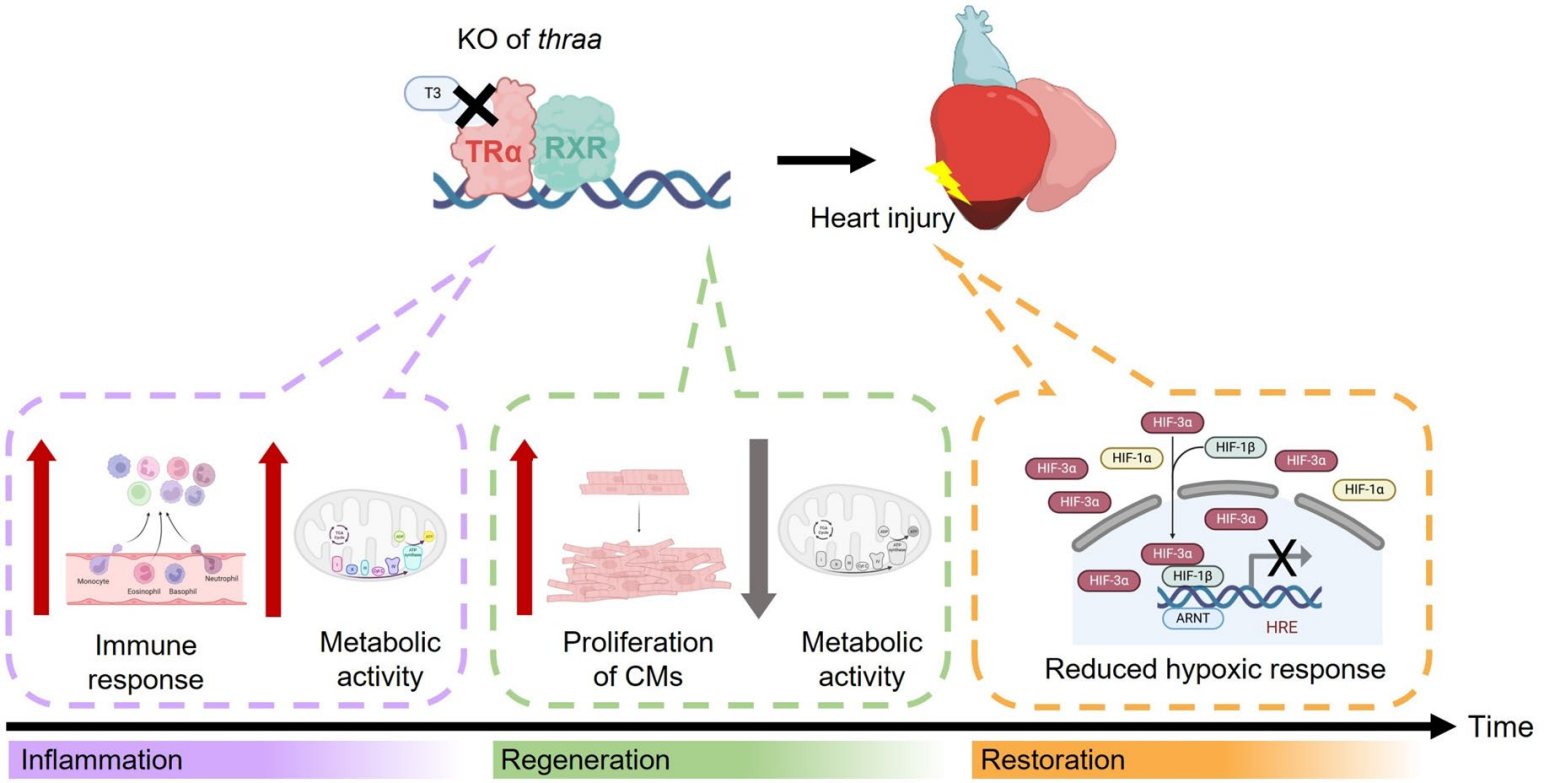
Schematic diagram illustrating the effect of TH signaling during heart regeneration in zebrafish. Attenuated TH signaling shows a beneficial effect on heart regeneration by enhancing the inflammatory response in the early phase, promoting cardiomyocyte proliferation in the late reparative phase, and modulating the hypoxic response via HIF3α. TH signaling plays a role in regulating metabolic activity, coinciding with the transiently intensified inflammation and the enhanced cardiomyocyte regenerative response. Moreover, TH signaling via *thraa* regulates the hypoxic response by modulating the expression of *hif3a* through direct transcriptional regulation. The figure was created using BioRender

We first observed an altered temporal regulation of inflammatory response in *thraa*^+/−^ mutants, which exhibited a transiently augmented response upon cardiac injury (Fig. 3). As the initial immune response serves as the first line of defense against cardiac injury, and its precise activation and programmed resolution are critical for downstream regenerative events, such as ECM remodeling for fibrosis and neovascularization [74]. Previous studies have emphasized that inflammation acts as a double-edged sword: excessive leukocyte infiltration can impair regeneration, while insufficient inflammation may disrupt fibrosis and dampen the regenerative response [75, 76]. In our *thraa*^+/−^ mutants, the peak of inflammation was shifted to earlier time points, resulting in a relatively mild inflammatory response during the late reparative phase. Notably, we observed significant alterations in inflammatory response at 8 hpi and 15 dpi, as evidenced by the activation of inflammatory signaling pathways, recruitment and phenotypic switches of immune cells, and interactions between inflammation-modulating ligands and receptors.

Replacing dead myocardial tissue with newly formed CMs is essential for restoring physiological function after cardiac injury. CMs in zebrafish can undergo dedifferentiation and cell cycle re-entry during heart regeneration [77, 78]. Consistent with the findings of Hirose *et al.*, who demonstrated impaired CM proliferation in zebrafish treated with exogenous T3, our *thraa*^+/−^ mutants exhibited enhanced CM proliferation during heart regeneration, suggesting that CM proliferation is modulated by TH through TRα. To further elucidate the dynamics of this regenerative process, we conducted a time-course analysis that uncovered two distinct waves of cell proliferation. The first wave, observed at early time points, coincides with immune cell recruitment and activation, while the second wave may reflect CM proliferation, as evidenced by IF staining and the subsequent peak of cardiac muscle differentiation at 7 dpi. Importantly, we observed an extended time window for CM proliferation in *thraa*^+/−^ mutants, spanning from 3 dpi to 7 dpi, while WT showed a peak only at 3 dpi (Fig. 4). Given the inverse relationship between proliferation and differentiation, CM differentiation was only evident in WT at 7 dpi, while *thraa*^+/−^ mutants showed sustained CM proliferation [56]. This extended proliferative window in *thraa*^+/−^ mutants suggests that more newly formed CMs are present in the injured zone, contributing to improved regenerative outcomes [79]. In line with this notion, our ECG data demonstrated improved cardiac functional recovery as evidenced by enhanced ventricular contraction, further suggesting that attenuated *thraa*-mediated TH signaling enhances zebrafish heart regeneration.

Furthermore, we observed that differential metabolic activity coincides with the peaks during both inflammatory and reparative phases, suggesting an interplay between TH-mediated metabolism and the injury response (Fig. 5). During the inflammatory phase, particularly at 8 hpi, *thraa*^+/−^ mutants exhibited increased OXPHOS and PPP activity, which was associated with an enhanced inflammatory response. During the inflammatory phase, various immune cells are recruited to the injured site, exhibiting a flexible metabolic switch to meet the energy demands of their defensive actions. Specifically, chemokine-attracted neutrophils primarily rely on mitochondrial OXPHOS, whereas M1-like macrophages switch from OXPHOS to glycolysis and PPP [58, 80–82]. Therefore, the distinct metabolic states between *thraa*^+/−^ mutants and WT may imply the variations in immune cell composition at the injured site. As regeneration progresses to the reparative phase, WT and *thraa*^+/−^ mutants exhibited differential OXPHOS activity at 7 dpi, with *thraa*^+/−^ mutants displaying an extended CM proliferative window. The level of OXPHOS activity may reflect the maturation state of CMs, as terminally differentiated CMs predominantly rely on OXPHOS and FAO for energy production. However, in *thraa*^+/−^ mutants, we did not observe significant upregulation of glycolysis compared to that in WT, which is known to be the primary metabolic pathway supporting CM proliferation [35].

As our study in *thraa*^+/−^ mutants utilized bulk RNA-Seq to delineate the injury response within the microenvironment of the injured zone, it remains to be investigated how TH-mediated metabolism modulates this response in individual cell types, leading to enhanced regenerative outcomes. For instance, further investigations are required to clarify the role of TH/TRα signaling in modulating the phenotypic switch of various immune cell types. Moreover, cardiac regeneration involves the orchestration of multiple processes to achieve complete regeneration. In this study, however, we observed no significant alterations in other critical processes between *thraa*^+/−^ mutants and WT, such as angiogenesis and ECM degradation, which are known to be modulated by TH [83–85]. Additionally, in this study, we hypothesized that TH-mediated metabolism primarily drives the altered regenerative response in *thraa*^+/−^ mutants. However, we cannot exclude the possibility that TRα directly regulates genes involved in the injury response, independent of a metabolic shift. The reciprocal crosstalk between TH/TRs and the immune system has long been discussed, suggesting the modulatory effects of TRs on NF-κB, p38MAPK, and JAK/STAT signaling pathways [86]. Moreover, re-analysis of ChIP-Seq data from mouse hearts revealed that TRα directly regulates several genes associated with inflammation and cell cycle, including *Ccna2*, *Ccnd*, *Il15*, *Il15ra*, *Mdm2*, and *Nfkbia*. These findings suggest a direct regulatory role of TRα in modulating inflammation, cell proliferation, and apoptosis [23, 72].

In addition to TH/TRα signaling axis, hypoxia serves as a key modulator of metabolic adaptation in ischemic myocardial tissue [40]. Particularly, in MI, hypoxia-induced HIF1 regulates myocardial energy metabolism by promoting glycolysis, enabling cells to adapt to the ischemic microenvironment by reducing oxidative stress while maintaining a critical energy supply [87]. Our study focused on HIF3α, which is reported to negatively regulate HIF1-mediated gene expression and contributes to metabolic regulation [44, 88]. In mouse adipocytes, *HIF3α*-driven metabolic reprogramming upregulates thermogenic gene expression, including *Ucp1*, *Elovl3*, *Prdm16*, *Dio2*, and *Ppargc1a* [89]. Notably, *Dio2*, an enzyme that synthesizes active TH (in the form of T3) from thyroxine (T4), links HIF3α to TH signaling. Furthermore, in vitro knockdown of *Hif3α* in neonatal rat CMs reduced cell viability and mitochondrial membrane potential, suggesting a protective role for *Hif3α* in CMs [90]. These findings highlight that HIF3α also regulates metabolism correlated with TH, particularly in terms of thermogenesis and mitochondrial function.

In this study, we found that *hif3a* expression is *thraa*-dependent, with a strong injury-induced upregulation of *hif3a* observed in *thraa*^+/−^ mutants (6-fold increase at 15 dpi). Additionally, ChIP-Seq data from mouse hearts indicate direct binding of TRα to the transcription starting site (TSS) of *Hif3α*. Collectively, we suggest that *hif3a* is a direct downstream target of *thraa* in zebrafish, where it may act as a dominant negative regulator of *hif1aa* and *hif1ab*, and antagonize the hypoxic response upon cardiac injury. Our findings demonstrated that disruption of *hif3a* impairs heart regeneration, as evidenced by a larger fibrotic scar area at 30 dpi and compromised functional recovery, supporting a cardioprotective role for *hif3a* during heart regeneration. However, the metabolic reprogramming in *hif3a* KO mutants during heart regeneration, and the interplay between the TH/TRα signaling axis and HIF3α in this process, remain elusive. Therefore, further investigation is needed to elucidate the relationships among the TH/TRα signaling axis, hypoxia, and metabolic shifts in heart regeneration.

## Conclusions

In conclusion, our study highlights the essential roles of *thraa* and *hif3a* in zebrafish heart regeneration. Moderate reduction in TH/TRα signaling promotes heart regeneration by modulating the inflammatory response and enhancing CM proliferation under distinct metabolic conditions. Additionally, we propose a transcriptional link between *thraa* and *hif3a*, suggesting that the TH/TRα signaling axis interacts with HIF3α to coordinate hypoxic response and metabolic reprogramming during heart regeneration. Their combined roles may serve as a novel therapeutic strategy for treating patients with AMI.

## Methods

### Zebrafish housing and husbandry

WT and transgenic zebrafish lines were housed in animal core facility of The Chinese University of Hong Kong. Zebrafish were maintained at 28.5 °C and pH 7.0-7.5, and under a 14-hour light and 10-hour dark cycle. Zebrafish were fed 3 times a day with dry feeds. All experiments of zebrafish were conducted under the regulation of Animals (Control of Experiments) Ordinance (Cap. 340) of Hong Kong legislation and have been approved by the university’s Animal Experimentation and Ethics Committee (AEEC, ref no.: 21-202-CRF).

### Collection of *thraa* zebrafish mutant line

The *thraa* mutant zebrafish line was a gift from Prof. Sheue-yann Cheng at the National Institute of Health (NIH) in the U.S.A. This transgenic line was generated by CRISPR/Cas9 technology and genotyped as previously described [49].

### Generation of *hif3a* zebrafish mutant line

*hif3a* mutant line was generated by CRISPR/Cas9 technology as we previously described [91–94]. We utilized three pre-designed single-guide RNAs (sgRNAs) available on CRISPRscan website [95]. These sgRNAs target exon 11, 12, and 13 of the *hif3a* gene (ENSDARG00000100826), respectively, covering the transactivation domain (N-TAD) (Supplementary Table S1). Three sgRNAs were synthesized by in vitro transcription using mMESSAGE mMACHINE™ SP6 Transcription Kit (Thermo Fisher Scientific, AM1340), according to manufacturer’s instructions, followed by the purification procedures using RNeasy MinElute Cleanup Kit (QIAGEN, #74204). Then, the purified sgRNAs were co-injected with Guide-it™ Recombinant Cas9 protein (Takara Bio, #632678) to WT zebrafish embryos at one-cell stage according to the previously published protocol [96]. In brief, 1 nL of solution containing Cas9 protein (400pg/nL) and mixed sgRNAs (total 200pg/nL) in a 2:1 ratio was prepared and injected with glass capillary. Injected embryos were raised to adulthood to serve as candidate founders (F0). For founder identification, F0 fishes were screened by T7E1 assay with PCR primers spanning from exon 9 to exon 15 to validate gene knockout as previously described (Supplementary Table 2) [93]. The identified founder was out-crossed with WT to obtain the F1 generation and the F1 zebrafish were raised to adulthood for breeding F2 generation. F1 fish were then screened for mutation by sanger sequencing to confirm sequences of mutated allele. F1 fish carrying the same mutated allele sequences were crossed to obtain F2 generation for heart injury experiments. *hif3a* mutant at F2 were genotyped with specifically designed PRC primers spanning from exon 11 to intron 13 (Supplementary Table 3).

### Cardiac injury experiments and sample collection

Ventricular amputation method was utilized to study heart regeneration in this study. The experimental procedures of ventricular amputation were performed as previously described [16, 97]. In brief, adult zebrafish at 4- to 6-month-old were anesthetized with 0.02% of Tricaine solution (Sigma-Aldrich, E15021) and subsequently transferred to a wet sponge with ventral side up. Zebrafish hearts were exposed by a small incision and ~ 20% of the ventricular apex was resected. Injured zebrafish were then returned to the aquarium system with fresh water and dry feed supplied. Uninjured zebrafish (as the control group) and injured zebrafish at designated time points were euthanized using an overdose of Tricaine solution (400–500 mg/L). Injured zones from injured zebrafish and ventricular apex from uninjured zebrafish were collected by micro-scissor and stored in TRIzol™ Reagent (Thermo Fisher Scientific, #15596026) for total RNA extraction and downstream experiments. Additionally, the entire injured hearts at 7 dpi, 15 dpi, and 30 dpi were collected and fixed for histological analysis of cell proliferation and fibrosis. Similarly, the entire ventricles from adult zebrafish, including WT, *thraa*^+/−^ mutants, and *thraa*^−/−^ mutants, were also collected in this study. Zebrafish ventricles were harvested using micro-scissors and stored in TRIzol™ Reagent. The ventricular tissue was homogenized in TRIzol™ Reagent with a micropestle for total RNA extraction and downstream experiments.

### Tissue RNA extraction and RT-qPCR

Ventricular tissue from at least five zebrafish was pooled together and served as one biological replicate. Total RNA was extracted from the pooled tissue collected in TRIzol™ Reagent as previously described [98]. At least 500 ng of extracted RNA was then reverse-transcribed with GoScript Reverse Transcription kit (Promega, #A5001) or EasyScript^®^ First-Strand cDNA Synthesis SuperMix (TransGen Biotech, AE301-02) according to the manufacturer’s instructions. RT-qPCR reactions were performed with at least 2 independent biological replicates and at least 3 technical replicates using TB Green Premix Ex Taq II (Tli RNase H Plus) (Takara Bio, RR82WR) or SYBR Green (Thermo Fisher Scientific, #25780) on QuantStudio™ 7 Flex Real-Time PCR System (Thermo Fisher Scientific) or the 7900HT Fast Real-Time PCR System (Thermo Fisher Scientific). The relative expression level of tested genes was normalized against *actb1* or *ef1a*. The sequences and information of RT-qPCR primers are listed in Supplementary Table 4.

### Histological staining and image analysis

To examine the histological structure of the zebrafish heart, we performed Masson’s trichrome and hematoxylin and eosin (H&E) staining for heart sections. The collected hearts were fixed in 4% paraformaldehyde (PFA) at 4 °C overnight and then dehydrated with increasing ethanol gradients. Dehydrated hearts were embedded in paraffin for sectioning. The embedded blocks were sectioned into 5 μm using a Rotary Microtome (Leica, RM2235) with a cooling head and MX35 Ultra™ Microtome blade (Epredia, #3053835).

For Masson’s trichrome staining studying fibrosis, de-hydrated slides were de-waxed with xylene and re-hydrated with decreasing ethanol gradients. Re-hydrated slides were immersed in staining solutions in the following order: Weigert’s iron hematoxylin for 10 min, Biebrich scarlet-acid fuchsin solution for 5 min, 1% of phosphomolybdic-phosphotungstic acid for 1 min, aniline blue solution for 5 min. Stained slides were dehydrated with increasing gradients of ethanol again, cleared in xylene, and finally mounted with mounting medium. Images were acquired by Axioscan 7 Microscope Slide Scanner (ZEISS). Measurement of the fibrotic area was conducted with ImageJ software (v.1.54d). To minimize variability in the fibrotic scar among individual hearts, we examined the slides batch by batch and selected those with the largest fibrotic area. For each biological replicate, at least eight sections were chosen to calculate the average fibrotic area. The averaged fibrotic area was then normalized to the entire ventricular area. Finally, at least five independent biological replicates were used in both *thraa* and *hif3a* experiments. To minimize potential bias, we avoided re-selecting sections or slides from the same sample for analysis, and personnel conducting image analysis were blinded to the genotypes of the samples.

For H&E staining studying cardiac structure, sectioned slides were de-waxed and re-hydrated, as mentioned above. Re-hydrated slides were immersed and stained in hematoxylin for 10 min and eosin for 1 min. Stained slides were dehydrated, cleared, and mounted following the procedures mentioned above. Images were acquired by ECLIPSE Ni-E upright light microscope (Nikon).

### Immunofluorescence staining and image analysis

De-hydrated slides were prepared, de-waxed, and rehydrated as described above. Re-hydrated slides were then immersed in citrate solution and microwaved for ~ 20 min for antigen retrieval. After that, the slides were fixed with 4% of PFA for ~ 15 min, washed with 1x PBS three times for ~ 5 min each, and permeabilized with 0.1% of Triton™ X-100 for ~ 10 min (Sigma Aldrich, T8787). Permeabilized slides were subsequently blocked in 4% of normal goat serum for 1 h. Serum-blocked slides were incubated with primary antibodies prepared in blocking solution, including mouse anti-α-actinin (Santa Cruz Biotechnology, sc-166524, 1:500 dilution), rabbit anti-phospho-histone H3 (Cell Signaling Technology, #3377, 1:500 dilution), at 4 °C overnight. Incubated slides were washed with 1x PBS-Tween 20 three times for ~ 5 min each. Slides were incubated with corresponding secondary antibodies, including goat anti-mouse IgG Alexa Fluor 488 (Thermo Fisher Scientific, A32723, 1:1000 dilution) and goat anti-rabbit IgG Alexa Fluor 555 (Thermo Fisher Scientific, A32732, 1:1000 dilution). After incubating with secondary antibodies, slides were washed with 1x PBS-Tween 20 three times for ~ 5 min each and then incubated with DAPI (Sigma Aldrich, #28718-90-3, 1 µg/ml) at room temperature for ~ 15 min before mounting. Images of IF-stained slides were acquired by TCS SP8 confocal microscope (Leica). Measurement of CM proliferative rate was conducted with ImageJ software (v.1.54d). In brief, a 200 μm × 200 μm square (area: 40,000 μm²) was first defined as the quantification area at the injury site on each section to standardize the analysis area. Then, the α-actinin signal indicating myocardium was used to identify CMs and non-CMs; only α-actinin^+^ cells were counted as CMs. The DAPI marker was used to confirm the true cellular identity of the signal. pHH3^+^ DAPI^+^ CMs were counted and normalized to DAPI^+^ only CMs in the same α-actinin^+^ field. Only sections with over 200 cm counted were considered, and at least 6 sections were counted in each individual heart. Three independent biological replicates were used in this experiment. To minimize potential bias, we avoided re-selecting sections or slides from the same sample for analysis, and personnel conducting image analysis were blinded to the genotypes of the samples.

### EdU assay, staining, and image analysis

Before EdU staining, injured zebrafish were intraperitoneally injected with EdU (Thermo Fisher Scientific, A10044, 15 µL of 100 mM per animal) daily for three days starting from 5 dpi. Zebrafish hearts were collected at 7 dpi and fixed in 4% PFA at 4 °C overnight. Heart section slides were prepared as described above, including dehydration, embedding, sectioning, and antigen retrieval. Sectioned slides were then incubated with Alexa Fluor 647 Azide (Thermo Fisher Scientific, A10277) according to the manufacturer’s instructions. Slides were counterstained with primary antibody for α-actinin, secondary antibody for fluorescence signal and DAPI as described above. The procedures for acquiring IF-stained images and quantification of proliferating CMs are the same as above; EdU^+^ DAPI^+^ CMs were measured as proliferating CMs. Three independent biological replicates were used in this experiment.

### Bulk RNA-Seq and bioinformatic analysis

Two biological replicates of extracted RNA were prepared for each time point and genotype. Extracted RNA was sent to Novogene Ltd. (Beijing, China) for library construction and bulk RNA sequencing. Constructed libraries were sequenced on NovaSeq 6000 PE150 system, and ~ 6 GB of raw data was collected from each sample.

QC and adapters trimming were performed by Trim Galore (v.0.6.10) and aligned with the reference genome of zebrafish (Genome assembly of *Danio Rerio*: GRCz11) using STAR (v2.7.9) [99, 100]. The output files in BAM format were passed to RSEM (v1.3.3) for quantifying transcripts [101]. DESeq2 (v1.42.0) was used for differential expression analysis [102]. In the heart development study, genes with|log2FC| ≥ 0.585 and an adjusted *p*-value < 0.05 were considered differentially expressed genes (DEGs). In contrast, for the heart regeneration study, genes with|log2FC| ≥ 1 and an adjusted *p*-value < 0.05 were considered as DEGs. Enrichment of Gene Ontology (GO), pathway analysis, motif analysis, ligand-receptor interaction, protein-protein interaction network (PPI), and Gene Set Enrichments Analysis (GSEA) were conducted by clusterProfiler (v.4.10.0), HOMER (v4.11), DanioTalk (v.2.0.1), STRING database, and GSEA software (v.4.1.0) [103–107]. Mitochondrial and metabolic genes used in this study were referred from the mitoXplorer 2.0 database [57].

### In vivo electrocardiogram (ECG) of adult zebrafish

Electrocardiogram (ECG) was performed on uninjured and injured adult zebrafish using the iWorx IX-100 F Zebrafish ECG Recording and Analysis System. Adult zebrafish were anesthetized in 0.02% of Tricaine for 4 to 6 min until the equilibrium and muscle tone were lost. Anesthetized zebrafish were then placed on the provided plastic holder with the ventral side up. ECG lead electrodes with electrode gel were placed onto zebrafish skin at the location of heart. The positioning of the electrodes was adjusted until an ECG signal was observed. For data acquisition, the ECG signal was recorded for at least 1 min. The collected data was then analyzed using the LabScribe software (v.24.0) (iWorx Inc). Filtered signals from every five cycles were analyzed using the default settings of the software. Mean values of cycles of individual zebrafish were presented. Data sets from WT were repeatedly used in the *thraa* and *hif3a* experiments.

### Statistical analysis

Statistical analyses were performed in GraphPad Prism (v.5.0). Statistical significance was calculated by unpaired Student’s *t*-test, unpaired *t*-test with Welch’s test, log-rank test, or one-way ANOVA followed by post-hoc Bonferroni correction as indicated in the figures. Error bars in figures indicate mean ± s.e.m.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

Supplementary Material 12

Supplementary Material 13

Supplementary Material 14

Supplementary Material 15

Supplementary Material 16

Supplementary Material 17

Supplementary Material 18

Supplementary Material 19

Supplementary Material 20

Supplementary Material 21

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository. Raw sequencing and processed data were deposited at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282482.

# Supplementary material for: Knockout of thyroid hormone receptor alpha a (thraa) enhances cardiac regeneration in zebrafish through metabolic and hypoxic regulation
**Source:** Cell Commun Signal. 2025 Jul 16;23:340. doi: 10.1186/s12964-025-02350-5
**Supplement:** Supplementary file 15 — Supplementary Material 15

Table S1. Sequences of sgRNAs for generating *hif3a* zebrafish mutant line

| **Targeted exon** | **Locus** | **Strand** | **Target sequences** |
| --- | --- | --- | --- |
| 11 | 15:25508677-25508700 | - | GAGGAGAGCCTAACCCCGAAAGG |
| 12 | 15:25508480-25508503 | - | GAGTGAAATAACACCACCTTTGG |
| 13 | 15:25507878-25507901 | + | GAGCAGAAGCTGGTCCTCTATGG |

# Supplementary material for: Knockout of thyroid hormone receptor alpha a (thraa) enhances cardiac regeneration in zebrafish through metabolic and hypoxic regulation
**Source:** Cell Commun Signal. 2025 Jul 16;23:340. doi: 10.1186/s12964-025-02350-5
**Supplement:** Supplementary file 16 — Supplementary Material 16

Table S2. Sequences of PCR primers for screening *hif3a* zebrafish founders (F0)

| **Direction** | **Primer sequences (5’ to 3’)** |
| --- | --- |
| F | GCAGCACTGCCAAACTCTTC |
| R | TCCTCCTGTGTTTTGTGCGT |

# Supplementary material for: Knockout of thyroid hormone receptor alpha a (thraa) enhances cardiac regeneration in zebrafish through metabolic and hypoxic regulation
**Source:** Cell Commun Signal. 2025 Jul 16;23:340. doi: 10.1186/s12964-025-02350-5
**Supplement:** Supplementary file 17 — Supplementary Material 17

Table S3. Sequences of PCR primers for genotyping *hif3a* zebrafish mutant

| **Direction** | **Primer sequences (5’ to 3’)** | **Ratio** |
| --- | --- | --- |
| F | ATGGAGATGGAAGGAGTGGAGA | 0.5 |
| F | TTGGCTGCTAGATGGGACAAG | 0.5 |
| R | TTGCACCTTCACATCGTTTTGATT | 1 |

# Supplementary material for: Knockout of thyroid hormone receptor alpha a (thraa) enhances cardiac regeneration in zebrafish through metabolic and hypoxic regulation
**Source:** Cell Commun Signal. 2025 Jul 16;23:340. doi: 10.1186/s12964-025-02350-5
**Supplement:** Supplementary file 18 — Supplementary Material 18

Table S4.List of RT-qPCR primers

- The pair of *ef1a* primers, used as a reference, was only employed in the experiment of Supplementary Figure S8B.
- Two pairs of *hif3a* primers were used in this manuscript. The first pair of *hif3a* primers was used in the experiment for Figure 6B. The second pair of *hif3a* primers was used in the experiment of Supplementary Figure S8B.

# Supplementary material for: Knockout of thyroid hormone receptor alpha a (thraa) enhances cardiac regeneration in zebrafish through metabolic and hypoxic regulation
**Source:** Cell Commun Signal. 2025 Jul 16;23:340. doi: 10.1186/s12964-025-02350-5
**Supplement:** Supplementary file 21 — Supplementary Material 21

Supplementary Figure S1

**C**

**B**

**A**

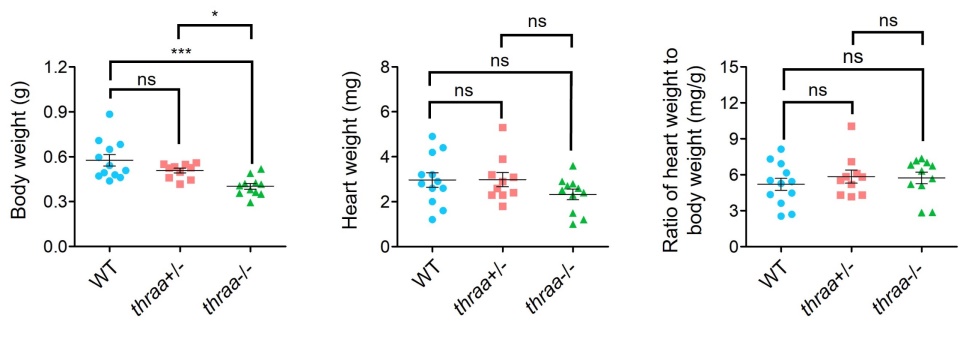

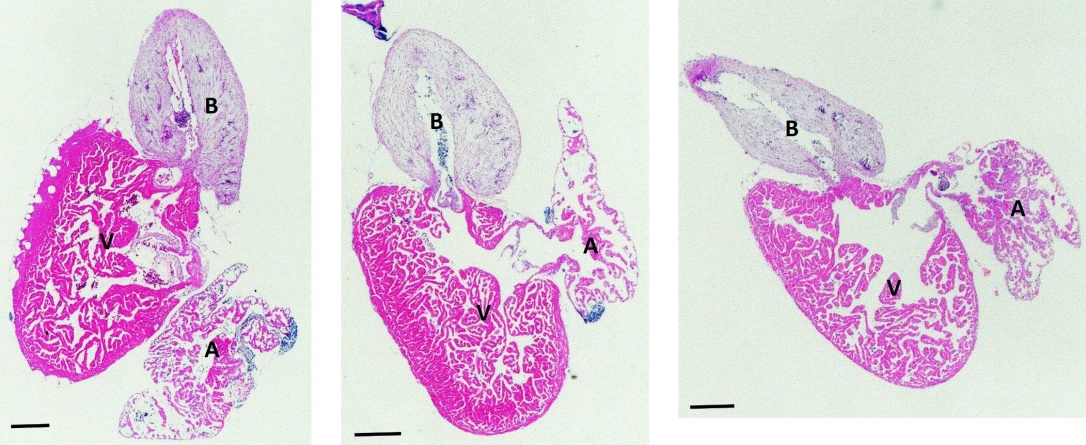

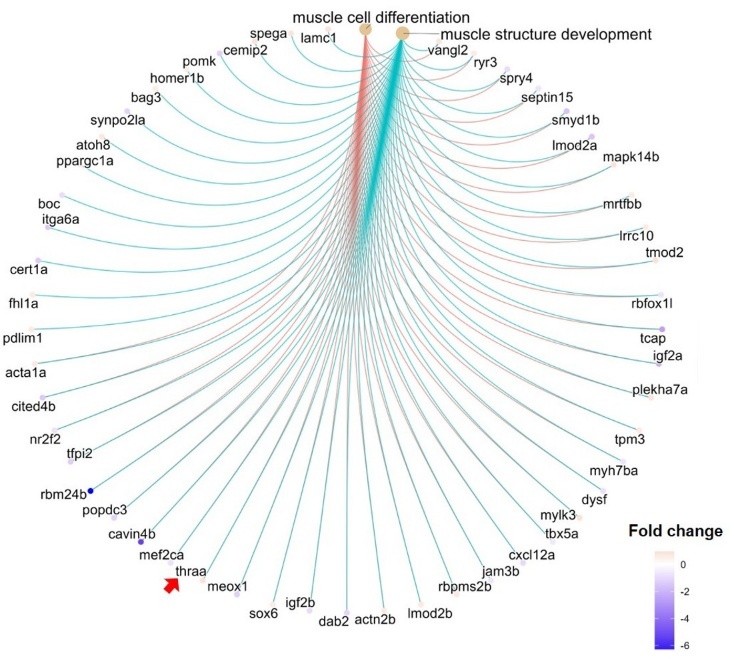

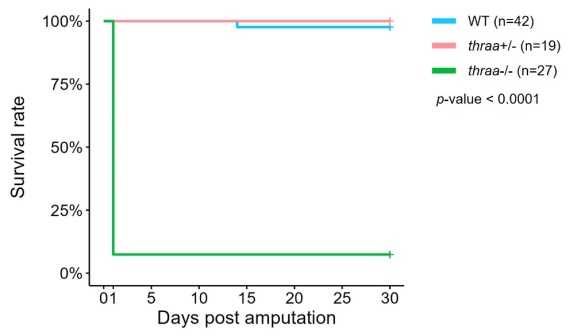

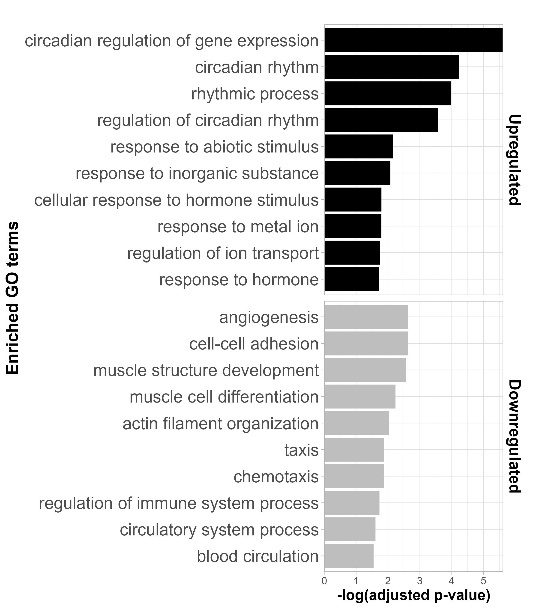

**D**

**E**

**F**

**H**

**G**

**I**

Supplementary Figure S1. Knockout of *thraa* leads to developmental defect and differential response to heart injury.

**A-C)** Measurements of the physiological parameters in adult WT and *thraa* mutants. Body weight **A)**, heart weight **B)**, and ratio of body weight to heart weight **C)**. *n* = 12 (WT), 10 (*thraa*^+/−^ mutants) and 11 (*thraa*^−/−^ mutants). Results are shown in mean ± s.e.m;
ns, *P* > 0.05; * *P* < 0.05; *** *P* < 0.001 by one-way ANOVA followed by Bonferroni’s test.

**D-F)** H&E staining of uninjured heart sections from adult WT and *thraa* mutants, including WT **D)**, *thraa*^+/−^ mutants **E)**, and *thraa*^−/−^ mutants **F)**. A, atrium; V, ventricle; BA, bulbus arteriosus. Scale bar, 500 µm.

**G)** Enriched GO terms in upregulated (upper panel) and downregulated (lower panel) DEGs by *thraa*^−/−^ mutants vs. WT.

**H)** Circular net plot shows DEGs in selected enriched GO terms related to muscle development. Dot color indicates the fold change of DEGs by *thraa*^−/−^ mutants vs. WT.

**I)** Survival curves of WT and *thraa* mutants after cardiac surgery. *n* = 42 (WT), 19 (*thraa*^+/−^ mutants) and 27 (*thraa*^−/−^ mutants). Statistical significance of survival rate was calculated by log-rank test.

Supplementary Figure S2

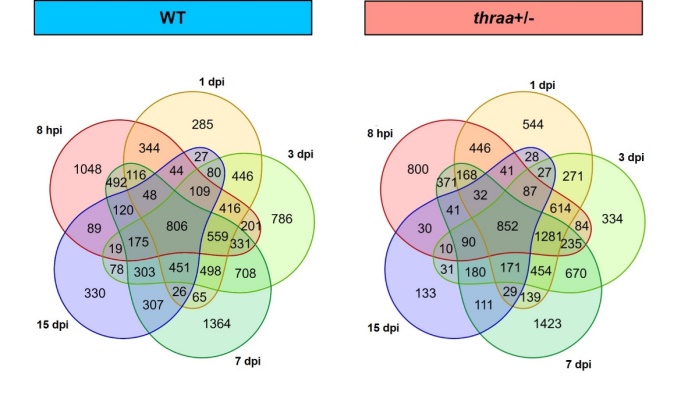

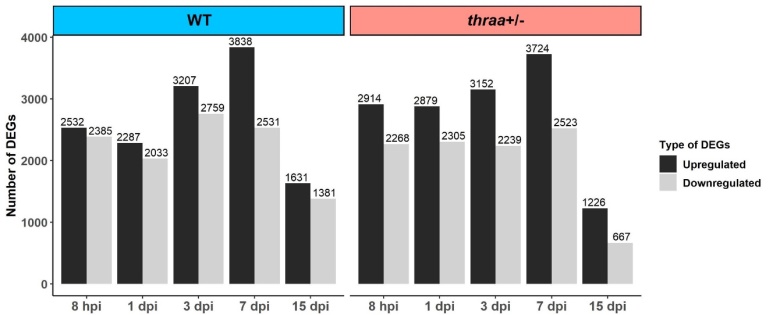

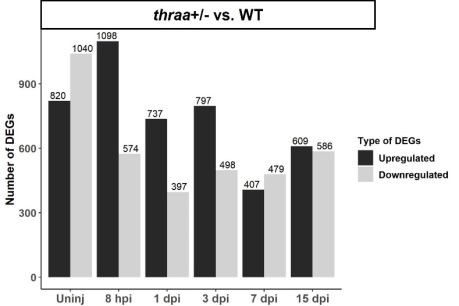

**B**

**C**

**A**

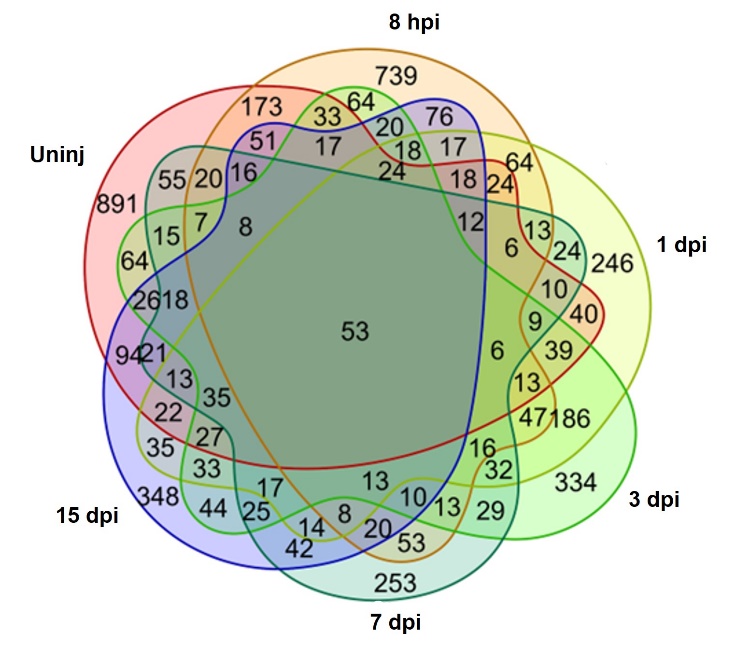

**D**

Supplementary Figure S2. Statistics of the DEGs identified in both WT and *thraa*^+/−^ mutants.

1. Bar plot shows the statistics of identified DEGs obtained from both WT and *thraa^+/−^* mutants through time-course analysis.
2. Venn diagrams of DEGs obtained from both WT and *thraa^+/−^* mutants through time-course analysis.
3. Bar plot shows the statistics of identified DEGs obtained by *thraa*^+/−^ mutants vs. WT (per-time point analysis).
4. Venn diagram of DEGs obtained by *thraa*^+/−^ mutants vs. WT (per-time point analysis).

Supplementary Figure S3

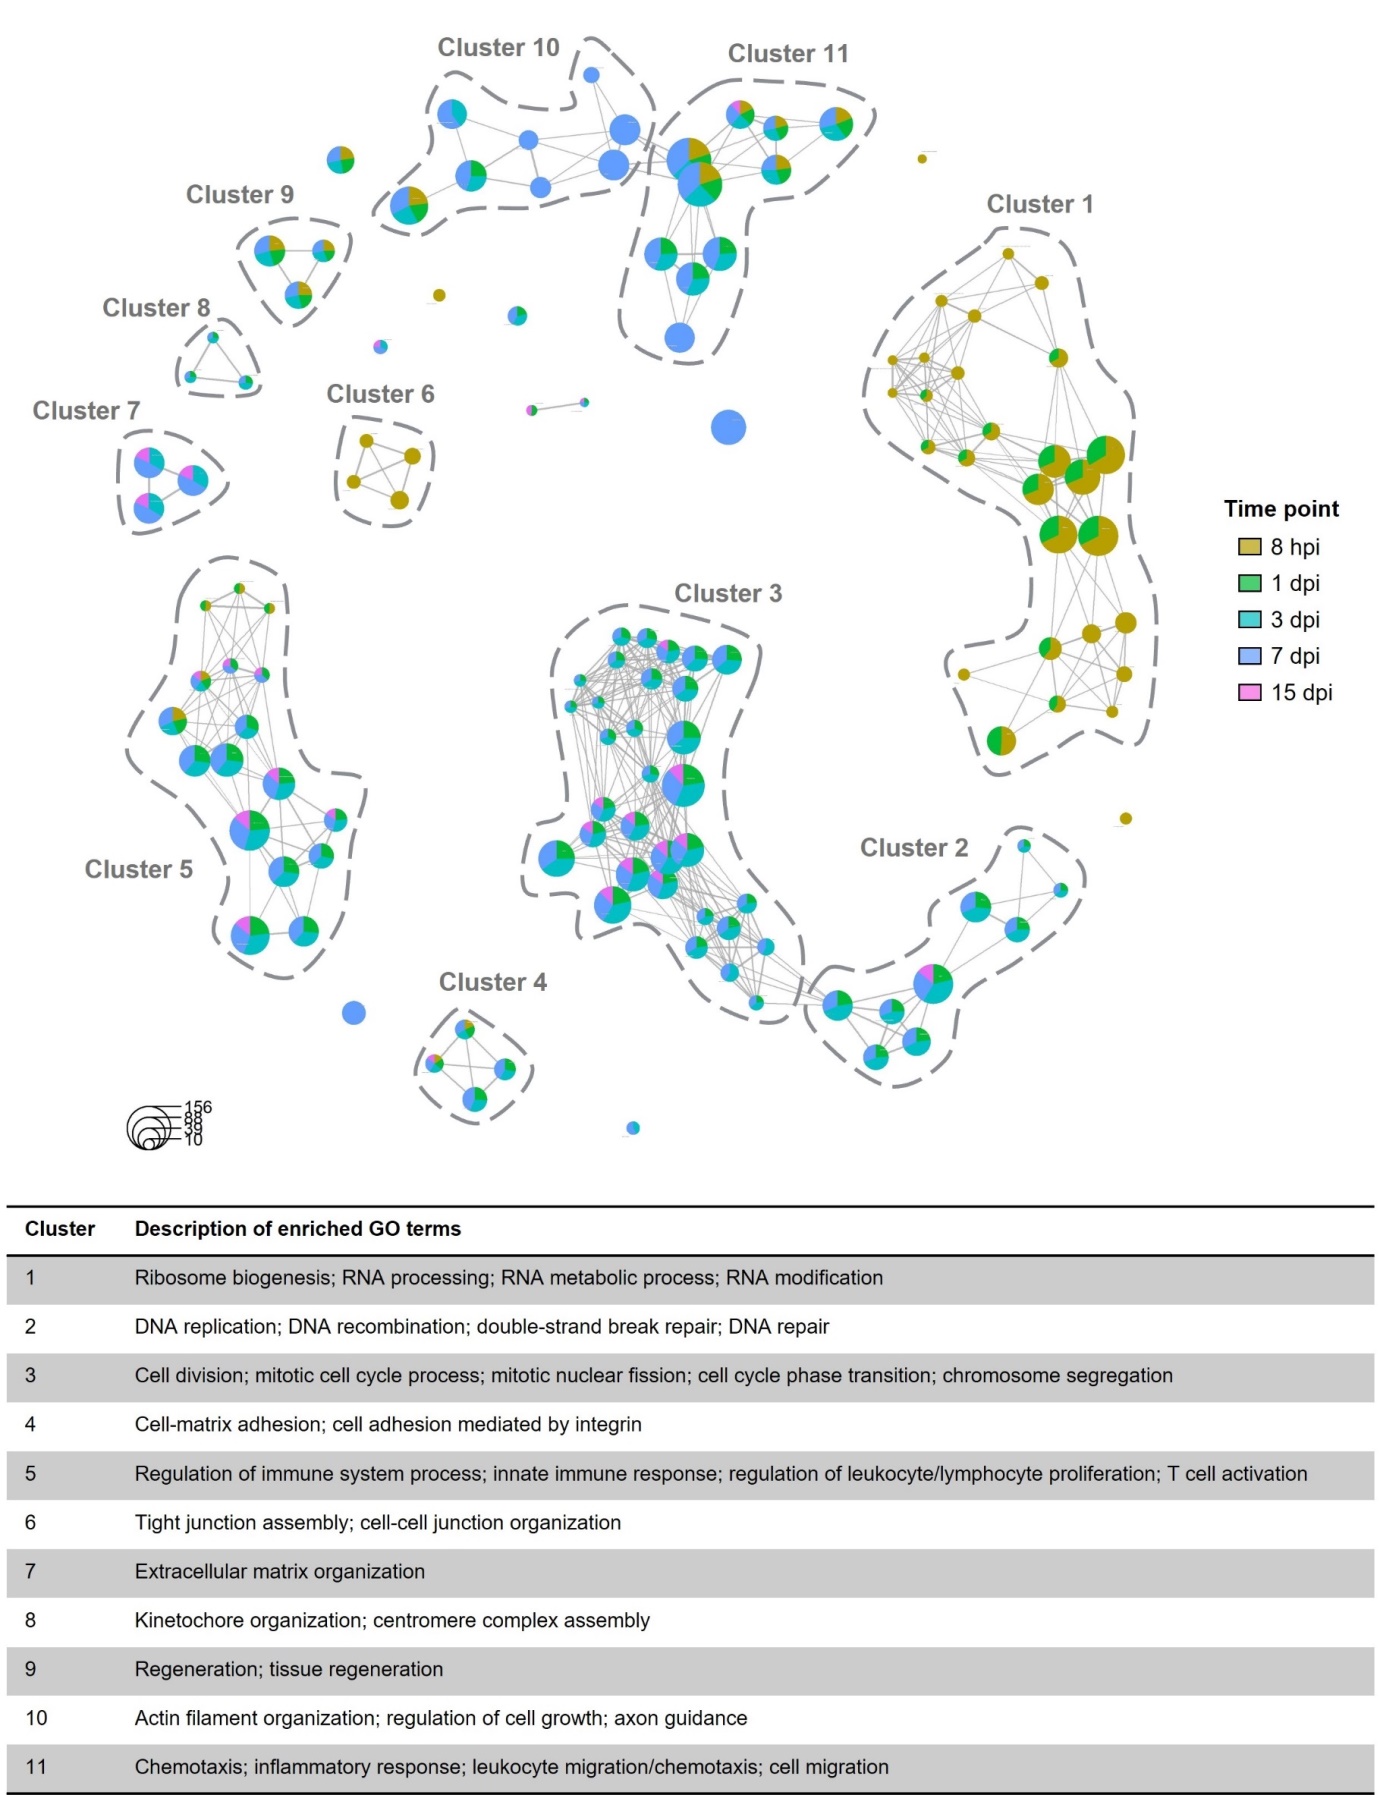

**Upregulated GO terms in biological process in WT**

**A**

Supplementary Figure S3

**B**

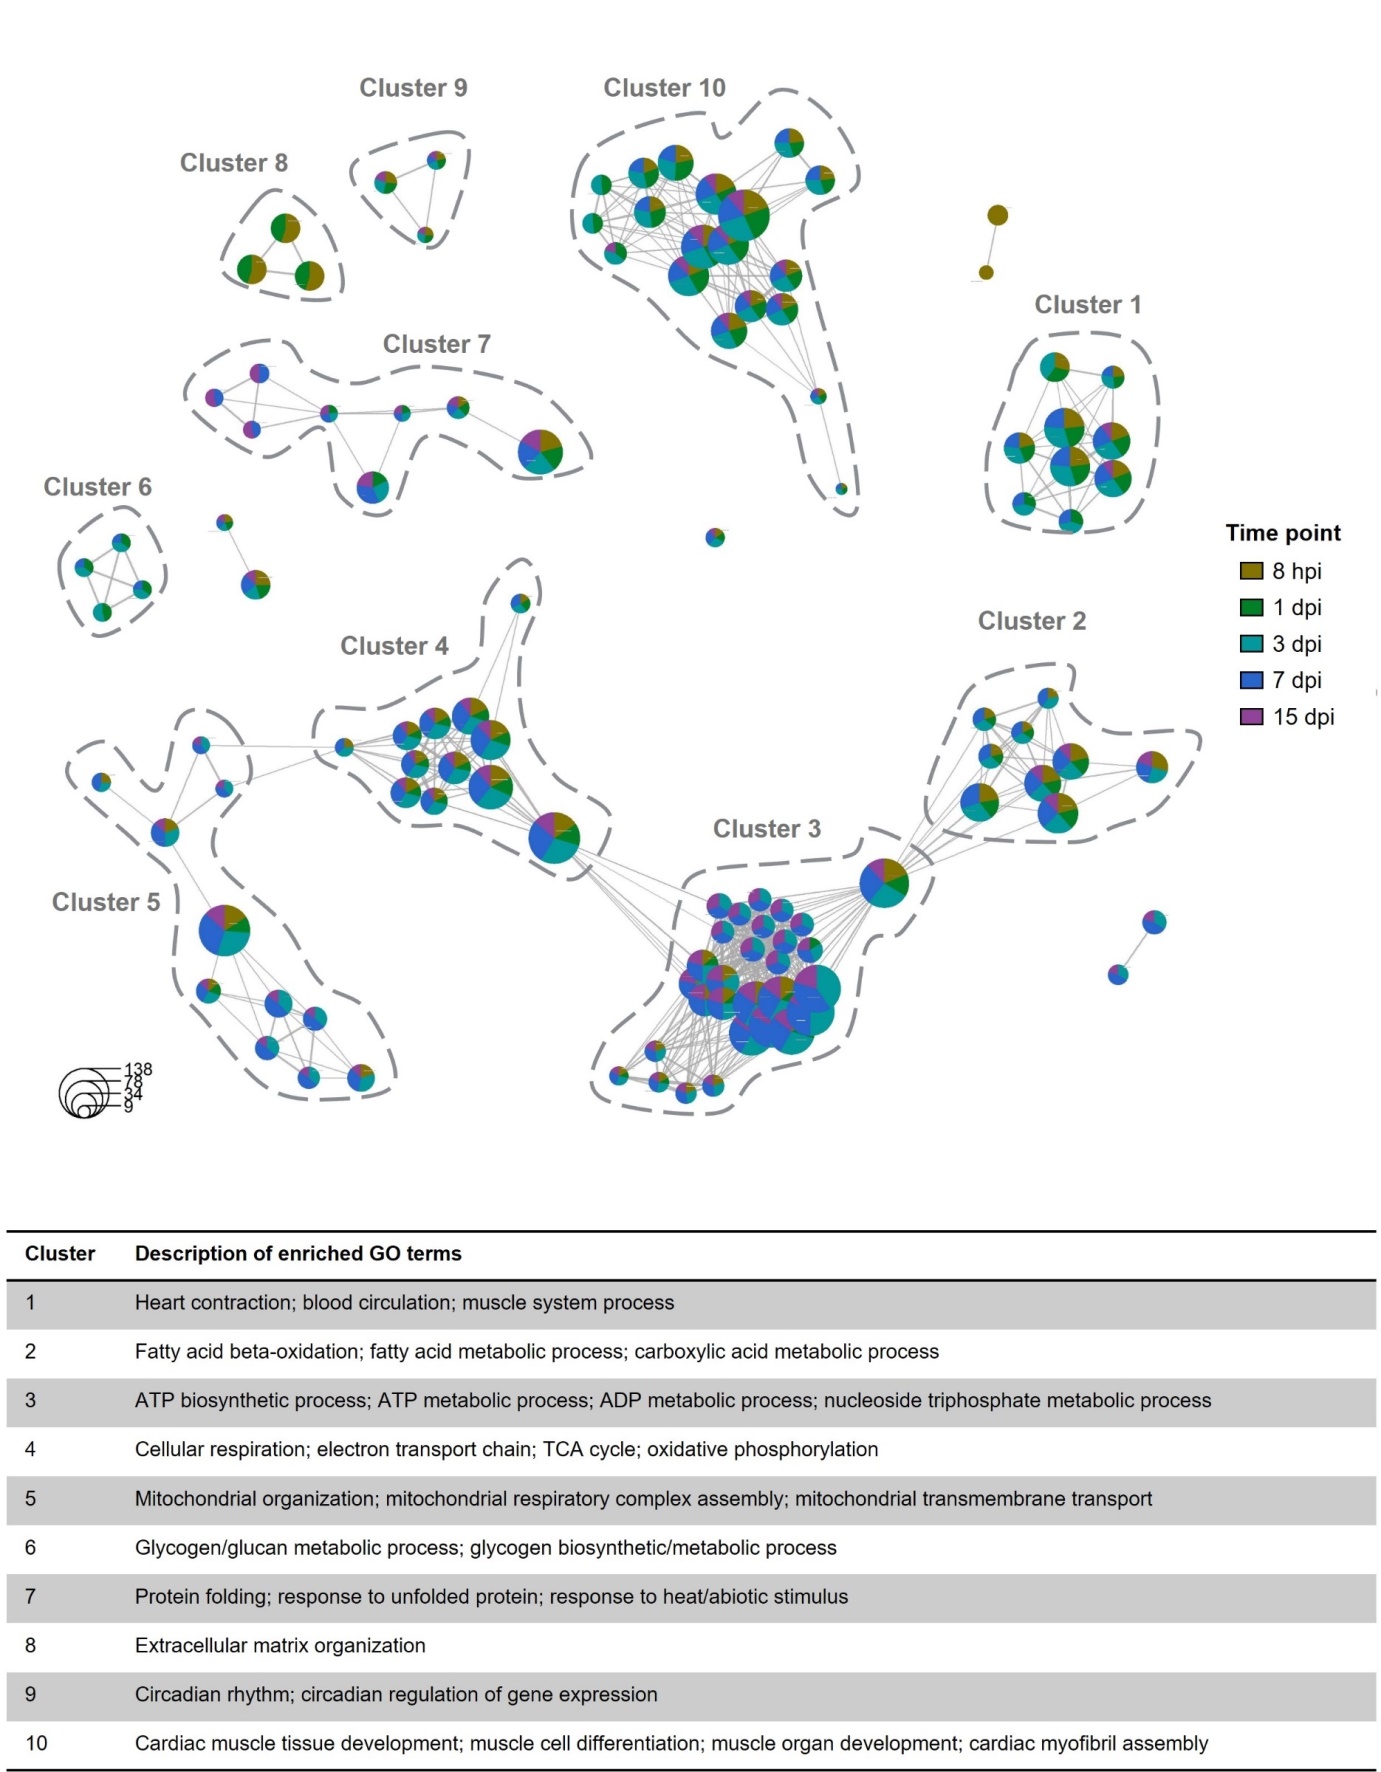

Supplementary Figure S3
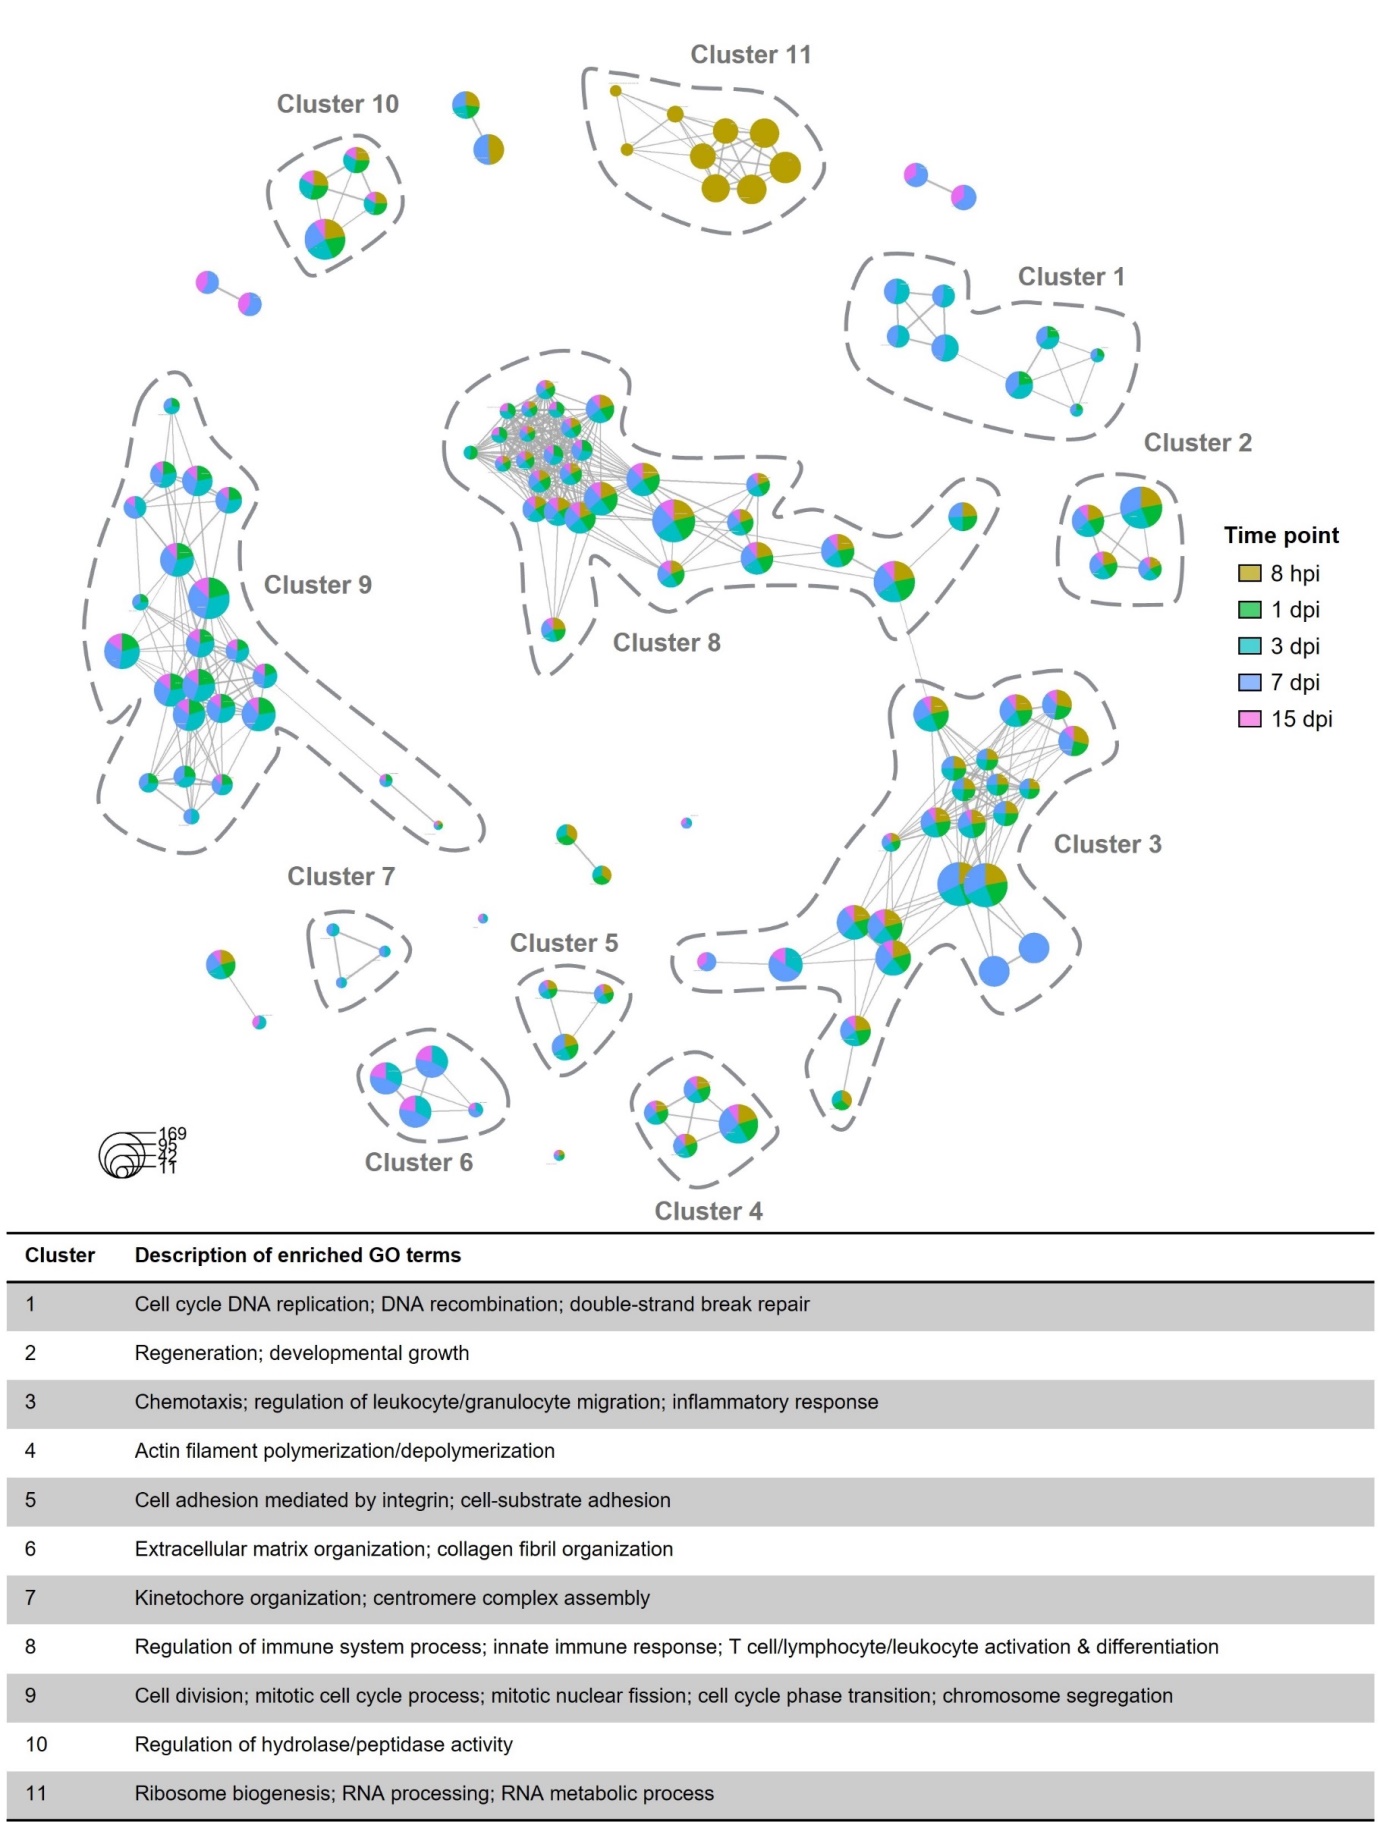

**C**

Supplementary Figure S3

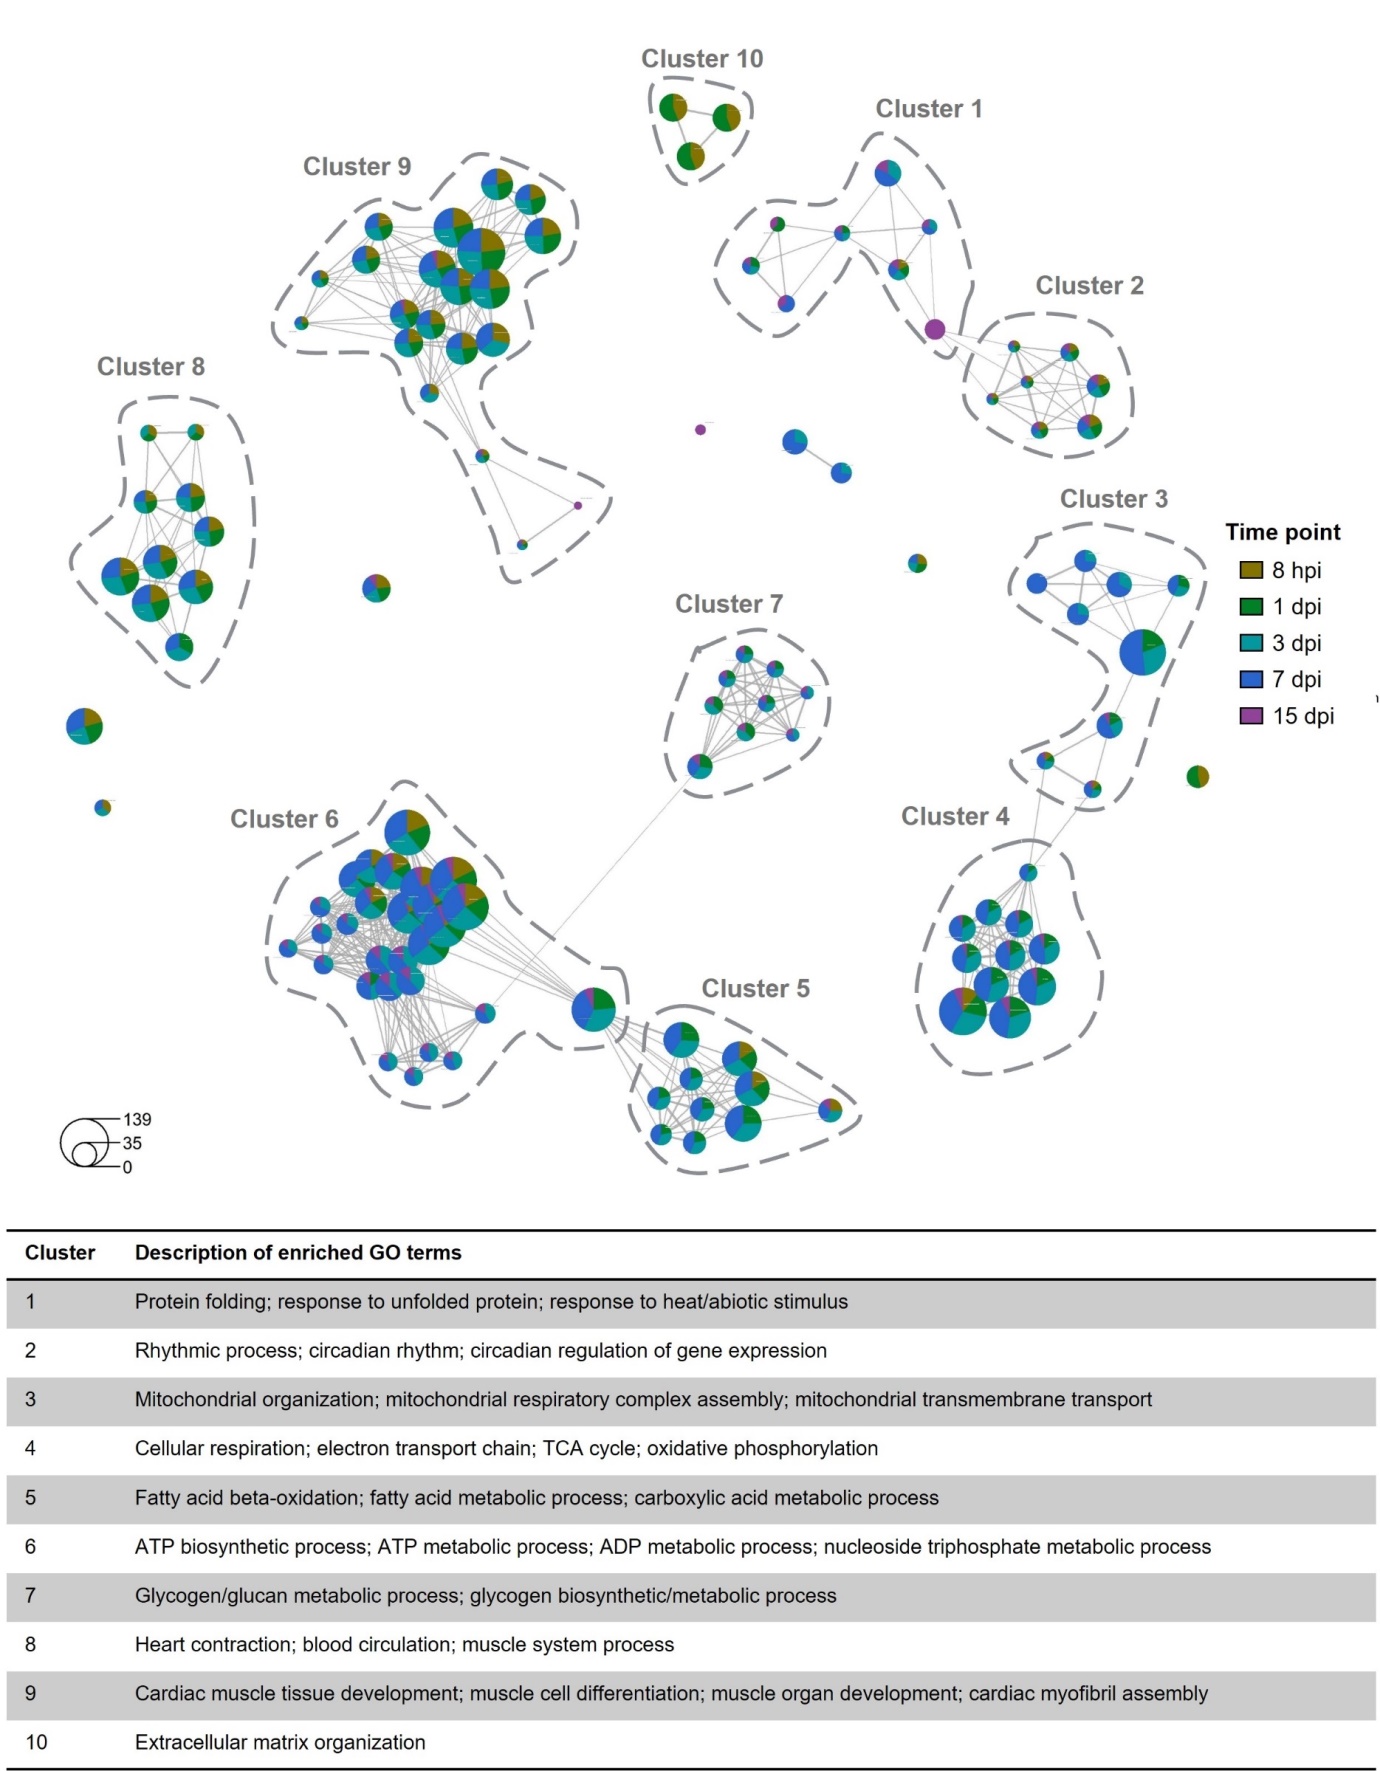

**D**

Supplementary Figure S3. GO term enrichment analysis of both WT and *thraa*^+/−^ mutants.

**A-D)** Clustering of enriched GO terms in biological processes of both WT and *thraa^+/−^* mutants through time-course analysis. Enriched GO terms for upregulated **A)** and downregulated **B)** DEGs in WT, and upregulated **C)** and downregulated **D)** DEGs in *thraa*^+/−^ mutants. Enriched GO terms (adjusted *p*-value < 0.05) are clustered according to their similarities and described in the table below. The circle size indicates the number of genes in each GO term; slices in the pie chart represent the ratio of genes.

Supplementary Figure S4

**A**

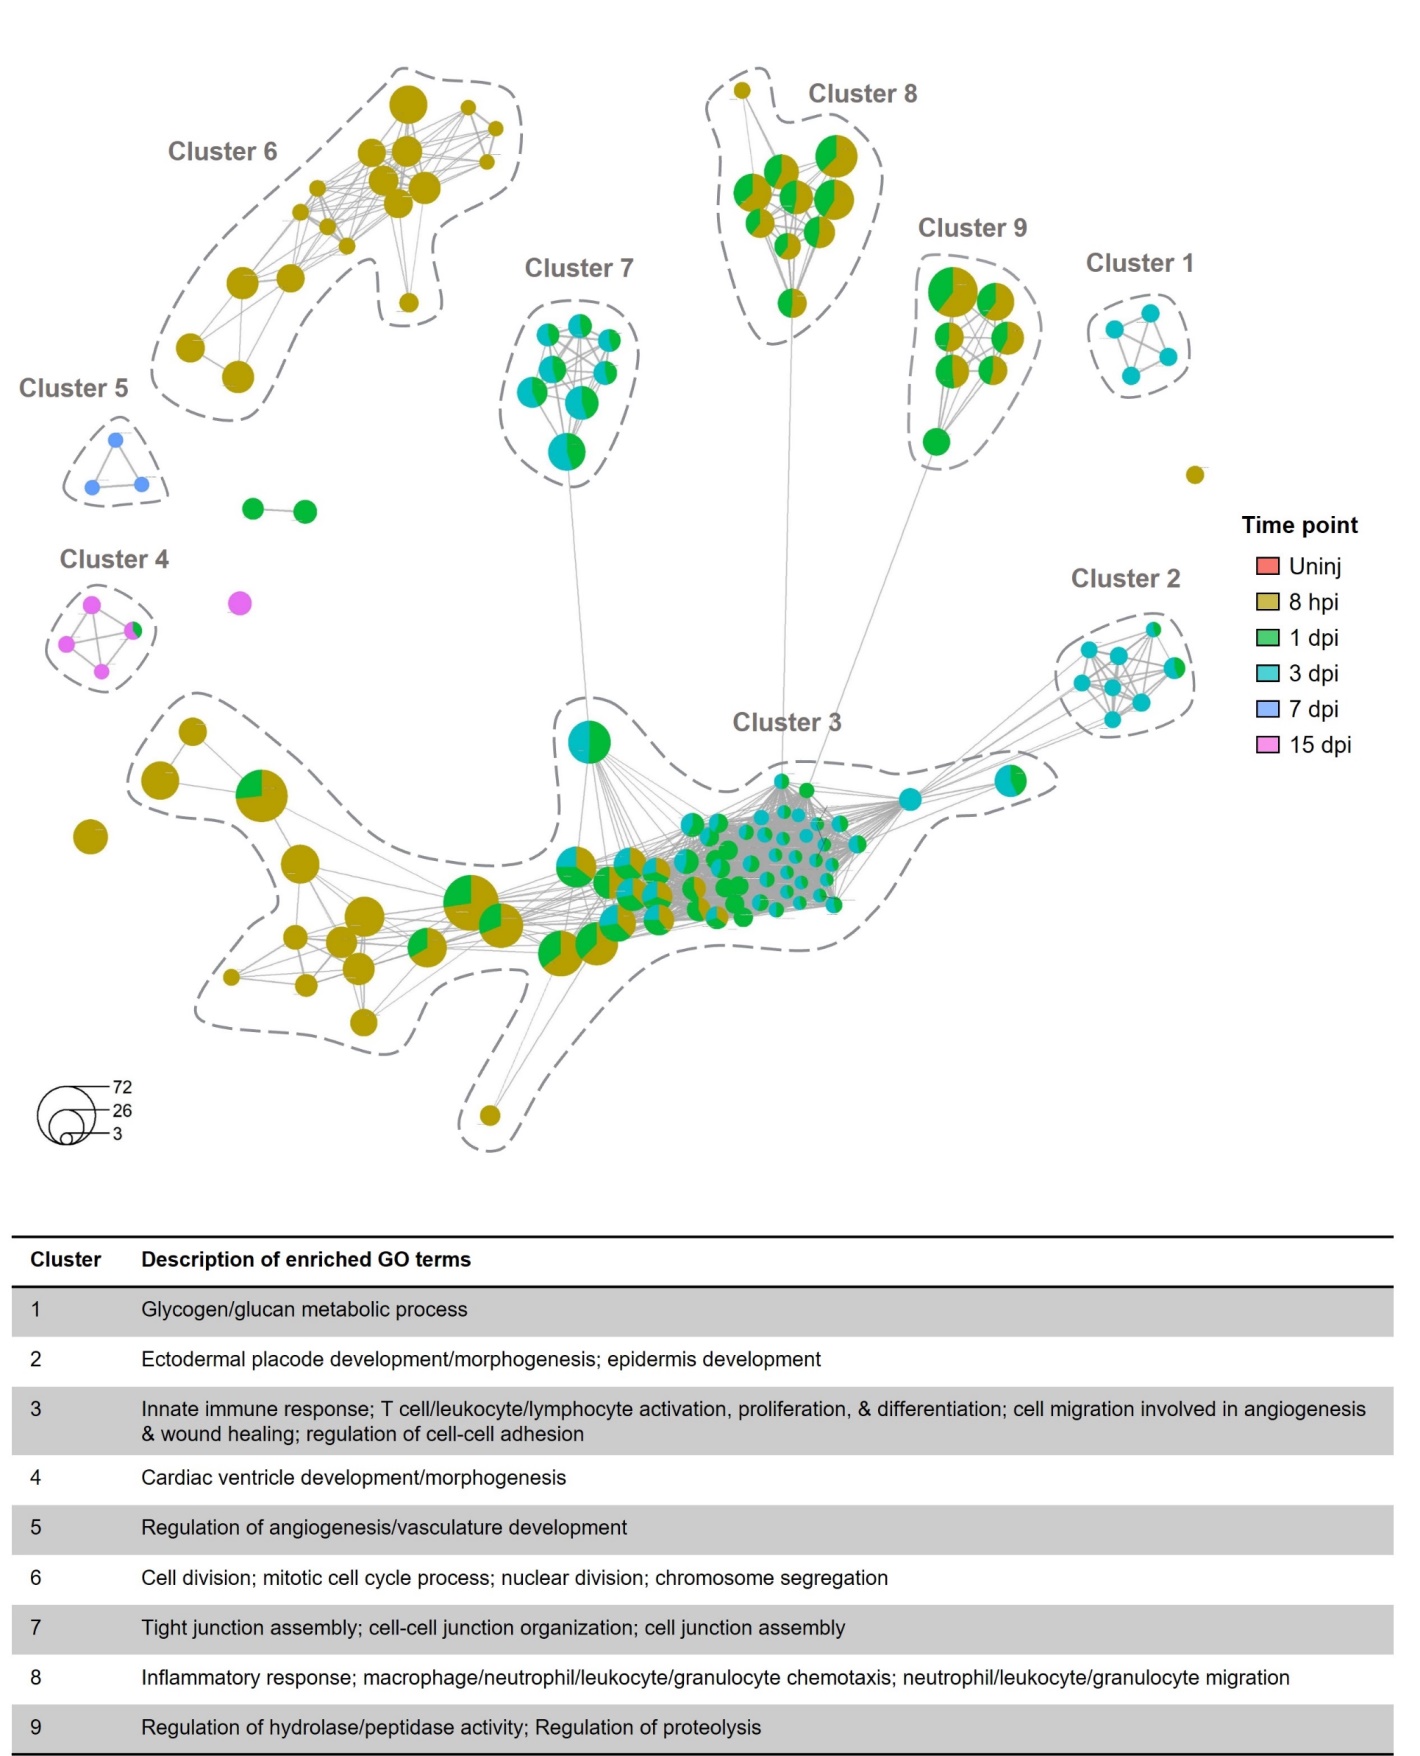

Supplementary Figure S4

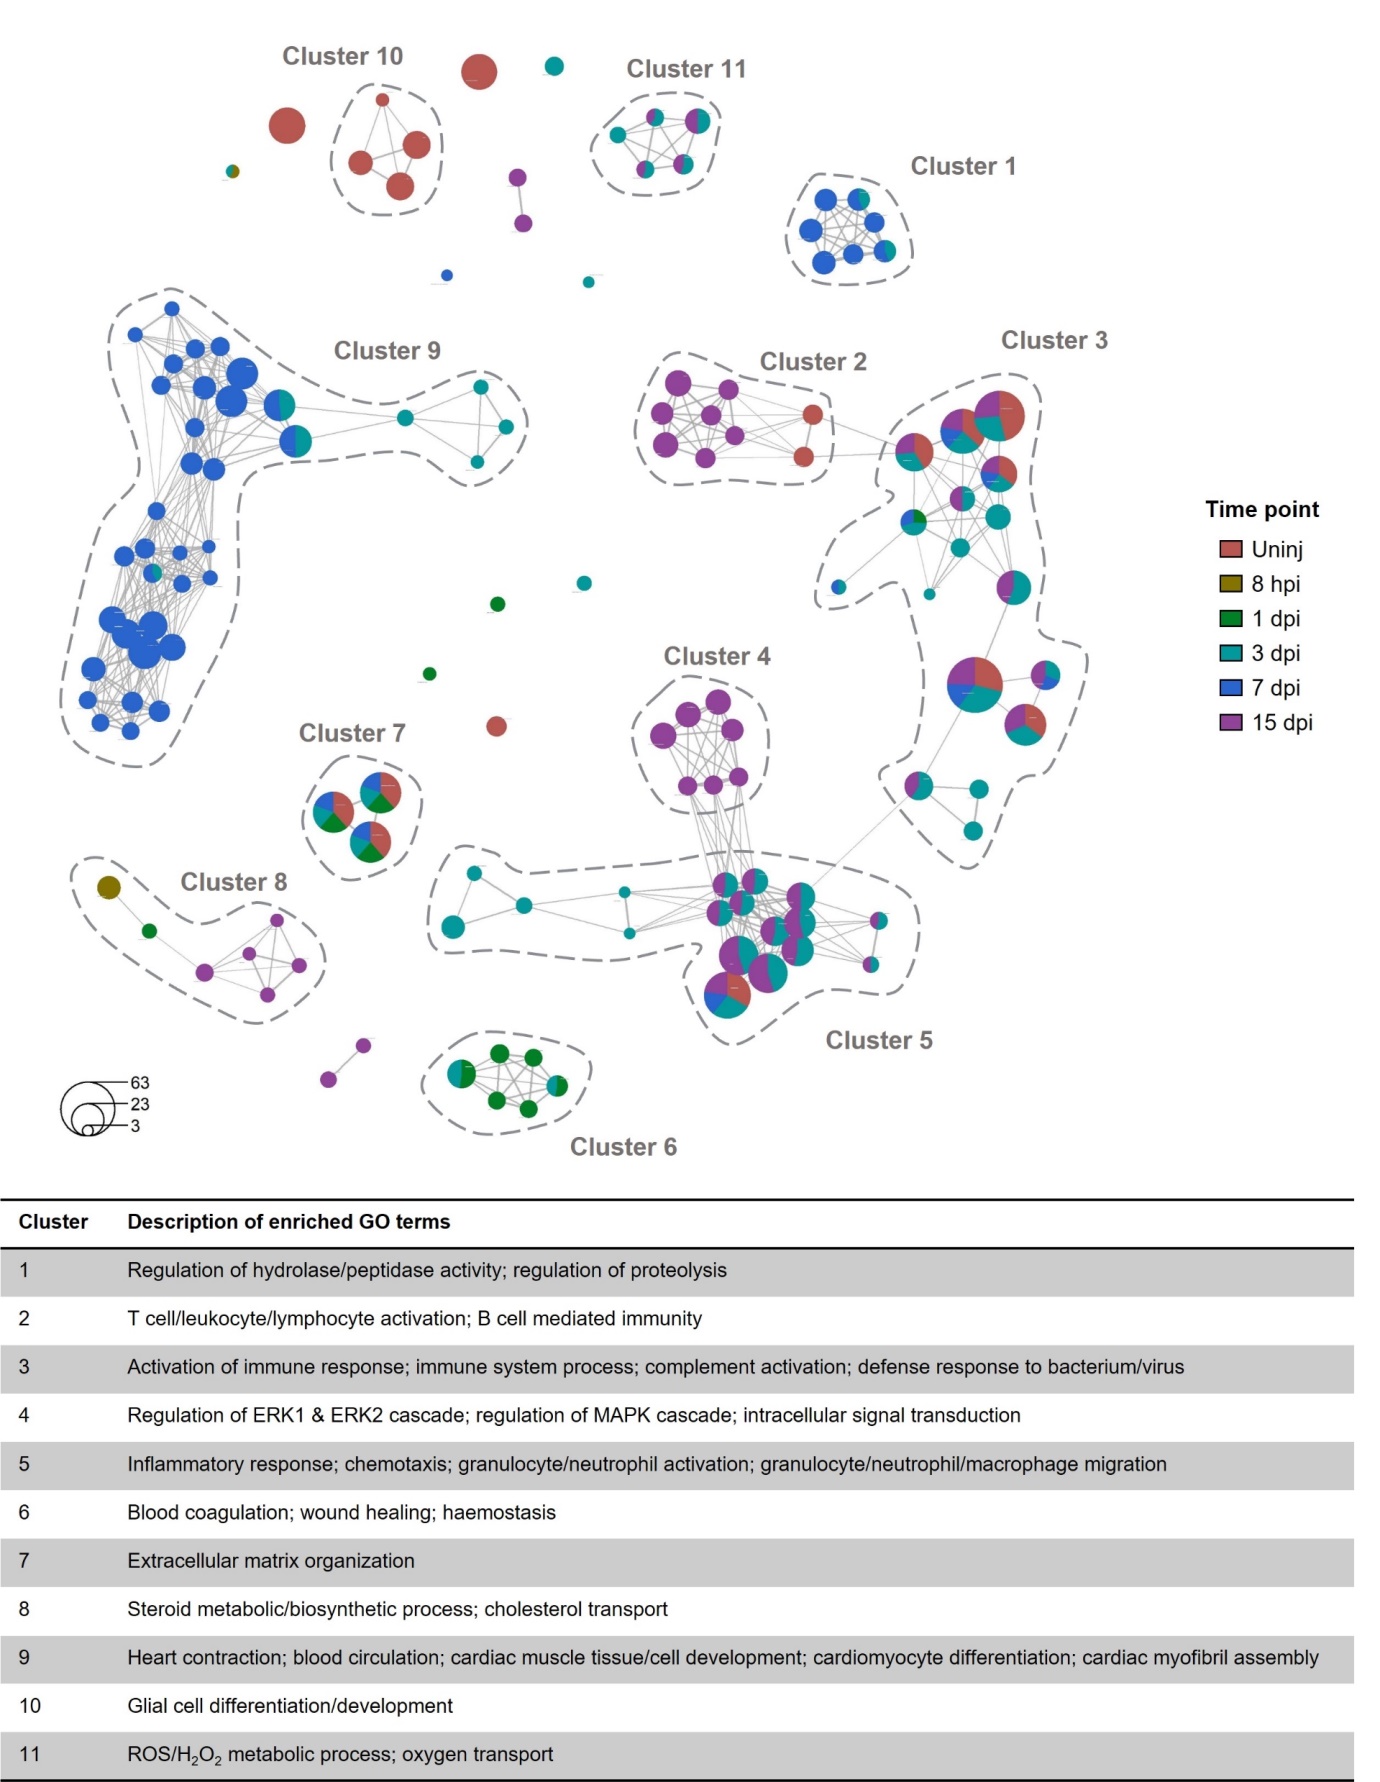

**B**

Supplementary Figure S4. GO term enrichment analysis by *thraa*^+/−^ mutants vs. WT.

**A-B)** Clustering of enriched GO terms in biological processes for upregulated **A)** and downregulated **B)** DEGs by *thraa^+/−^* mutants vs. WT. Enriched GO terms (adjusted
*p*-value < 0.05) are clustered according to their similarities and described in the table below. The circle size indicates the number of genes in each GO term; slices in the pie chart represent the ratio of genes.

Supplementary Figure S5

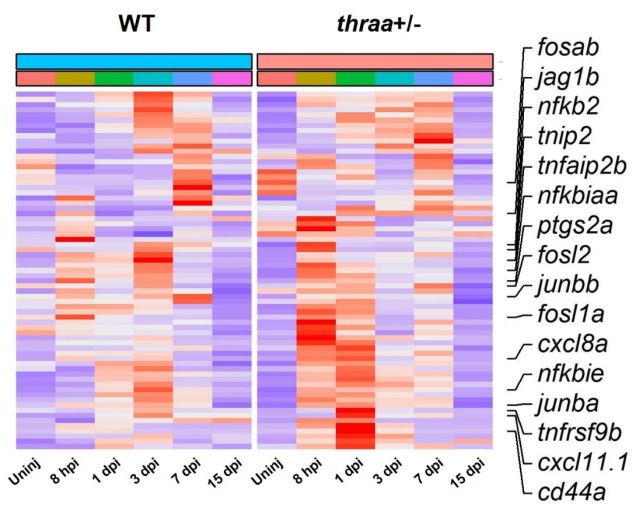

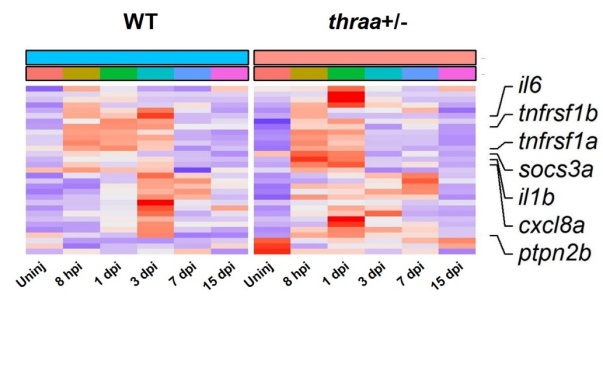

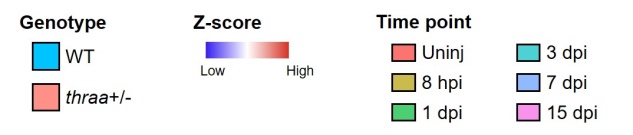

**A**

**B**

Supplementary Figure S5. Heatmaps of significantly upregulated HALLMARK gene sets in inflammatory response.

**A-B)** Heatmaps show the expression of HALLMARK gene sets in TNFα signaling via NF- κB **A**) and IL-6/JAK/STAT3 signaling **B**).

Supplementary Figure S6
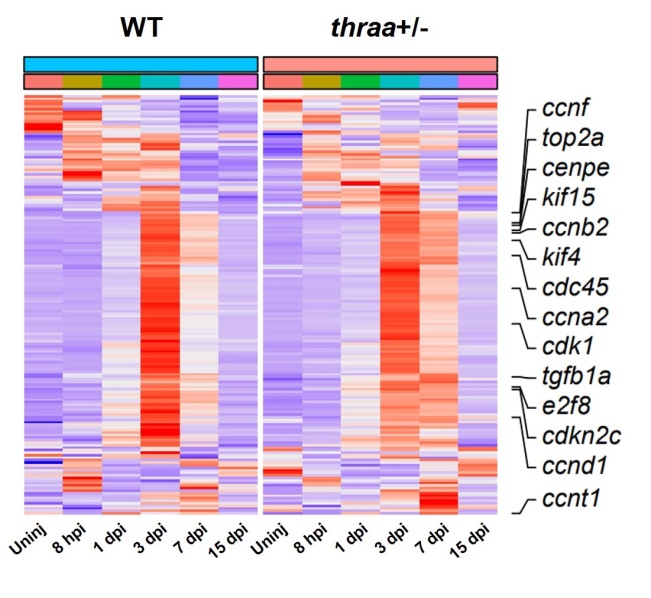

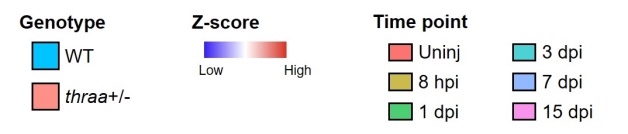

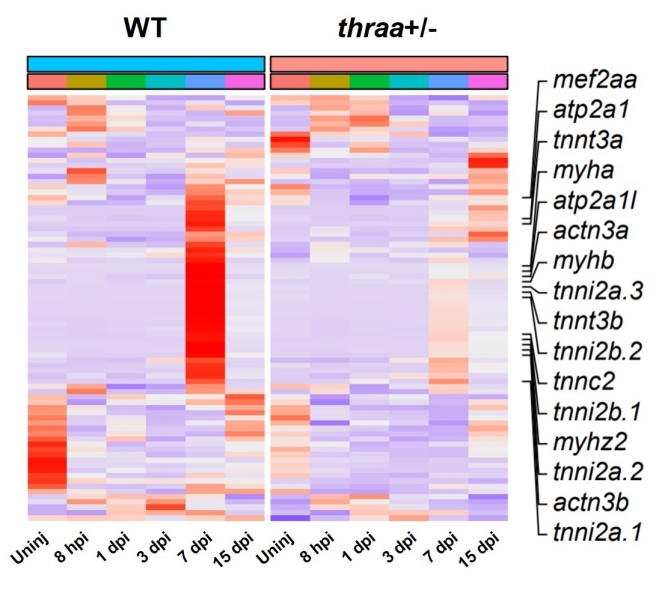

**B**

**A**

Supplementary Figure S6. Heatmaps of significantly altered HALLMARK gene sets at 7 dpi.

**A-B)** Heatmaps show the expression of genes in GSEA as shown in Fig. 3B and 4B. Genes belonged to G2M and E2F gene sets **A)**, and myogenesis **B)** are shown.

Supplementary Figure S7

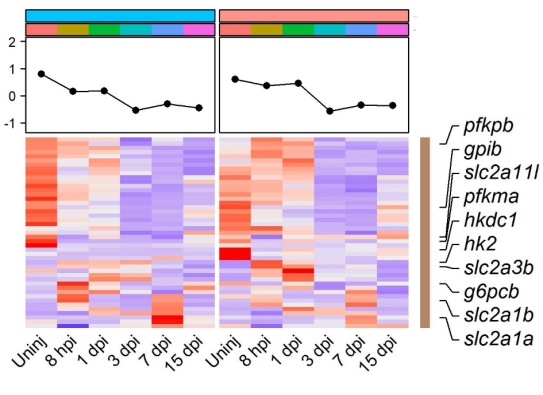

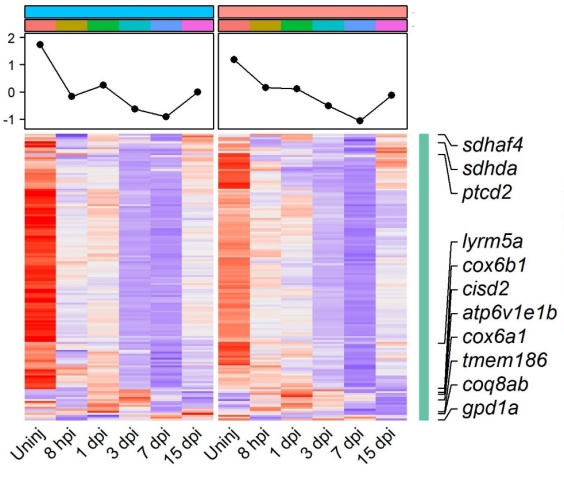

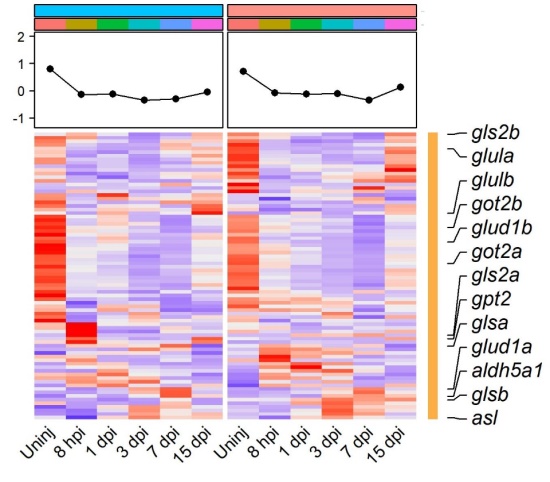

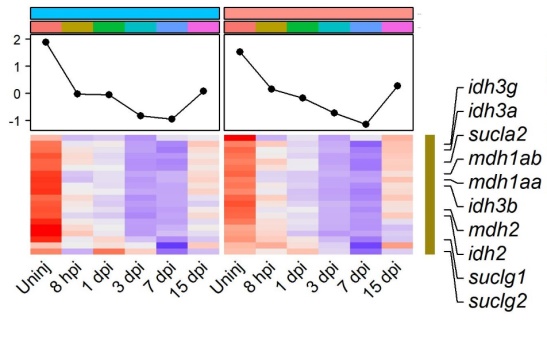

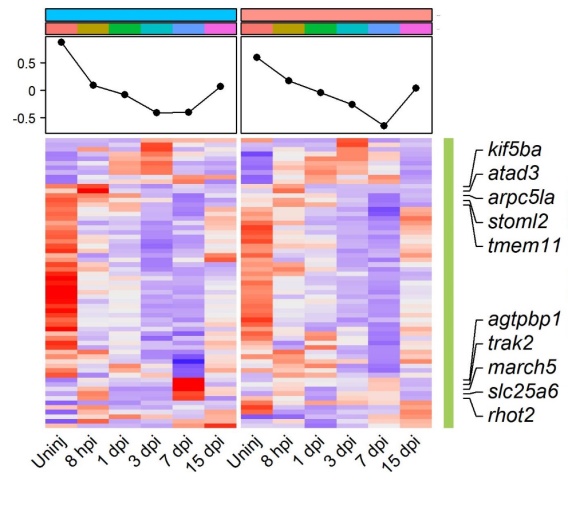

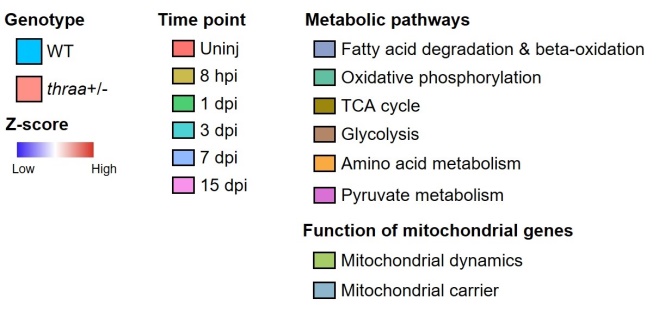

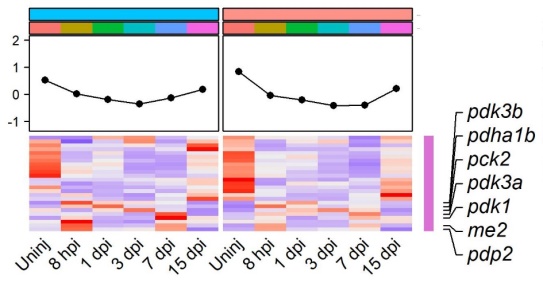

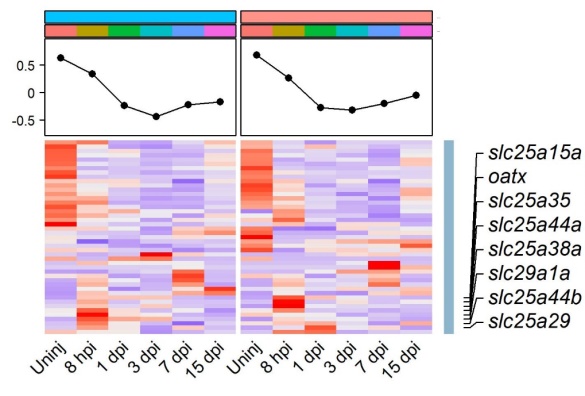

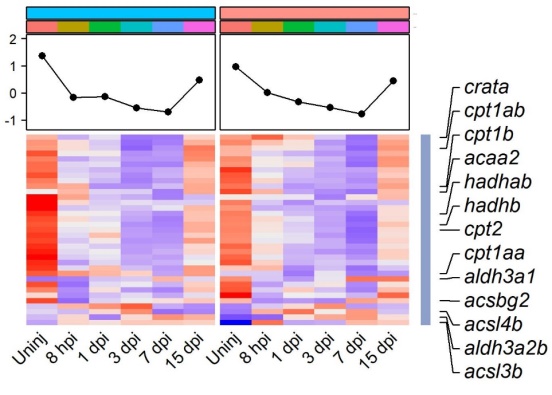

**B**

**D**

**C**

**E**

**G**

**F**

**H**

**A**

Supplementary Figure S7. The expression dynamics of metabolic and mitochondrial genes.

**A-H)** Heatmaps show the expression of genes in fatty acid degradation & beta oxidation (FAO) **A)**, oxidative phosphorylation (OXPHOS) **B)**, TCA cycle **C)**, glycolysis **D)**, amino acid metabolism **E)**, pyruvate metabolism **F)**, mitochondrial dynamics **G)**, and mitochondrial carrier **H)** as shown in Fig. 5A and 5B.

Supplementary Figure S8

**B**

**A**

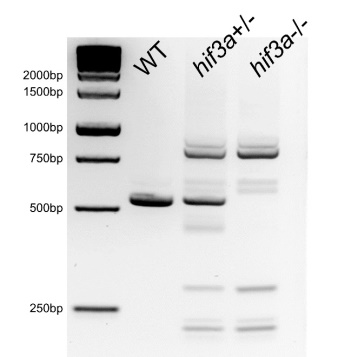

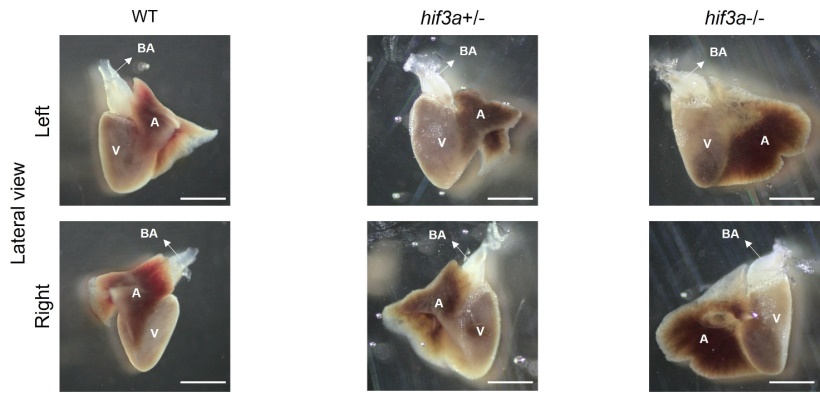

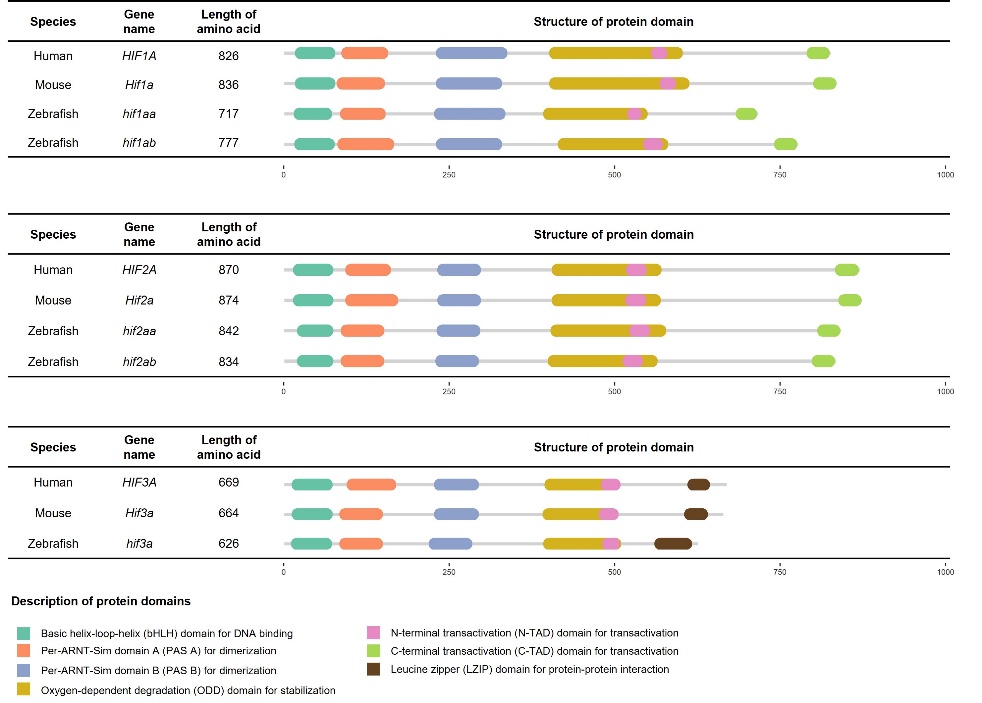

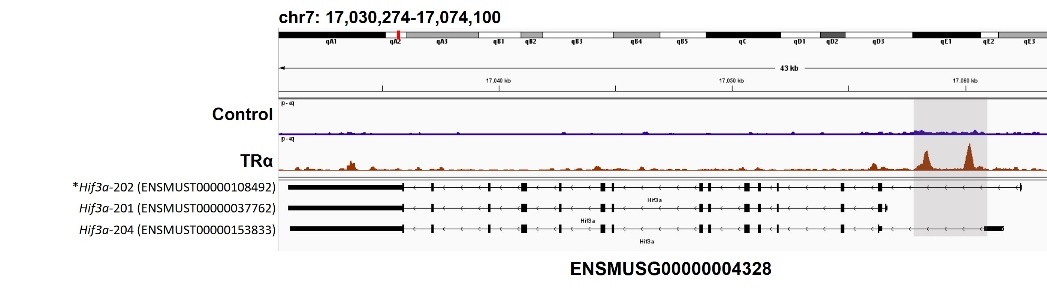

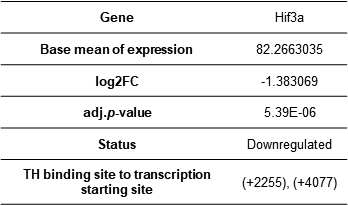

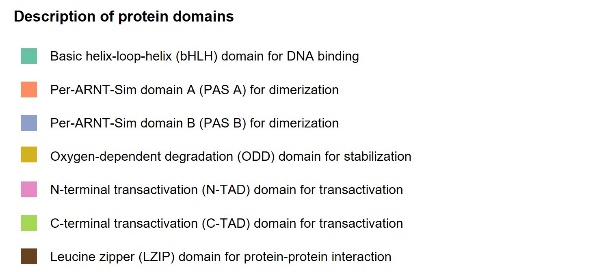

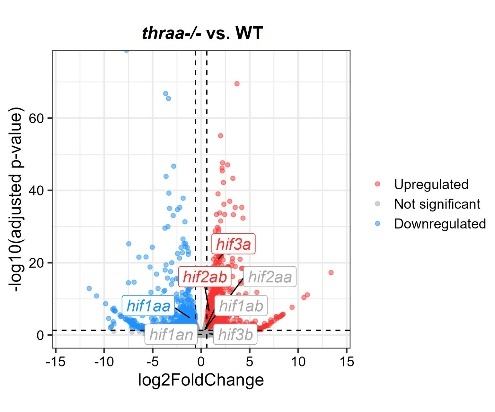

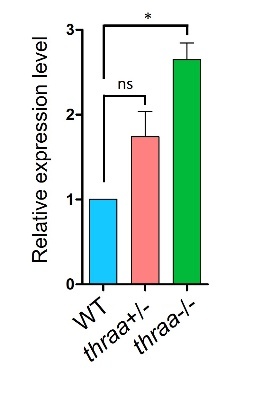

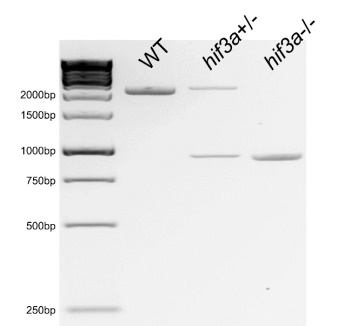

**G**

**H**

**I**

**F**

**C**

**D**

**E**

Supplementary Figure S8. Transcriptional regulation of HIFs and generation of *hif3a* KO model.

1. Volcan plot shows the DEGs in adult zebrafish heart by *thraa*^−/−^ mutants vs. WT. HIF genes are labelled in the plot.
2. RT-qPCR analysis of *hif3a* in adult zebrafish heart. *n* = 2 for WT, *thraa*^+/−^ mutants and *thraa*^−/−^ mutants. Results are shown in mean ± s.e.m; ns, *P* > 0.05; * *P* < 0.05. Statistical significance was calculated by two-tailed unpaired Student’s *t*-test.
3. Captured Integrated Genome Viewer (IGV) image of ChIP-Seq data illustrating the binding of TRα to *Hif3a* gene in mouse heart (*M. musculus*). ChIP-Seq data is obtained from GSE125414. Enriched binding region of TRα is highlighted in grey. *Hif3a*-202*: Ensembl canonical transcript. The table shows the detailed result of *Hif3a* in the ChIP-Seq data set.
4. Schematic diagram of protein domain structure of HIFα proteins in different species.
5. Representative image of genotyping results in *hif3a* mutant zebrafish using DNA. DNA spanning from exon 10 to exon 14 of *hif3a* was amplified. 1,127 bp is deleted in *hif3a* KO model. WT: 2,021 bp; *hif3a* mutant: 894 bp.
6. Representative image of genotyping results in *hif3a* mutant zebrafish using mRNA. Extracted mRNA spanning from exon 10 to exon 14 of *hif3a* was amplified. KO mutants show disrupted mRNA splicing in *hif3a* leading to mis-spliced transcripts.

**G-I)** Whole-mount images show the external appearance of adult WT **G)**, *hif3a*^+/−^ mutants **H)**, and *hif3a*^−/−^ mutants **I)**. A, atrium; V, ventricle; BA, bulbus arteriosus. Scale bar, 1 mm.

How the deposited data were processed for this re-analysis (not part of the article)

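RNA from zebrafish hearts was sequenced in 2 experiments. The time course holds 24 libraries in 12 groups of 2, from WT and *thraa*+/- hearts without injury and at 8 h, 1, 3, 7 and 15 days after resection of the ventricular apex. The whole-heart experiment holds 4 uninjured libraries, 2 from WT and 2 labelled *thraa*-/-. For each library, tissue from at least 5 fish of 4 to 6 months was pooled. Conditions were taken from the sample labels and the paper. The labels of the time course call the mutant fish only knockouts, and their genotype as heterozygotes is taken from the paper. No library was left out.

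The authors trimmed the reads, of 150 bases and paired, aligned them to GRCz11 with STAR and ran RSEM, and they deposited expected counts per gene without normalization. The release of the annotation is not stated in the paper's text. The authors also deposited RSEM's transcripts per kilobase, scaled to a common total (TPM), which the software scales within each library for gene length and depth, and which were used here only as an alternative. The expected count was not a whole number for between 5.1% and 7.2% of the listed genes in a time-course library. In a whole-heart library the share of genes was 5.7% to 6.3%. Such values arise as RSEM divides reads between genes. The values were rounded to whole counts. Each gene is listed by its Ensembl identifier, 32520 in all, and 29201 of them had a symbol in the annotation. Where paralogs share a symbol, each identifier is reported separately. A listed symbol shared by several identifiers entered its list with each of them.

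Total counts per library ranged from 13692204 to 18775025 in the time course and from 13656671 to 16532401 in the whole hearts. The variation between the 2 libraries of a group was between 1.88 and 23.9 times that of counting alone in the time course, with the largest values at 8 hpi. A group whose libraries all held 3 counts or fewer, the upper 95% limit that a count of 0 allows, was treated as at the limit of detection, and folds against it are lower bounds.

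Differential expression was computed in R 4.3.3 with edgeR 4.0.16, with filterByExpr, TMM normalization and the robust quasi-likelihood fit, on 17837 genes in the time course, where the 12 groups were fitted together, and on 15793 genes in the whole hearts. Each time point was compared with the uninjured group of its genotype, *thraa*+/- with WT at each of the 6 time points, the injury response of *thraa*+/- with that of WT as an interaction, and *thraa*-/- with WT. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes of each comparison. The paper's cutoffs were used, an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 in the time course and 0.585 in the whole hearts. With 2 libraries per group, no exact permutation test can reach 0.05, so no p-value rests on the libraries of a single gene alone.

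Lists of genes were tested with camera from limma 3.58.1 on log2 CPM, computed with a prior count of 2, with a correlation between genes of 0.01, for lists with at least 5 tested genes: 50 in the time course and 48 in the whole hearts. P-values were adjusted within each family of tests, which held 250 for each genotype over time, 300 between the genotypes, 250 for the difference in response and 48 in the whole hearts. The lists came from the paper's supplementary files and figures, where only part of some tables was at hand, and from marker genes written down without reference to these samples: leukocyte, cell cycle, cardiomyocyte, skeletal muscle, circadian clock, erythrocyte, liver and skin genes. The GO and Hallmark collections that the paper used were not available, so its enrichment scores were not computed. The level of a list in a library is the mean z score of log2 CPM of its genes over the 24 libraries. Medians of families of genes with a common symbol, principal components of log2 CPM and distances between group centres were computed without a test. Genes named in the text are those that the paper names for a claim, *thraa*, the genes of the list that belongs to a claim, and, for each comparison of genotypes, the 3 higher and 3 lower differentially expressed genes with the largest change among those with a symbol, a mean of at least 1 CPM and no overlap between the libraries of the 2 groups.

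The comparisons, the lists and the alternatives below were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with its own size factors, scaling by total counts alone, at least 10 counts in every library in place of the filter, no filter beyond 1 count, fits of only the compared groups, an adjusted p-value alone, limma on log2(TPM + 1) and log2(TPM + 0.1), replicate number as a block, the 500 most variable genes for the principal components, fry or an estimated correlation for the lists, and each library left out in turn. The fits were tested on simulated data. With 192 changed genes at the size of the time course, 139 genes were called, of which 137 were right, and with 197 changed genes at the size of the whole hearts 174 were called, of which 165 were right. Among 200 random lists at the size of the time course, camera gave 2 with a p-value under 0.05 and fry 13. At the size of the whole hearts the numbers were 2 and 4. The simulated genes were drawn independently, so these numbers do not show how either test behaves for lists of correlated genes. Transcription factor, ligand-receptor and RT-qPCR results of the paper were not recomputed, as the motif and ligand-receptor databases and the RT-qPCR values are not among the deposited files.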

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

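The tests of normalization, depth, shared fish and skin in this part were chosen only after the result was seen, as were the restriction of the test of skeletal muscle to genes with under 1 CPM in uninjured WT hearts and the count of other such genes, while its lists were chosen beforehand.

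Many genes responded to injury differently in the genotypes, as tested by the interaction of genotype and time point. At the paper's cutoffs their number was 2507 at 8 hpi, 1951 at 1 dpi, 1559 at 3 dpi, 2260 at 7 dpi and 1647 at 15 dpi. The share in which the response of *thraa*+/- was the higher one was 57.7%, 53.1%, 53.4%, 50.4% and 50.6%. Normalization for library composition does not account for the numbers, which changed by a factor of at most 1.15 with library size alone or with the size factors of DESeq2, but it moved the shares: with library size alone, that at 3 dpi went from 53.4% to 49.5% and that at 15 dpi from 50.6% to 40.4%, while with DESeq2 the shares were 63.4%, 62.4%, 61.2%, 55% and 56.6%. What stays open is the origin of the fish. The 2 libraries of a group may share fish or clutch, and a median of 10 genes was on in 1 library of a group and off in the other (6 to 36 over 12 pairs), against 133.5 between the genotypes at the same time point (112 to 220 over 24 pairs). The effect of genotype and that of clutch cannot be told apart here, because each group is a single set of 2 pools and no clutch is given for any library. The difference in uninjured hearts enters each of these comparisons, so an effect on the uninjured groups would reach all 5 time points.

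The response of the left inflammation cluster, 521 genes, was larger in *thraa*+/- by a median log2 fold change of 1.68 at 8 hpi (303 genes differentially expressed and higher, 8 lower, camera adjusted p = 6.03e-36), 0.71 at 1 dpi (1.32e-11) and 0.63 at 7 dpi (6.83e-09). The same test gave 2.19 at 8 hpi for the 19 leukocyte genes (all 19 higher, camera adjusted p = 8.24e-16), 0.79 at 1 dpi (all 19 higher, 1.52e-07), 0.66 at 3 dpi (15 of 19 higher, 0.0153) and 1.06 at 7 dpi (17 of 19 higher, 1.41e-07). The value at 3 dpi depends on single libraries, being 0.38 without WT uninjured replicate 2 and 0.35 without *thraa*+/- uninjured replicate 2, and it was not called with an estimated correlation (0.268). At the other time points named, both lists were called by camera, by fry, with an estimated correlation and with library size alone. Depth does not account for the change at 8 hpi, as the mean total counts of *thraa*+/- were 1.04 times those of WT. The 19 leukocyte genes include paralogs that share a symbol, so they are not 19 separate markers. A larger share of leukocytes in the tissue and stronger expression per cell were not separated, since the libraries come from whole tissue. An earlier or larger inflammatory response in *thraa*+/- may underlie these values, as the paper proposes, but the clutch of the fish was not excluded.

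For the 77 cell cycle genes, the response of *thraa*+/- was larger by a median of 0.9 at 8 hpi (59 of 77 higher, camera adjusted p = 9.56e-05) and 0.47 at 7 dpi (54 of 77 higher, 0.0112). Without single libraries the values ranged from 0.77 to 1.14 and from 0.35 to 0.68, and they were called with an estimated correlation (0.00194 and 0.0196). For the 30 muscle genes labelled in the study, the response at 7 dpi differed by a median of −2.35 (26 of 30 lower, camera adjusted p = 5.01e-11), and for 34 independent skeletal muscle genes by −0.38 (24 of 34 lower, 0.00967).

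This last pattern was also weighed against skeletal muscle of the body wall in the dissected WT tissue. Such tissue was expected to raise the independent skeletal muscle list as much as the labelled one. Over all 34 independent genes the relative median at 7 dpi in WT was 0.20 (12 called higher, 8 lower, camera adjusted p = 0.877), against 6.68 for the labelled genes, so this was not met. Many of these genes are also expressed in the heart, where a small share of muscle would not show. Of the independent genes, 12 had under 1 CPM in uninjured WT hearts, and 10 of them were called higher at 7 dpi in WT, with a median log2 fold change of 2.8, or 2.37 with genes at the limit of detection set to their bound. In *thraa*+/-, 5 of the 12 were called higher, with a median of 1.71, or 0.52 at the bound. Of the muscle genes labelled in the study, all 21 with under 1 CPM in uninjured WT hearts were called higher in WT (median 7.23, 6.55 at the bound) and 20 in *thraa*+/- (4.28, 3.28 at the bound). The cardiomyocyte genes had a median of −1.42 in WT at 7 dpi, and 3 of 30 were called higher. Among the most abundant of the rising genes, *pvalb2* had 139 CPM, *pvalb1* 111 CPM and TNNT3 106 CPM in WT at 7 dpi. Choosing genes by a low level in uninjured hearts favours a rise whatever its cause: of 4982 such genes outside the muscle and cardiomyocyte lists, 2182 (43.8%) were called higher at 7 dpi in WT, with a median of 1.75, and 1811 (36.4%) in *thraa*+/-, so the 10 of 12 genes do not decide for skeletal muscle. RNA from skeletal muscle in the dissected tissue cannot be told apart from expression of such genes in the regenerating heart: the labelled list was chosen from these libraries, the independent genes rose less, and the 22 independent genes with 1 CPM or more in uninjured hearts had a median of −0.48, with 2 called higher.

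For 154 OXPHOS genes, the response of *thraa*+/- was larger by a median of 0.39 at 8 hpi (123 of 154 higher, camera adjusted p = 2.82e-05) and 0.37 at 3 dpi (120 of 154 higher, 1.25e-05). For 38 glycolytic genes it was larger by 0.51 at 8 hpi (0.0012), 0.39 at 1 dpi (0.00354), 0.31 at 3 dpi (0.0126) and 0.5 at 15 dpi (8.39e-06), with 31, 28, 28 and 29 of 38 genes higher. None of these 6 differences was called with an estimated correlation, where the adjusted p-values were 0.611 and 0.604 for OXPHOS and between 0.128 and 0.396 for glycolysis. The OXPHOS value at 8 hpi was 0.19 without *thraa*+/- replicate 2 of 8 hpi. As the uninjured *thraa*+/- hearts had lower levels of OXPHOS genes than WT (−0.22), part of these differences could come from the uninjured groups, which the test of library composition (1.15) does not address.

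Among data that the paper does not discuss, the keratin *krt5* was at 3400 CPM at 3 dpi in *thraa*+/- and 12.8 CPM in WT. It was also abundant at 8 hpi (1250 CPM in WT and 878 in *thraa*+/-) and 1 dpi (704 and 3130), against 0.412 CPM in uninjured WT hearts. *epcam* followed it, with 27.6, 32.4, 36.2 and 105 CPM at 8 hpi and 1 dpi and 38.1 CPM at 3 dpi in *thraa*+/-. Of the list of skin genes, *krt91*, *cldne* and *cldn7b* were also higher in most of these groups, for example 843 CPM of *krt91* at 3 dpi in *thraa*+/-, whereas *krt4* and *krt15* were abundant in uninjured hearts already. Skin of the body wall in the tissue is argued against as the whole cause by *cyt1*, *cyt1l* and *krt1-19e*, which reached at most 0.8 CPM in the groups with *krt5* at 500 CPM or more. Other sources of epithelial RNA, and the expression of these genes in the injured heart, were not tested.

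A second signal outside the paper's discussion is a set of 31 genes that were at least 5 times higher in WT at 3 dpi than in any other group. By the same limits WT at 7 dpi had 21 genes, and the remaining groups had at most 6. Among the 31 genes, chosen after their values were seen, were *actc1c* (338 CPM, 22 in the next group), *myh6* (118 and 19), *tnfa* (33.5 and 0.78), *slc6a14* (65.8 and 1.8), *duox* (7.67 and 0.42) and *osm* (7.01 and 0.27). The set also held *hbae1.2* (164 and 14), ANPEP (18.1 and 0.88) and SLC26A3 (11.4 and 0.36). Both libraries of WT at 3 dpi come from pools of at least 5 fish. A mixture of tissue that only these pools hold, or shared fish, may explain them: the replicates of a group differed by a median of 10 genes on in 1 and off in the other, so what is common to a pair of pools cannot be told apart from the effect of the time point. No biological explanation was tested.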

How the results depend on the processing

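Alternatives concern the normalization, the filter, the test and the libraries used. With DESeq2, 65 of 66 numbers of differentially expressed genes stayed within 1.5 times, the exception being the genes lower in the hearts labelled *thraa*-/- (924 against 1507). With library size alone 44 did, and the other 22 were the numbers of higher and of lower genes over time in both genotypes and in the whole hearts. All 66 did so without a filter on low counts and with the replicate number as a block, and 62 of 63 in fits of only the compared groups, except the genes with a lower response at 8 hpi (706 against 1060). Each alternative set out at the start was run. The replicate numbers do not pair libraries across most groups: of 66 pairs of groups, 1 had a correlation over 0.1 between the replicate differences. That pair was *thraa*+/- and WT at 8 hpi (0.2), where the variation between replicates was largest. A block over all 12 groups does not address a difference shared only at that time, so a shared batch at 8 hpi stays open.

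The number of genes depends on the filter and on the cutoff for the fold change by construction, since fewer genes are tested or fewer excluded. With at least 10 counts in every library, the numbers at 8 hpi, 1, 3, 7 and 15 dpi were 2752, 2378, 3605, 3576 and 1786 in WT, and 2864, 2822, 3023, 3496 and 1013 in *thraa*+/-. Between the genotypes they were 987, 801, 420, 430, 306 and 510, starting with uninjured hearts, and for the difference in response 1265 at 1 dpi, 948 at 3 dpi and 1461 at 7 dpi. With an adjusted p-value alone, the numbers were 9598, 8740, 10290, 10925 and 7828 in WT, 9637, 9619, 9751, 10484 and 5962 in *thraa*+/-, 5571, 5445, 4012, 4576, 3771 and 4192 between the genotypes, and 4913, 4033, 3449, 4696 and 3679 for the difference in response. The order of 3 and 7 dpi in WT changed with the filter on 10 counts and with limma on log2(TPM + 1) (4774 and 4672), and uninjured hearts had the highest number between the genotypes under the filters, the cutoff, both scalings of counts and DESeq2, but not with limma on log2(TPM + 1), where 783 genes passed at 8 hpi and 678 in uninjured hearts.

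Among 253 tests of lists, 202 kept their side of the threshold and direction with a correlation estimated for each list and 51 were weaker. With fry, 200 were the same, 46 stronger, 4 weaker and 3 reversed. With library size alone, 235 were the same, 9 weaker, 1 stronger and 8 reversed, and with the replicate block all 253 were the same. The numbers of called lists between the genotypes were 205 with fry and 49 with an estimated correlation, against 100, for the difference in response 162 and 30, against 66, and in whole hearts 23 and 0, against 10. Beside that count of 0, 5 lists had an unadjusted p-value under 0.05. Simulated lists without an effect at the size of the time course gave a p-value under 0.05 in 13 or 12 of 200 tests with fry, depending on the simulated spread. Camera gave 2 of 200 with either spread. At the size of the whole hearts the numbers were 4 or 10 with fry and 2 or 0 with camera. As the simulated genes were independent, these numbers cannot tell which setting is right for lists of correlated genes. OXPHOS between the genotypes at 8 hpi had an adjusted p of 0.69 with an estimated correlation, and at 7 dpi 0.58 with it and 0.061 with fry. In whole hearts, the leukocyte list had 0.57 with an estimated correlation, and muscle structure development was called by fry (0.022). The cause of these changes was not tested.

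The lists that reversed were not called under either setting. With library size alone these were angiogenesis (0.88) and muscle structure development (0.85) in whole hearts, the right inflammation cluster at 15 dpi (0.77) and the right cell cycle cluster at 3 dpi (0.95) between the genotypes, the difference in response of the cell cycle genes at 1 dpi (adjusted p = 1), of the labelled muscle genes at 3 dpi (0.92) and of OXPHOS at 7 dpi (0.84), and the pentose phosphate pathway in WT at 7 dpi (0.4). With fry they were the labelled muscle genes at 3 dpi (0.76), the pentose phosphate pathway in WT at 7 dpi (0.11) and that between the genotypes at 15 dpi (0.81). The cause was not tested.

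Over 244 values of named genes, 237 were the same with DESeq2, 5 weaker and 2 reversed. With library size alone 209 were the same, 10 weaker, 5 stronger and 20 reversed, with log2(TPM + 1) 200, 18, 4 and 22, and with log2(TPM + 0.1) 201, 18, 4 and 21. With the replicate block 243 were the same and 1 was stronger. Against uninjured hearts, library size alone raises the log2 fold change of every gene, by its construction, as the TMM factors fell between 0.679 and 1.29.

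Values that reversed are given with library size alone, log2(TPM + 1) and log2(TPM + 0.1), in this order, and apart from the scaling the cause was not tested. In whole hearts, MEF2C (ENSDARG00000009418) went from 0.14 to −0.11, −0.14 and −0.15. In WT against uninjured hearts, these were COL5A2 at 8 hpi (0.28, 0.27, 0.29), PFKM (ENSDARG00000060797) at 8 hpi (0.17, 0.16, 0.16), SLC4A2 (ENSDARG00000028173) at 8 hpi (0.16, 0.21, 0.22), TNNT3 (ENSDARG00000068457) at 3 dpi (0.48, 0.14, 0.34), and PGD at 7 dpi (0.76, 0.65, 0.67) and 15 dpi (0.26, 0.23, 0.23). In *thraa*+/-, these were PFKM (ENSDARG00000014179) at 1 dpi (0.07, 0.03, 0.03), PFKM (ENSDARG00000060797) at 8 hpi (0.13, 0.09, 0.09) and 1 dpi (0.12, 0.04, 0.04), and at 15 dpi SIRT1 (0.24, 0.19, 0.25), SIRT3 (0.28, 0.28, 0.31) and SIRT4 (0, 0.08, 0.09). *slc25a1a* in *thraa*+/- had 0.24, 0.15 and 0.17 at 3 dpi, and 0.01 at 7 dpi with library size alone. SLC20A1 (ENSDARG00000010641) in *thraa*+/- at 15 dpi had 0.02 with each of the TPM scales.

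Between the genotypes, TGFBR2 (ENSDARG00000059363) at 7 dpi had 0.01, 0.02 and 0.02 in the same order. With library size alone, *hif1aa* (−0.02), MMP9 (−0.01) and MYH7 (−0.06) reversed at 15 dpi. THRA (ENSDARG00000000151) reversed with log2(TPM + 1) and log2(TPM + 0.1) in uninjured hearts (0.27, 0.36), at 8 hpi (−0.17, −0.24) and at 15 dpi (−0.05, −0.08), and its value in WT at 3 dpi came to 0 on log2(TPM + 1). At 1 dpi, ATG5 had 0 with DESeq2 and 0.04 on each of the TPM scales, and PGAM5 0.01 with DESeq2, 0 with library size alone and 0.05 on the TPM scales. The cause was not tested.

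Leaving out each library in turn left values without a test. For named genes, 355 of 488 limits moved by less than the spread between replicates and 133 by more, and for medians of lists 777 of 1132 and 355. The OXPHOS median between the genotypes at 8 hpi, 0.18, was −0.03 without *thraa*+/- replicate 2. Other medians that a single library moved by over 1.5 times include these: the left cell cycle cluster between uninjured hearts (−0.42) was −0.64 without *thraa*+/- uninjured replicate 1, the cell cycle genes between uninjured hearts (−0.16) were −0.40 without *thraa*+/- uninjured replicate 2, the leukocyte response at 15 dpi (0.34) was 0.63 without *thraa*+/- uninjured replicate 1, the response of the labelled muscle genes at 15 dpi (0.57) was 0.33 without WT uninjured replicate 2, and the pentose phosphate pathway in *thraa*+/- at 7 dpi (0.35) was 0.15 without uninjured replicate 1. That list between the genotypes in uninjured hearts (0.11) was −0.03 without *thraa*+/- replicate 2. The 9 M1-like genes at 8 hpi (0.02) ranged from 0.15 to 0.79.

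Unshifted medians of lists follow the shift of all genes: with library size alone, 163 of 253 moved by more than the replicate spread, and on log2(TPM + 1) 203 did. Of the families, *cpt* in *thraa*+/- at 7 dpi moved with library size alone (relative median −1.77 against −1.78) and *pcdh* in *thraa*+/- at 7 dpi with DESeq2 (0.97 against 1.15), and the other 23 of 24 under each of these settings did not. Whether depth hides differences of genes with few counts was not tested. TGFBR1, *gsk3bb*, *il6* and *tnfa* at 8 hpi or 7 dpi had no more than 23 counts in a compared library, and for *il6* the libraries of the genotypes overlapped. Simulated data at the size of the time course gave 139 calls for 192 changed genes, which were not split by their counts.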

Differences from the paper's values

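Only part of the paper's supplementary tables was at hand, for example 1999 of 18833 rows of File 1 and 0 rows of the WT sheet for 7 dpi. Among the values of named genes compared from the rows at hand, none differed by the criteria used, with TMM and edgeR. The following directions, genes and rankings differ from statements of the paper.

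In whole hearts, the paper gives *tpm3* as lower in the mutant, and its log2 fold change here was 0.63, with the same direction in each setting run. In WT, the time point with most differentially expressed genes is 7 dpi for the paper and here, except with at least 10 counts in every library, where 3 dpi had 3605 genes and 7 dpi 3576, and with limma on log2(TPM + 1), where they had 4774 and 4672.

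Extracellular matrix and cell cycle genes are said to start at 3 dpi, and *e2f8* (E2F8) was called at 1 dpi in WT (1.86), as was *col11a1b* (at least 7.1-fold). Of 14 *cenp* genes, 8 were called higher at 1 dpi in each genotype.

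For glycolysis, the paper describes an early rise in *thraa*+/-, and the list had relative medians of −0.14 at 8 hpi and −0.32 at 1 dpi against uninjured hearts, not called as higher by camera. The level of the list did rise at these times with library size alone and on log2(TPM + 1). For inflammation, the paper describes an earlier and higher peak, and the highest level of the left cluster was 0.78 in *thraa*+/- and 0.98 in WT, while that of the right cluster was 1.44 and 0.60. The TNF-α and IL-6 lists were not called by camera at 8 hpi (adjusted p = 0.34 and 0.086), but fry called them (0.00096 and 3.2e-05). Of the genes given as higher at 8 hpi, *tnfa* had 0.92 (adjusted p = 0.27) and *il6* −0.02 (adjusted p = 1). The TGF-β receptors and the M2 list were not called at 7 dpi, with a camera adjusted p of 0.86 for the list.

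The paper describes the muscle genes as lacking their peak at 7 dpi in *thraa*+/-, and their level there was highest at 7 dpi (0.98), lower than in WT (1.96). Cardiomyocyte genes at 15 dpi were not called by camera (adjusted p = 0.22) and were called by fry (2e-05).

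For metabolism, the paper describes a plateau between 8 hpi and 1 dpi, which was not seen in the TCA cycle, where the relative median went from −0.55 to −0.97 in *thraa*+/-. The paper gives *tktb* as rising with the pentose phosphate pathway, and TKT (ENSDARG00000029689) fell by 1.05 in WT and by 3.12 in *thraa*+/- on the log2 scale at 8 hpi. Camera called the pathway only at 1 dpi in WT (0.024), while fry called it at 8 hpi, 1 and 3 dpi in WT and at every time in *thraa*+/- (0.043 at 15 dpi).

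The paper gives mitochondrial dynamics, carriers and signaling as changed in *thraa*+/-, and the decline was also present in WT, with 7 dpi medians of −1.15, −1 and −0.64, and the dynamics list was not called between the genotypes by camera (0.14 at 7 dpi). *gsk3ba* (GSK3B) and *gsk3bb* were not called at 8 hpi (adjusted p = 0.19 and 0.40), nor were SIRT1, SIRT2, SIRT3 and SIRT4 at 15 dpi between the genotypes. Against uninjured *thraa*+/- hearts, SIRT2 was called with library size alone (0.48, adjusted p = 1.8e-05) and on log2(TPM + 1) (0.47, adjusted p = 0.00018). ATG5, PGAM5 and BECN1 were not called at 1 dpi (−0.02, −0.01 and 0.05). The level of the whole mitophagy list was higher in *thraa*+/- than in WT at that time (mean z scores of −0.03 and −0.44, without a test).

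By RT-qPCR, the paper gives a several-fold increase of *hif3a* at 15 dpi, and its log2 fold change between the genotypes in the RNA-seq, where it is listed as *hif1al* (ENSDARG00000100826), was 0.54 at that time, with 138 and 95.3 CPM.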

Other observations

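The tests of sequence variants in this part were chosen only after the result was seen, and the tests of the clock and of a linked haplotype were chosen beforehand.

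In whole hearts, 14 of 21 genes of the negative limb of the circadian clock, a list made without reference to these samples, were differentially expressed and higher in the hearts labelled *thraa*-/- and 1 was lower, with a relative median of 0.84 (camera adjusted p = 9.6e-06). The paper's 16 circadian genes had 13 higher and a relative median of 1.39 (4.1e-08). A different time of day of collection would move the limbs apart. Of 9 genes of the positive limb, 2 were higher, *npas2* and *nfil3-5*, and 0 were lower at an adjusted p-value under 0.05, with 1 lower at an unadjusted p-value under 0.05, and BMAL1 had 0.05 and −0.06 in its 2 identifiers. This argues against time of day as the whole cause. Neither clock list was called with an estimated correlation (0.43 for the negative limb), and a part of the change due to time of day, or one due to clutch, stays open.

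Of all genes, 53 were called between *thraa*+/- and WT at each of the 6 time points, 45 of them higher and 8 lower at each. A haplotype linked to the mutation is a candidate explanation. Its test needs the position of these genes, and a chromosome was at hand for 31 of them, 58.5%, under the 80% that the test was to rest on, so linkage and an effect of the mutation cannot be told apart.

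In whole hearts, 30 genes had at least 20 counts in both libraries labelled *thraa*-/- and 3 counts or fewer in both WT libraries, and 53 the reverse. Sequence variants fixed in the mutant line may bring such differences. For 11 of the 30, all 12 WT libraries of the time course also had 3 counts or fewer, and there variants and expression cannot be told apart, because the counts show no sequence. For 5 of the 30, at least 1 WT library of the time course had 20 counts or more, which argues against variants fixed only in the mutant line for these 5. Of the 53 counted only in WT, 44 reached 20 counts in a *thraa*+/- library.

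In the time course, the numbers of genes with at least 20 counts in both *thraa*+/- libraries and 3 or fewer in both WT libraries were 26 in uninjured hearts and 27, 32, 91, 31 and 27 from 8 hpi to 15 dpi, and the reverse 21, 21, 22, 27, 14 and 25. Over the 272 genes, 226 did so at 1 time point, 44 at more than 1 in the same direction and 2 in both directions. By the same limits, ENSDARG00000115161 and PCNP were present in every *thraa*+/- library and absent from every WT library of the time course, and in whole hearts present only in those labelled *thraa*-/-. ENSDARG00000051710 and *si:ch211-147g22.4* had at least 20 counts in every WT library of the time course and 0 in each *thraa*+/- library.

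Among the genes with the largest differences between the genotypes, each fold is a lower bound against libraries with no more than 3 counts. In uninjured hearts, *si:ch211-147g22.4* was at least 19-fold and *mxb* at least 15-fold lower in *thraa*+/-, and *nlrc8* at least 28-fold higher. At 8 hpi FIBIN was at least 74-fold lower and MFAP4 at least 12-fold higher, at 1 dpi *si:ch211-214b16.4* at least 63-fold lower and *si:dkey-266f7.5* at least 76-fold higher, and at 3 dpi *zanl* at least 170-fold lower and *krt97* at least 640-fold higher. At 7 dpi CASQ1 was at least 39-fold lower and GGACT at least 27-fold higher, and at 15 dpi *nlrc11* at least 280-fold lower and *si:dkey-266f7.5* at least 68-fold higher. In the hearts labelled *thraa*-/-, *mhc2dab* was at least 490-fold and FIBIN at least 110-fold lower, and *tnfrsf14* at least 94-fold and PCNP at least 40-fold higher.

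For genes that the paper measured by RT-qPCR, the RNA-seq values between *thraa*+/- and WT were as follows. At 7 dpi, CCNA2 had 10.8 ± 0.438 and 8.73 ± 0.146 CPM, and *tnni1c* 0.953 and 1.5 CPM (−0.65, −0.39 in the least extreme of the fits without 1 library). At 15 dpi, *tnni1c* had 1.51 and 1.82 CPM, between −0.53 and −0.01 without single libraries, MYH7 22500 and 21700 CPM (0.05, and −0.06 with library size alone), *actc1a* 23400 and 19500 CPM, and *myh6* 17.4 and 0.46 CPM. *nfkbiab* had 222 ± 34.6 and 91.6 ± 13.2 CPM at 8 hpi (1.27, standard error 0.08, edgeR adjusted p = 2.1e-16) and −0.51 at 15 dpi (3.7e-06).

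Besides the leukocyte and clock lists, camera called 7 lists in the whole hearts. Cell-cell adhesion, 55 genes from the paper's file, had 11 higher and 38 lower members in the hearts labelled *thraa*-/- and a relative median of −1.08 (adjusted p = 1.11e-05). Of 9 erythrocyte genes, 7 were higher and 1 lower (relative median 1.02, 0.00241), and of 13 genes of TNF-α signaling 1 was higher and 8 lower (−1.10, 0.00421). The left inflammation cluster had −0.47 (1.11e-05), and the left and right cell cycle clusters −0.26 (0.0247) and −0.42 (0.000878). For 5 liver genes, 3 of which had no more than 3 counts in each library labelled *thraa*-/-, 3 were lower, with an unshifted median of −4.08, or −2.63 with those genes at their bound (0.00603). Their levels in WT were low except for *tfa*, at 86.5 ± 49.1 CPM against 9.96 ± 1.25 CPM. No explanation was tested for these lists.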
